# Robust hematopoietic specification requires the ubiquitous Sp1 and Sp3 transcription factors

**DOI:** 10.1186/s13072-019-0282-9

**Published:** 2019-06-04

**Authors:** Jane Gilmour, Leigh O’Connor, Christopher P. Middleton, Peter Keane, Nynke Gillemans, Jean-Baptiste Cazier, Sjaak Philipsen, Constanze Bonifer

**Keywords:** Blood cell development, ATAC-seq, Single-cell RNA-seq, Embryonic development, Differentiation trajectories, Transcription factor cooperation

## Abstract

**Background:**

Both tissue-specific and ubiquitously expressed transcription factors, such as Sp-family members, are required for correct development. However, the molecular details of how ubiquitous factors are involved in programming tissue-specific chromatin and thus participate in developmental processes are still unclear. We previously showed that embryonic stem cells lacking Sp1 DNA-binding activity (Sp1^ΔDBD/ΔDBD^ cells) are able to differentiate into early blood progenitors despite the inability of Sp1 to bind chromatin without its DNA-binding domain. However, gene expression during differentiation becomes progressively deregulated, and terminal differentiation is severely compromised.

**Results:**

Here, we studied the cooperation of Sp1 with its closest paralogue Sp3 in hematopoietic development and demonstrate that Sp1 and Sp3 binding sites largely overlap. The complete absence of either Sp1 or Sp3 or the presence of the Sp1 DNA-binding mutant has only a minor effect on the pattern of distal accessible chromatin sites and their transcription factor binding motif content, suggesting that these mutations do not affect tissue-specific chromatin programming. Sp3 cooperates with Sp1^ΔDBD/ΔDBD^ to enable hematopoiesis, but is unable to do so in the complete absence of Sp1. Using single-cell gene expression analysis, we show that the lack of Sp1 DNA binding leads to a distortion of cell fate decision timing, indicating that stable chromatin binding of Sp1 is required to maintain robust differentiation trajectories.

**Conclusions:**

Our findings highlight the essential contribution of ubiquitous factors such as Sp1 to blood cell development. In contrast to tissue-specific transcription factors which are required to direct specific cell fates, loss of Sp1 leads to a widespread deregulation in timing and coordination of differentiation trajectories during hematopoietic specification.

**Electronic supplementary material:**

The online version of this article (10.1186/s13072-019-0282-9) contains supplementary material, which is available to authorized users.

## Background

The interaction of transcription factors (TFs) with chromatin drives the cooperation of distal elements with promoters and directs cell fate choices in a developmental context. Tissue-specific gene activity is mostly driven by distal elements such as enhancers bound by tissue-specific factors, and their activity strongly correlates with gene expression patterns. In contrast, promoter elements, in particular CG island promoters, are enriched for motifs of ubiquitously expressed factors such as NFY or Sp1 and do not show such strict correlation [1]. Moreover, distal elements can be activated at the chromatin level prior to the onset of gene expression, and subsequently drive tissue-specific gene activity by interaction with the generic factors bound to promoters [2]. However, the precise role of ubiquitously expressed TFs in the regulation of tissue-specific gene expression is not well understood.

Sp1 was the first identified member of a large family of zinc finger transcription factors recognising the GC and GT box DNA elements with binding sites in vivo being enriched for CG island promoters [3–6]. Both Sp1 and the closely related family member Sp3 are ubiquitously expressed and recognise the same DNA-binding motifs. Sp1 DNA binding is indispensable for normal mammalian embryo development, since mice expressing a truncated version of Sp1 lacking the DNA-binding domain (DBD) (Sp1^ΔDBD/ΔDBD^) demonstrate multiple heterogeneous phenotypic abnormalities and die in utero [7]. It was not possible to identify a specific role of Sp1 in a specific pathway by conditional deletion, as no defects were observed when the gene was deleted at later stages of development [3] (unpublished results), indicating that the developmental defects in Sp1^ΔDBD/ΔDBD^ mice were cumulative. Sp3^−/−^ mice with a complete gene knockout survive until birth but die shortly after due to respiratory failure [8]. Additional studies in Sp3-null mice provided evidence of defects in hematopoiesis and a requirement for Sp3 in normal cardiac development [9, 10]. Sp1^+/ΔDBD^/Sp3^+/−^ compound heterozygous mice also showed embryonic lethality but survived until later in development than Sp1^ΔDBD/ΔDBD^ mice [11]. Therefore, while there may be some functional redundancy, tightly regulated levels of both factors are required throughout normal embryogenesis. However, the extent of the cooperativity of these two proteins at the genomic level has not been fully resolved. In addition, it is unknown whether in the absence of the DBD, the Sp1 protein is capable of stable interaction with the genome.

Sp3 has been described as a repressor of Sp1 transactivation and was proposed to exert this effect by competing for the Sp binding motif, since Sp3 lacking a DNA-binding domain could not inhibit Sp1 activity [12]. However, Sp3 has been shown to have transactivation potential, and several studies have demonstrated synergistic activation of target genes by Sp1 and Sp3 [5, 13, 14]. Volkel et al. [15] found that binding of Sp1 and Sp3 in mouse embryonic fibroblasts (MEFs) largely overlapped and binding was predominantly at promoter sites with conventional GC box motifs. Differences in the ability of Sp1 and Sp3 to bind to multiple GC boxes may contribute to their capacity to activate or repress at different binding sites [16, 17]. The issue of co-localisation is still not clear as He et al. [18] demonstrated localisation of the two proteins to different nuclear compartments in MCF7 cells.

To be able to conduct genome-wide binding studies and to bypass the problems with embryonic lethality in mice, we used in vitro differentiation of mouse embryonic stem cells (ESC) into blood cells as a tractable model to shed light on the role of Sp1 in the control of developmental gene expression. We previously showed that Sp1^ΔDBD/ΔDBD^ cells are unable to terminally differentiate and that this phenotype was associated with a progressive deregulation in gene expression [3]. In the present study, we aimed to investigate (1) the phenotype of ESC with a complete knockout of Sp1, (2) the ability of Sp3 to compensate for the absence/dysfunction of Sp1 and (3) whether the progressive deregulation of gene expression in differentiating Sp1^ΔDBD/ΔDBD^ cells was due to heterogeneity of gene expression within cells or a failure of executing cell fate decisions. Our results demonstrate that Sp1 and Sp3 binding sites strongly overlap and that the Sp1^ΔDBD/ΔDBD^ protein partially retains Sp1 function. While Sp3 can compensate for Sp1 binding at some target genes, it cannot support hematopoietic specification alone, and Sp3-null ESC also have a defect in myeloid differentiation. Most importantly, we show by single-cell RNA sequencing that the differentiation trajectory leading to hematopoietic differentiation is severely disturbed in Sp1^ΔDBD/ΔDBD^ cells. Cells execute the order of cell fate decisions correctly, but not as a cohort and with delayed kinetics, indicating that Sp1 is required for executing a robust differentiation program.

## Results

### The complete knockout of Sp1 is incompatible with hematopoietic specification but does not lead to widespread changes in chromatin accessibility

Using an in vitro hematopoietic differentiation system [19, 20] (Fig. 1a), we previously demonstrated that murine E14 ESC lacking the DBD of Sp1 (E14 Sp1^ΔDBD/ΔDBD^) show a defect in macrophage differentiation. We show here that these cells also have a reduced capacity to generate Flk1 + hemangioblast cells (Fig. 1b) [3]. We applied CRISPR-Cas9 gene editing using guide RNAs targeting the DBD of Sp1 encoded by exons 5 and 6 to recapitulate this defect in a different ES cell type (A17 2Lox cells) [21, 22] (Additional file 1: Fig. S1a). Gene editing generated a clone (A17Lox Sp1^ΔDBD/ΔDBD^) that expressed a low level of the truncated version of Sp1 in the absence of the full-length protein (Additional file 1: Fig. S1b and S1c, clone 4). Three heterozygous clones expressing wild-type levels of Sp1 were also identified along with a clone completely lacking Sp1 protein expression (Additional file 1: Fig. S1b and S1c, clone 14). Further analysis of clone 14 revealed an out of frame mutation at the cut site in exon 5 (Additional file 1: Fig. S1a), which probably caused RNA degradation by nonsense-mediated decay, resulting in a Sp1^−/−^ phenotype.

**Fig. 1:**
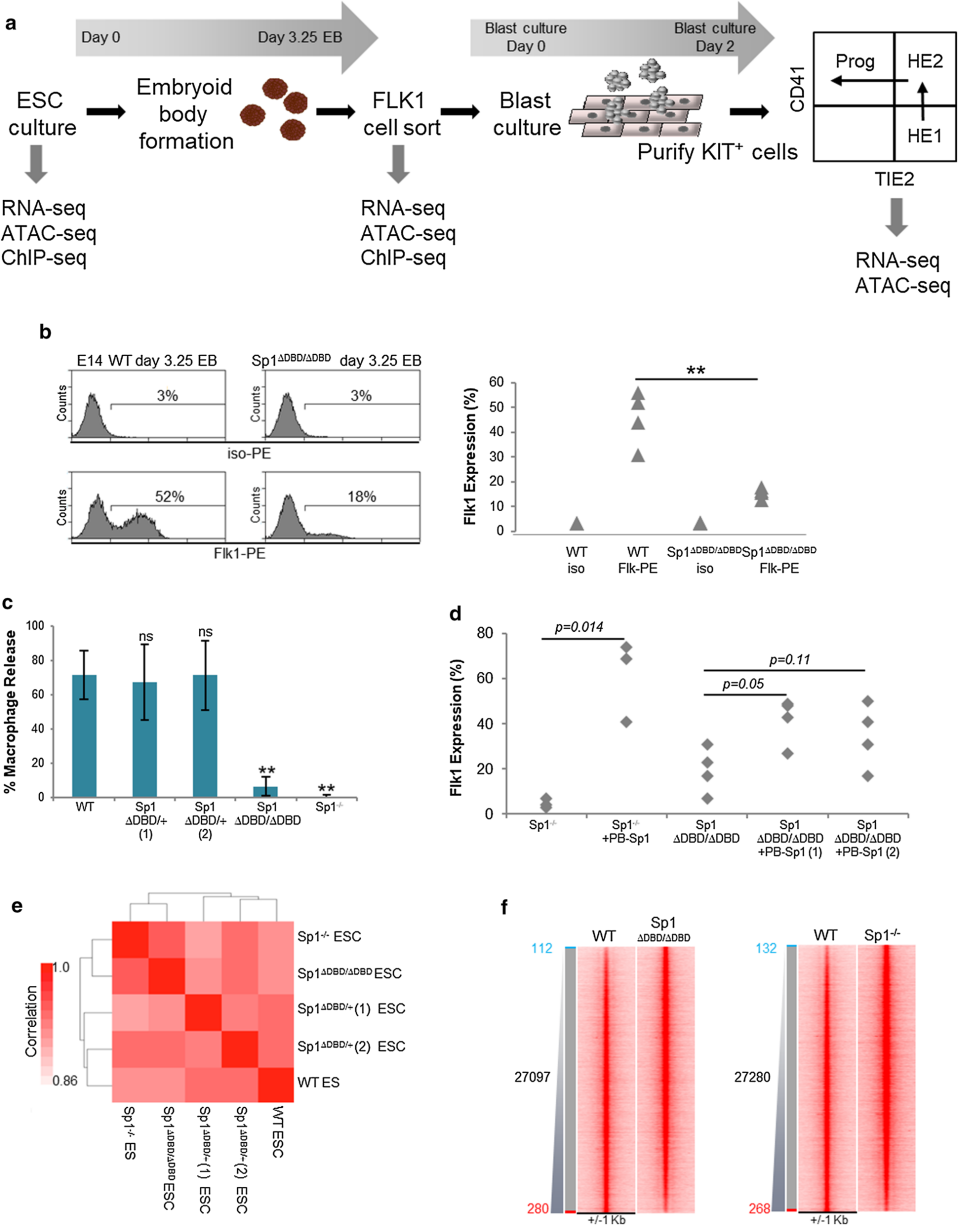
The complete absence or the truncation  of Sp1 do not cause widespread changes in chromatin accessibility. **a** Schematic representing in vitro differentiation of ESC. **b** FACS analysis of Flk1 expression in E14 WT and E14 Sp1^ΔDBD/ΔDBD^ cells derived from embryoid bodies (EB) at day 3.25 of in vitro differentiation. Left panel: representative FACS profiles for Flk1-PE staining, right panel: graph showing Flk1 expression and isotype controls for E14 WT and Sp1^ΔDBD/ΔDBD^ cells (*n* = 4, **indicates *p* < 0.001). **c** Graph showing the percentage of EB releasing macrophages in a macrophage release assay (*n* = 3, * indicates *p* < 0.05). **d** Rescue of Flk1 expression levels by re-expression of wild-type Sp1 in Sp1^−/−^ and Sp1^ΔDBD/ΔDBD^ cells (*n* = 3 for Sp1^−/−^ and *n* = 4 for Sp1^ΔDBD/ΔDBD^, *p* values are indicated on the graph). **e** Pearson correlation plot of accessible chromatin regions in ESC as determined by ATAC-seq, in WT cells and Sp1 mutant ESC clones. **f** Heat maps showing the fold difference in accessible chromatin sites, as determined by ATAC, between WT and Sp1^ΔDBD/ΔDBD^ E14 ESC (left panel) and WT and Sp1^−/−^ A17Lox ESC (right panel). The red box indicates WT-specific ATAC sites, while the blue box indicates ATAC sites specific to either Sp1^ΔDBD/ΔDBD^ or Sp1^−/−^ cell lines

We next evaluated the effect of CRISPR deletion in the A17Lox Sp1^ΔDBD/ΔDBD^ and A17Lox Sp1^–/−^ clones in the in vitro differentiation system and in macrophage release assays. As found with E14 Sp1^ΔDBD/ΔDBD^ cells, A17Lox Sp1^ΔDBD/ΔDBD^ cells had a significantly reduced capacity to generate Flk1 + cells from embryoid bodies (EB) while A17Lox Sp1^−/−^ cells  produced even lower levels of Flk1 + cells  (Additional file 1: Fig. S1d). Heterozygous clones generated wild-type numbers of macrophage-releasing EBs, whereas EBs from A17Lox Sp1^ΔDBD/ΔDBD^ and A17Lox Sp1^−/−^ clones had significantly lower capacity to generate macrophages with  the severest phenotype exhibited by the cells carrying a complete knockout of Sp1 (clone 14, Fig. 1c). To verify that the reduced Flk1 expression and macrophage production were a direct result of Sp1 disruption and not a result of off-target CRISPR effects, we rescued the phenotype by expressing human wild-type Sp1 (Additional file 1: Fig. S1e) and restored increased levels of Flk1 + expression as detected by FACS analysis (Fig. 1d). These data demonstrate that a complete lack of Sp1 is incompatible with the differentiation of ESC and that the truncated version of Sp1 lacking DNA binding is a hypomorph that partly retains normal Sp1 function.

To examine whether the decreased differentiation potential in the Sp1-disrupted clones was a result of changes in chromatin accessibility caused by a lack of Sp1 binding, we employed the genome-wide Assay for Transposase-Accessible Chromatin using sequencing (ATAC-seq) [23]. We found a high degree of correlation in DNA accessibility between the A17Lox WT, heterozygous and Sp1-disrupted clones (Fig. 1e). Only around 400 accessible chromatin sites were either lost or gained between the A17Lox WT cells and either A17Lox Sp1^ΔDBD/ΔDBD^ or A17Lox Sp1^−/−^ clones suggesting that lack of Sp1 does not result in widespread changes in chromatin accessibility in ESC (Fig. 1f). In addition, we confirmed similarity in hypersensitive site profiles between the A17Lox WT cells and the E14 WT cells used in the original study (Additional file 1: Fig. S1f), confirming that this phenotype was not cell clone dependent. Finally, chromatin accessibility clustered by cell type rather than by Sp1 binding capacity when we compared ESC and Flk1 + differentiation stages (Additional file 1: Fig. S1g), indicating that the developmentally regulated activation and silencing of active cis-regulatory elements which exists as accessible chromatin sites was not affected by the absence of Sp1. While there were some sites such as an intronic region of the *Ostm1* gene that displayed a loss of accessibility specifically in the Sp1-disrupted clones (Additional file 1: Fig. S1h), the vast majority of accessible sites were unaffected as observed at the *Pou5f1* locus (Additional file 1: Fig. S1i).

### Sp3 partially compensates for Sp1 in cells with disrupted Sp1 DNA binding

Our finding of a residual activity of the Sp1^ΔDBD/ΔDBD^ protein suggested that it may be able to interact with chromatin via other factors, similar to what has been found for SCL/TAL1 [24]. We therefore examined the Sp1 chromatin binding in the A17Lox Sp1^ΔDBD/ΔDBD^ clone and the A17Lox Sp1^−/−^ control clone using global chromatin immunoprecipitation followed by sequencing (ChIP-seq) assays. We used a double crosslinking method of fixation to capture any Sp1 protein that was not directly bound to DNA. Neither clone showed significant levels of binding in either ESC or in Flk1 + cells (Fig. 2a), demonstrating that in spite of its functional activity, the truncated Sp1 protein does not stably interact with chromatin.

**Fig. 2:**
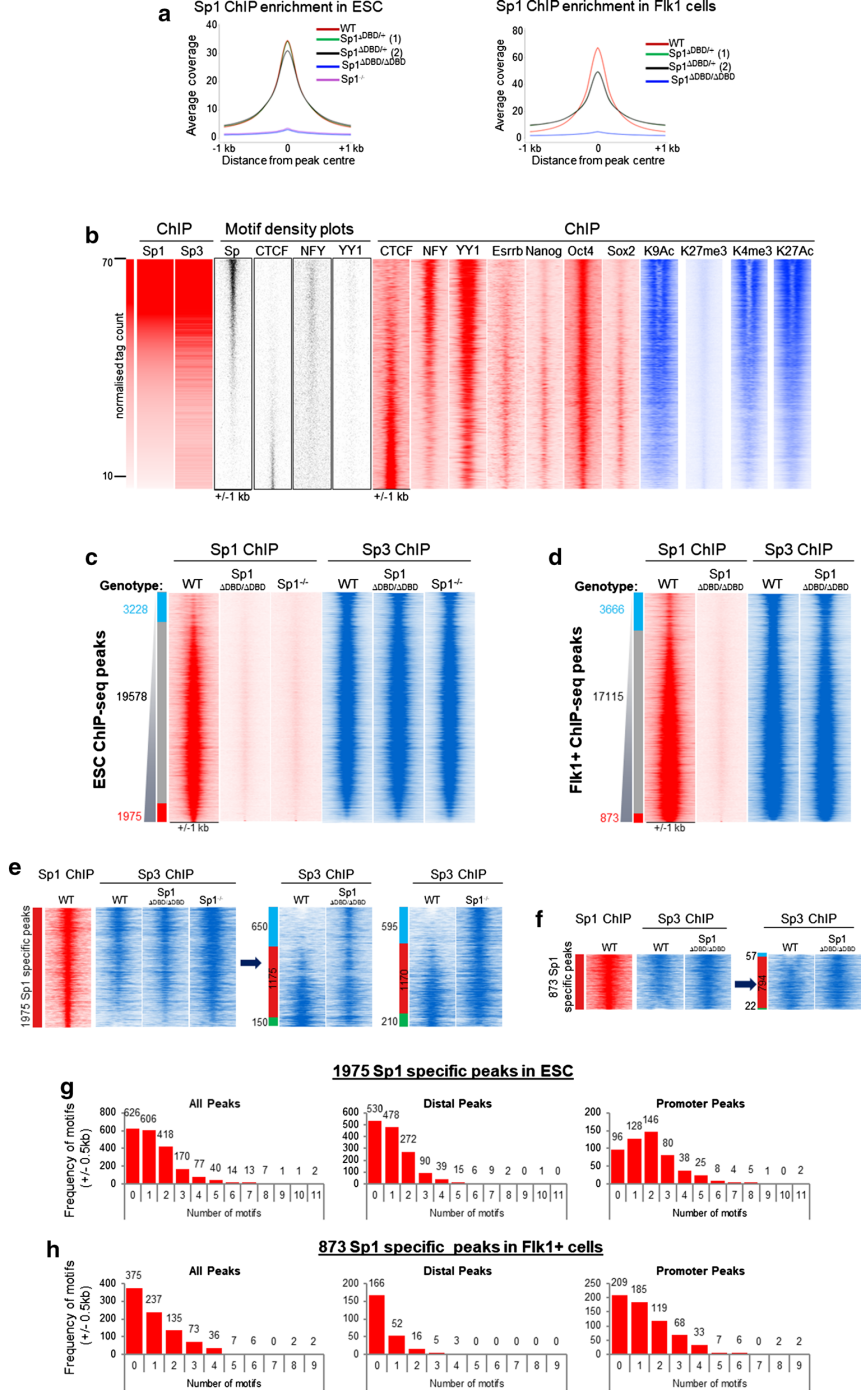
Sp3 partially compensates for the absence of Sp1 in cells with disrupted Sp1 binding. **a** Average profiles of Sp1 ChIP enrichment in ESC (left panel) and Flk1+ cells for WT and CRISPR clones. **b** Heat maps showing a ranking of normalised tag counts from Sp1 ChIP-seq in A17Lox WT ES cells. Ranked alongside are tag counts from the Sp3 ChIP-Seq in the same cells and motifs for CTCF, NFY, YY1, ESRRB, NANOG, OCT4 and SOX2. Heat maps (public datasets, see Additional file 1: Table 1) showing ChIP-seq enrichment for CTCF, NFY, YY1, ESRRB, NANOG, OCT4 and SOX2. The histone modifications H3K9Ac, H3K27me3, H3K4me3 and H3K27Ac are shown alongside. **c** Heat maps showing fold difference in ChIP-seq enrichment between Sp1 and Sp3 ChIP in E14 WT ES cells. Ranked along the same coordinates are Sp1 and Sp3 ChIP tag counts in Sp1^ΔDBD/ΔDBD^ and Sp1^−/−^  cells. Peaks were classed as specific if they showed equal to or more than twofold change in tag count difference between the Sp1 and Sp3 ChIPs. The specific and shared groups are indicated by coloured bars alongside (red indicates Sp1 specific peaks and blue indicates Sp3 specific peaks), and the number of peaks within each group is shown. **d** Heat maps showing fold difference in ChIP-seq tag count enrichment between Sp1 and Sp3 ChIP peaks in Flk1+ cells. Ranked along the same coordinates are Sp1 and Sp3 ChIP in Sp1^ΔDBD/ΔDBD^  cells. Peaks were classed as specific if they showed more than twofold change in tag count difference between the Sp1 and Sp3 ChIPs. The specific and shared groups are indicated by coloured bars alongside (red indicates Sp1 specific peaks and blue indicates Sp3 specific peaks), and the number of peaks within each group is shown. **e** Zoomed-in heat map of the 1975 Sp1 specific sites in ESC shown in Fig. 2c. Right-hand panels show the Sp3 ChIP-seq enrichment ranked according to the changes in Sp3 occupancy at these sites in Sp1^ΔDBD/ΔDBD^ and Sp1^−/−^  cells. The blue bar indicates peaks which are increased in the mutant cell lines compared to WT, and the green bar indicates peaks which are reduced at least twofold in the mutant cell lines compared to WT. **f** Zoomed-in heat map of 873 Sp1 specific sites in Flk1+ cells shown in Fig. 2d. Right-hand panel shows the Sp3 ChIP-seq enrichment ranked according to the changes in Sp3 occupancy at these sites. The blue bar indicates peaks which are increased in the mutant cell lines compared to WT, and the green bar indicates peaks which are reduced at least twofold in the mutant cell lines compared to WT. **g** Bar graphs indicating numbers of motifs within the 1975 Sp1 specific peaks in ESC. Separate graphs show all peaks, distal peaks and promoter peaks. The number of peaks is indicated above each bar. **h** Bar graphs indicating numbers of motifs within the 873 Sp1 specific peaks in Flk1+ cells. Separate graphs show all peaks, distal peaks and promoter peaks. The number of peaks is indicated above each bar

To compare the binding of Sp3 with that of Sp1, we performed ChIP-seq for Sp1 and Sp3 in WT A17Lox cells and A17Lox Sp1-disrupted clones. We generated high confidence ChIP-seq peaks for both factors in both ESC and Flk1+ cells by overlapping them with ATAC-seq peaks (Additional file 1: Fig. S2a). We also compared Sp1/3 binding to publicly available datasets to examine whether Sp1/3 factors cooperate with other factors or associate with specific histone modification patterns (Table S1). In A17Lox WT cells, there was a strong overlap in binding sites for Sp1 and Sp3, although there were also unique sites, particularly for Sp3 (Fig. 2b, Additional file 1: Figs. S2b and S2c). Sp1 and Sp3 binding occurred at regions of active chromatin as evidenced by the co-occurrence of histone modifications such as H3K27Ac and H3K4me3 and the absence of H3K27me3 (Fig. 2b). Sp, NFY and YY1 motifs were enriched at shared Sp1/Sp3 binding sites, and corresponding binding of NFY and YY1 at overlapping sites in ESC was observed. Interestingly, we saw enrichment of CTCF motifs and binding at sites which preferentially bound Sp3 but not Sp1. With the exception of Oct4, pluripotency factor binding was not strongly enriched at sites of Sp1/Sp3 binding in ESC (Fig. 2b). In ESC, Sp1 was evenly distributed between promoter and distal sites, while Sp3 was located at a slightly higher number of distal sites (Additional file 1: Fig. S2d). In Flk1+ cells, promoter occupancy increased slightly for both factors (Additional file 1: Fig. S2d).

Comparison of Sp1 and Sp3 binding patterns revealed almost 20,000 shared sites in ESC (Fig. 2c). Sp1 showed a greater than twofold enriched binding compared to Sp3 at 1975 unique sites, while Sp3 occupied 3228 unique sites. The distribution of Sp1/Sp3 peaks was similar in Flk1 + cells; however, fewer Sp1-specific peaks were observed (873, Fig. 2d). Shared and Sp1-specific peaks had higher enrichment for NFY motifs in both ESC and Flk1 + cells, whereas Sp3-specific peaks showed preferential enrichment for CTCF and ETS motifs and surprisingly, an absence of Sp motifs (Additional file 1: Fig. S2e, S2f, S2g, S2h). We and others previously showed that Sp1 binding is enriched at CG islands [3, 15] and Sp1 can bind at multiple motifs in a regulatory region [25]. To examine how Sp1 and Sp3 could co-localise, we mapped the number of motifs within peaks in shared and Sp1-specific peaks (Fig. 2g, h, Additional file 1: Fig. S2i, S2j). In keeping with our previous finding, promoter peaks contained a high frequency of multiple motifs, whereas distal peaks were more likely to have no motif or low numbers of motifs, particularly in Flk1+ cells.

To gain insight into the cooperation of Sp1 and Sp3, we investigated the effect of the lack of Sp1 on Sp3 binding. In general, the absence or mutation of Sp1 had no global effect on the binding of Sp3 (Fig. 2c), demonstrating that binding is not absolutely interdependent. However, we detected a few sites that acquired Sp3 binding in the Sp1-disrupted clones (Fig. 2e). To uncover such sites, Sp3 binding at Sp1-specific peaks was re-ranked according to the strength of Sp3 binding in WT cells and we found 650 newly acquired peaks in the Sp1^ΔDBD/ΔDBD^  cells and 595 newly acquired peaks in the Sp1^−/−^ cells (Fig. 2e). This effect was less pronounced in Flk1 + cells with only 57 newly acquired peaks in the Sp1^ΔDBD/ΔDBD^ cells (Fig. 2f). This result would suggest that in ESC, Sp3 can compensate for loss of Sp1 at a subset of binding sites but this effect may not be maintained throughout differentiation since fewer sites in Flk1+ cells acquired de novo Sp3 binding in the absence of Sp1.

### Sp1 and Sp3 mutant ESC exhibit common and unique features during hematopoietic differentiation

We next investigated the contribution of Sp1 and Sp3 to hematopoietic specification (Fig. 3) and gene expression (Fig. 4). Although Sp1 and Sp3 share the majority of their binding sites as exemplified at the *Sp1* locus, they also demonstrate specific binding (Fig. 3a, top panel). The gene encoding zinc finger domain-containing protein *Zswim6* has a shared Sp1/Sp3 site at the promoter in addition to an intergenic Sp1-specific peak, whereas the *Yod1* deubiquitinase gene has a Sp3-specific peak at the promoter. Since Sp3 appeared to compensate at some but not all Sp1 binding sites in the absence of Sp1 (Fig. 2e), we examined in more detail how blood cell development from ESC was affected in the absence of Sp3. Using an E14 ESC line lacking Sp3 [8] (Additional file 1: Figs. S3a, b), we found that these cells generate a reduced number of Flk1+ cells after 3.25 days of EB formation (Fig. 3b), although the phenotype was less pronounced when compared with Sp1^ΔDBD/ΔDBD^ and Sp1^−/−^ cells (Fig. 1). Sp3−/− Flk1+ cells produced more Kit-expressing cells in blast culture but showed similar proportions of hemogenic endothelium (HE) and progenitors compared to WT cells (Fig. 3b, d; Additional file 1: Fig. S3d). In common with E14 Sp1^ΔDBD/ΔDBD^ ESC (Fig. 1), E14 Sp3^−/−^ ESC showed defective macrophage production in macrophage release assays (Fig. 3e, Additional file 1: Fig. S3d).

**Fig. 3:**
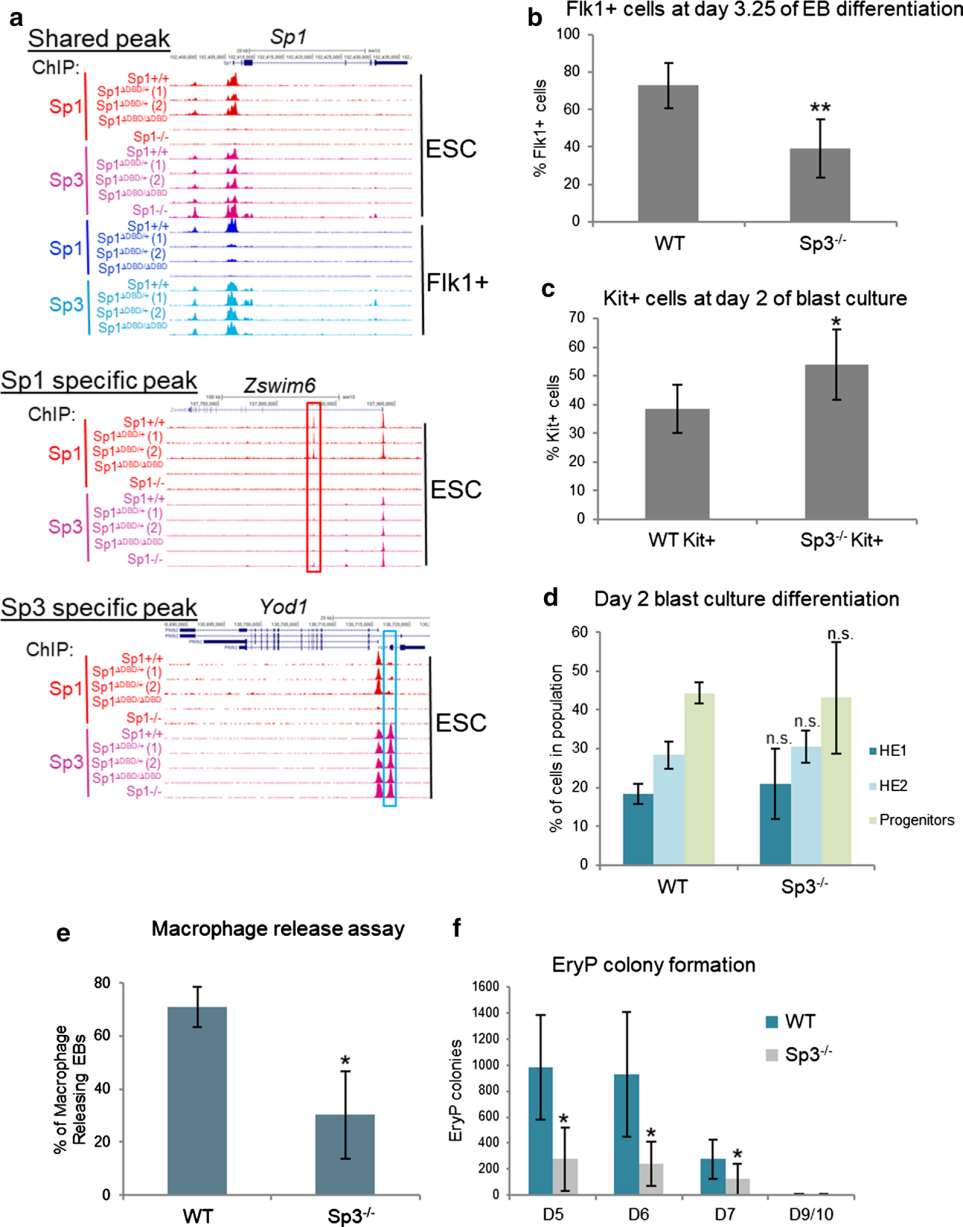
Sp3^−/−^ ES cells exhibit a defect in hematopoietic differentiation. **a** Genome browser screenshots depicting examples of shared and unique binding sites. Top panel: *Sp1* is an example of an Sp1/Sp3 shared promoter binding site; middle panel: *Zswim6* is an example of an intragenic Sp1 specific peak (highlighted by the red box); bottom panel: *Yod1* is an example of an Sp3 specific promoter peak (highlighted by the blue box). **b** Flk1 FACS staining on WT and Sp3^−/−^ cells at day 3.25 of EB differentiation (*n* = 5, **indicates *p* < 0.01). **c** Kit FACS staining of WT and Sp3^−/−^ cells at day 2 of blast culture (*n* = 4, *indicates *p* < 0.05). **d** Percentage cell populations from WT and Sp3^−/−^ cells at day 2 of blast culture (*n* = 4, n.s. indicates not statistically significant). **e** Percentage of macrophage-releasing EB in a macrophage release assay comparing WT and Sp3^−/−^ cells (*n* = 4, *indicates *p* < 0.05). **f** Number of primitive erythroid colonies in an EryP colony formation assay comparing WT and Sp3^−/−^ cells (*n* = 4, *indicates *p* < 0.05)

**Fig. 4:**
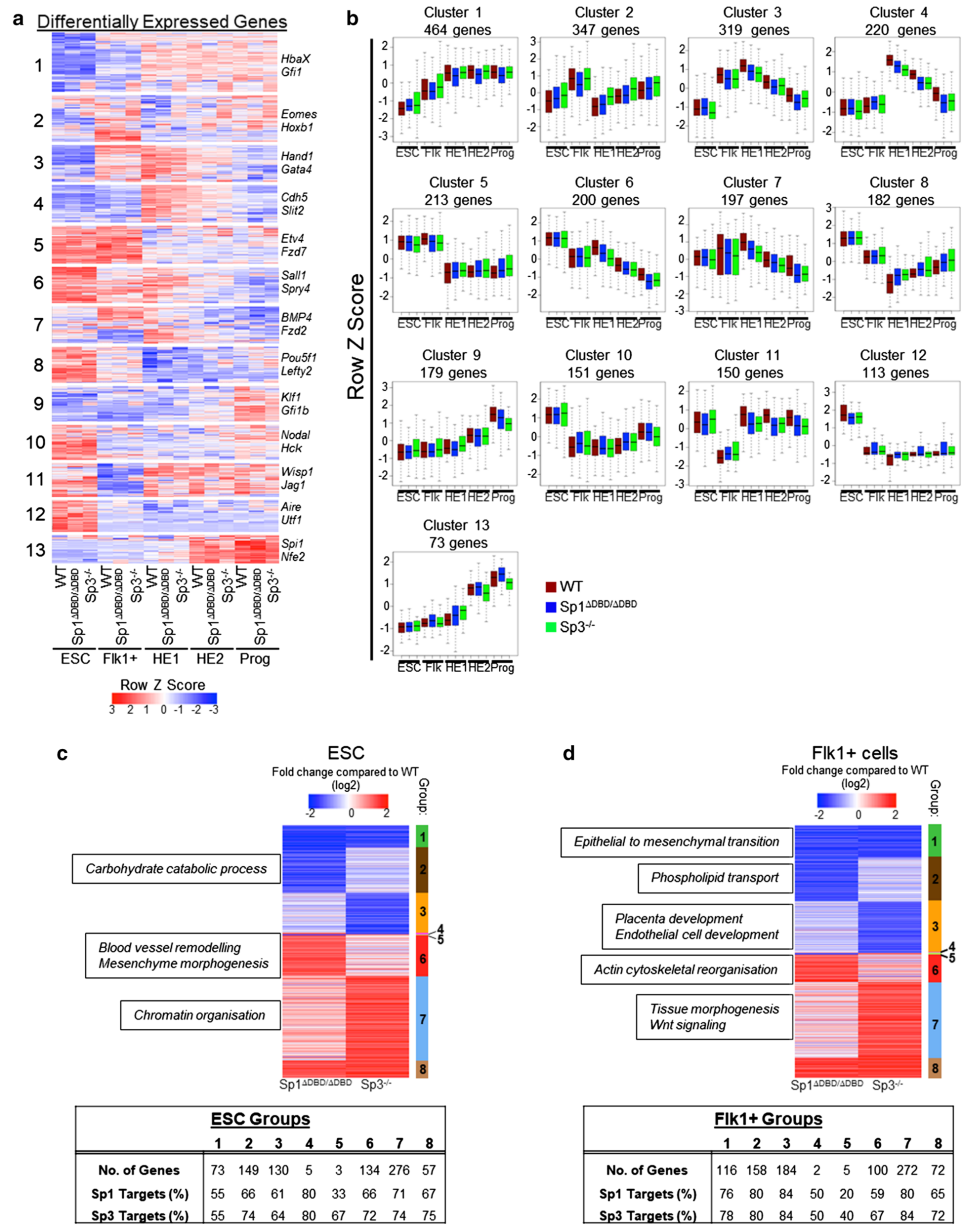
Deregulated gene expression in Sp1^ΔDBD/ΔDBD^ and Sp3^−/−^ cell populations. **a** Hierarchical clustering of differentially regulated genes between WT, Sp1^ΔDBD/ΔDBD^ and Sp3^−/−^ cell populations from each stage of the differentiation series according to the row Z score. Data were separated into 13 clusters, and the number of the cluster is shown to the left of the heat map. Representative genes from each cluster are shown to the right of the heat map. **b** Box plots representing the Z score of gene expression of each individual cluster from (**a**). **c** Heat map representing the grouping analysis of differentially regulated genes for Sp1^ΔDBD/ΔDBD^ relative to WT and Sp3^−/−^ relative to WT in ESC. The coloured sidebar indicates the 8 clusters assigned according to the changes in gene expression. GO terms for selected groups are shown to the left of the heat map. The table beneath shows the number of deregulated genes in each group and the number of Sp1 and Sp3 target genes within each cluster. **d** Heat map representing the grouping analysis of differentially regulated genes for Sp1^ΔDBD/ΔDBD^ relative to WT in Flk1+ cells, and Sp3^−/−^ relative to WT in Flk1+ cells. The coloured sidebar indicates the 8 clusters assigned according to the changes in gene expression. GO terms for selected groups are shown to the left of the heat map. The table beneath shows the number of deregulated genes in each group and the number of Sp1 and Sp3 target genes within each cluster

Production of primitive erythrocytes was severely impaired in E14 Sp3^−/−^ cells compared to WT cells (Fig. 3f), whereas we previously found that E14 Sp1^ΔDBD/ΔDBD^ ESC showed only delayed production of primitive erythrocytes [3]. We attempted to produce an ES cell line with inducible Cre-responsive conditional deletion of both Sp3 and the Sp1 DBD. A mouse carrying these alleles shows severe macrothrombocytopenia after megakaryocyte-specific deletion of these genes [26]. In spite of multiple attempts, we did not obtain any clones carrying both deletions, indicating that ESC maintenance requires the presence of intact versions of either Sp1 or Sp3, again demonstrating that the extent of requirement for Sp1/Sp3 proteins is developmental stage specific with defects being more severe at early developmental stages.

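RNA was sequenced from 5 cell populations of the E14 mouse ESC line, namely ESC and sorted Flk1+, HE1, HE2 and progenitor cells, in 3 genotypes with 2 replicates each, 30 samples in all. Sp1 ΔDBD/ΔDBD cells carry a deletion of the DNA-binding domain of Sp1, and Sp3-/- cells a knockout of Sp3. The authors deposited a FPKM value for each of 14685 genes in each sample, calculated with StringTie after alignment to mm10 with HISAT2. These values had already been quantile normalised by the authors: the values at any given rank differed between samples by at most 0.192, and the median of a sample was 7.19. No read counts go with them, so the depth behind each value is unknown. Fold changes were calculated on log2(FPKM + 0.1). Tests were made with limma in a single fit over the 30 samples, with Benjamini-Hochberg adjustment within each comparison, and are two-sided. With 2 samples against 2, an exact permutation test of a single value cannot give a two-sided p below 0.333, so the adjusted p of limma, which shares the spread between replicates across all 15 groups, is given in its place. The targeted genes were examined first. *Sp3* (chromosome 2 of GRCm38, 72936427 to 72980446) had 4.77 ± 0.431 FPKM (SD, n = 2) in Sp3-/- ESC and 41.4 ± 1.75 FPKM (SD, n = 2) in E14 WT ESC, a log2 fold change of -3.09 (standard error 0.186, limma adjusted p = 1.37e-08). In the sorted Sp3-/- populations the log2 fold change of *Sp3* was -2.40 in Flk1+, -2.47 in HE1, -3.15 in HE2 and -3.32 in progenitor cells, with at most 1.13e-06 as the limma adjusted p. *Sp1* (chromosome 15, 102406143 to 102436404) kept most of its signal in Sp1 ΔDBD/ΔDBD cells, where only part of the gene is deleted. Its mean FPKM in ESC was 38.3 in the mutant and 49.8 in WT, and in progenitor cells 17.6 and 29.5. The log2 fold change of *Sp1* was -0.38 in ESC (limma adjusted p = 0.217), -0.63 in Flk1+ (0.0311), -0.10 in HE1 (0.801), -0.56 in HE2 (0.0404) and -0.76 in progenitor cells (0.00788). With the replicate number as a block the adjusted p in HE2 was 0.0538, and the other comparisons stayed on the same side of 0.05. With each population fitted alone, the limma adjusted p of *Sp1* was 0.257 in HE2 and 0.136 in progenitor cells. With a correction for GC content and gene length it was 0.0200 in ESC and 0.0297 in HE1 (log2 fold changes -0.33 and -0.29).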

To investigate whether the mutation of Sp1 and Sp3 differentially affected gene expression at the various developmental stages, we performed RNA-seq with E14 ESC, as well as with sorted Flk1+ , HE1, HE2 and progenitor cells from E14 WT, E14 Sp1^ΔDBD/ΔDBD^ and E14 Sp3^−/−^ cells (Additional file 1: Fig. S4a). 

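Pearson correlations between samples were calculated on log2(FPKM + 0.1). The samples were clustered on this matrix of correlations, with Euclidean distances and complete linkage. At 5 clusters, each cluster held the 6 samples of a single cell population, whatever the genotype. For each of the 30 samples the highest correlation was with the replicate of the same genotype and population. Across genes, which are not independent replicates, the mean Pearson correlation between replicates was 0.978 (15 pairs). Between WT and Sp1 ΔDBD/ΔDBD cells of the same population the mean was 0.961 (20 pairs, SD 0.00937), and between WT and Sp3-/- cells 0.962 (20 pairs, SD 0.00614), both below the mean between replicates. Samples of the same genotype from different populations had a mean correlation of 0.835 (120 pairs). Of the variance of all genes, 79.4% lay between populations, 6.91% between genotypes, 6.00% in the combination of population and genotype, and 7.68% between replicates. When only the 2000 most variable genes were used, which moved these values most, the share between populations was 86.7% and the mean correlation between populations of the same genotype 0.320.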

Hierarchical clustering of the row Z scores from all expressed genes revealed the expected dynamic changes in gene expression across the differentiation stages for all cell lines (Additional file 1: Fig. S4b). This result indicates that the majority of differentiation-associated gene expression changes were unaffected by the mutations. 

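In WT cells 3041 genes had a fold change above 2 between ESC and Flk1+ cells, with a mean above 3 FPKM in the higher population, and 4729 between ESC and HE1, 3808 between ESC and HE2, and 3688 between ESC and progenitor cells. Between 97.0% and 98.7% of them changed in the same direction in either mutant, and between 75.7% and 80.0% also did so by a fold change above 2. Across all genes tested, the correlation of the stage changes of a mutant with those of WT was between 0.907 and 0.935. Whether the effect of a mutation differed between a population and ESC was tested directly with limma. In Sp1 ΔDBD/ΔDBD cells this effect differed for 253 genes in Flk1+, 579 in HE1, 380 in HE2 and 458 in progenitor cells. In Sp3-/- cells the numbers were 215, 314, 79 and 195. These genes made up 0.544% to 3.99% of the genes tested. When the replicate number was added as a block, the numbers were 346, 757, 464 and 566 genes in Sp1 ΔDBD/ΔDBD and 294, 427, 93 and 314 genes in Sp3-/- cells. With a pseudocount of 1, the alternative that changed most of these numbers, Sp3-/- HE2 cells had 304 such genes.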

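Genes with a fold change above 2 between the group means, and with a mean above 3 FPKM in the higher group, were counted in each population. In Sp1 ΔDBD/ΔDBD cells 196 genes were up- and 225 down-regulated in ESC, 174 and 279 in Flk1+, 210 and 416 in HE1, 194 and 394 in HE2, and 201 and 370 in progenitor cells. In Sp3-/- cells 336 genes were up- and 208 down-regulated in ESC, 349 and 302 in Flk1+, 270 and 444 in HE1, 269 and 379 in HE2, and 196 and 424 in progenitor cells. Together these were 2808 genes changed in at least 1 of the 10 comparisons. When the 4 samples of a comparison were split so that each group held a WT and a mutant sample, the same rule called between 24 and 263 genes, fewer than in any true comparison. The margin was uneven. With same-numbered samples together, the split called 64 to 263 genes in the Sp1 ΔDBD/ΔDBD comparisons, among them 245 in ESC against 421 true calls. In the Sp3-/- comparisons it called 24 to 175 genes, among them 47 in ESC against 544. The rule uses no estimate of the spread between replicates. Of the 5836 calls summed over comparisons, 62.9% were also called by limma (adjusted p threshold of 0.05), from 53.9% in Sp1 ΔDBD/ΔDBD ESC to 71.0% in Sp3-/- ESC. Without the minimum mean FPKM, the alternative that moved the numbers most, the rule called 1095 to 1628 genes per comparison. The larger direction in Sp1 ΔDBD/ΔDBD ESC depended on single samples. More genes were up- than down-regulated without WT replicate 1 or without Sp1 ΔDBD/ΔDBD replicate 2. Without WT replicate 2 or Sp1 ΔDBD/ΔDBD replicate 1 more were down-regulated, as with all samples. By limma alone, 880 genes changed in Sp1 ΔDBD/ΔDBD ESC, 804 in Flk1+, 1458 in HE1, 1405 in HE2 and 1276 in progenitor cells, and 1644, 1835, 1583, 2006 and 1257 in the same populations of Sp3-/- cells. These numbers rest on the spread shared over all 30 samples, taken as independent, although same-numbered HE1, HE2 and progenitor samples of a genotype deviated together (correlations of 0.382 to 0.458 in WT, 0.451 to 0.649 in Sp1 ΔDBD/ΔDBD and 0.0264 to 0.161 in Sp3-/- cells). When each population was fitted alone with its 6 samples, limma called 2 genes in Sp1 ΔDBD/ΔDBD ESC, *Gatsl3* and *Gm3002* (named after their values were seen), 604 in Flk1+, 220 in HE1, 175 in HE2 and 86 in progenitor cells. In Sp3-/- cells it called 611 genes in ESC, 2089 in Flk1+, 1 gene, *Sp3* itself, in HE1, 13 in HE2 and 15 in progenitor cells. Replicates of the genotypes carry the same numbers. Same-numbered WT and Sp1 ΔDBD/ΔDBD samples deviated together from their group means, with correlations across 10052 genes of 0.481 in ESC, 0.261 in Flk1+, 0.282 in HE1, 0.267 in HE2 and 0.255 in progenitor cells. For WT and Sp3-/- samples these correlations were 0.0483, 0.00318, 0.194, 0.114 and 0.00566. With the replicate number as a block within each population, limma called 1062, 953, 1708, 1671 and 1475 genes in Sp1 ΔDBD/ΔDBD cells, and 1827, 2130, 1979, 2424 and 1601 genes in Sp3-/- cells, in the order of the populations above.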

To examine genes whose expression levels were differentially affected between WT cells and either E14 Sp1^ΔDBD/ΔDBD^ or E14 Sp3^−/−^ cells in at least one of the differentiation stages (Additional file 1: Fig. S4c, S4d), we used covariance analysis (Fig. 4a and Additional file 2: Dataset 1 for gene lists). 

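The 26 genes printed beside the 13 clusters of Fig. 4a were followed through the populations. For 23 of them the population with the highest mean FPKM was the same in WT, Sp1 ΔDBD/ΔDBD and Sp3-/- cells. *Gata4* peaked in HE1 in WT and Sp1 ΔDBD/ΔDBD cells (mean 52.9 and 42.1 FPKM) and in Flk1+ cells in the Sp3-/- genotype (55.1 ± 10.8 FPKM, SD, n = 2, a difference within the replicate error from its 52.2 ± 2.33 FPKM in HE1). *Wisp1* peaked in HE1 in WT cells (26.9 and 3.14 FPKM in the replicates) and in HE2 in Sp3-/- cells (2.63 and 2.33 FPKM). *Jag1* peaked in HE1 in WT cells (mean 8.11 FPKM) and in ESC in the Sp3-/- genotype (mean 6.77 FPKM, and 3.98 FPKM in HE1). By the fold change rule all 26 genes were called in at least 1 comparison, and by limma 17 of them. Among the calls by limma, *Lefty2* was higher in Sp3-/- Flk1+ cells and *Gfi1b* in Sp3-/- HE1 cells (log2 fold change 2.46, standard error 0.375, limma adjusted p = 0.000518). *Jag1* was lower in Sp3-/- HE2 cells, with a log2 fold change of -1.97 (standard error 0.370, limma adjusted p = 0.00226). *Hand1*, *Bmp4*, *Pou5f1*, *Gfi1* and *Spi1* were among the 9 genes without a call by limma. *Hba-x*, *Hand1*, *Hoxb1*, *Etv4* and *Fzd2* lie on chromosome 11, whose genes had lower values in both mutants.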

Representative genes from each cluster are shown (Fig. 4b). These patterns of expression clustered together irrespective of the cell line, and average gene expression across clusters was again broadly similar between the cell lines (Additional file 1: Fig. S4b). However, this was not true for all genes. 

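Row Z scores across the 15 group means were averaged over the genes that the paper lists for clusters 1, 2 and 3. Cluster 1 (464 genes) rose in each genotype, from a mean Z score of -1.07 in ESC to 0.55 in progenitor cells in WT, from -0.95 to 0.35 in Sp1 ΔDBD/ΔDBD, and from -0.71 to 0.42 in Sp3-/- cells. Cluster 2 (347 genes) was highest in Flk1+ cells in each genotype, at 0.79 in WT, 0.40 in Sp1 ΔDBD/ΔDBD and 0.79 in Sp3-/- cells. Cluster 3 (319 genes) was highest in HE1 cells in each genotype. There its mean Z score was 1.43 in WT, 0.80 in Sp1 ΔDBD/ΔDBD and 0.65 in Sp3-/- cells. These genes are the paper's own selection from the same samples, so no test is given.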

Within cluster 1, a sub-cluster of 92 genes showed increased expression in the Sp3^−/−^ cells compared to WT and Sp1^ΔDBD/ΔDBD^ cells (Additional file 2: Dataset 1 for gene lists). 

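The 92 genes of this sub-cluster had a median log2 fold change in Sp3-/- cells of 1.44 in ESC, 1.04 in Flk1+, 0.73 in HE1, 0.94 in HE2 and 0.55 in progenitor cells. Of the 92 genes, 88, 85, 83, 79 and 80 were higher than in WT in these populations. None of 10000 random lists of 92 genes matched on mean expression had as high a median in any population. In Sp1 ΔDBD/ΔDBD cells the median was 0.56 in ESC and -0.23, -0.34, -0.18 and -0.07 in the later populations. By limma, with adjustment over all genes tested, 68 genes were higher in Sp3-/- ESC, 37 in Flk1+, 15 in HE1, 34 in HE2 and 9 in progenitor cells. Adjusted over the list alone the numbers were 76, 52, 38, 51 and 17. The replicate block gave 69, 49, 30, 47 and 10 genes, where the deviations of same-numbered WT and Sp3-/- samples had correlations of 0.194 or less. The list is the paper's own selection on these data, so these numbers show no independent stability. The list holds 18 histone genes. The median log2 fold change of the histone genes was 3.45 in Sp3-/- ESC, and that of the other 74 genes 1.20. Across 8519 autosomal genes the fold changes in Sp3-/- ESC rose with the GC content of the gene (Spearman's rho 0.546), and with a correction for GC content and gene length the median of the sub-cluster in ESC was 1.05. Of the genes named in Fig. S4e, *Junb* had a log2 fold change of 1.99 in Sp3-/- ESC (standard error 0.389, limma adjusted p = 0.00290) and -0.05 in progenitor cells. *Hist1h2af* had 4.08 in ESC (standard error 0.778, limma adjusted p = 0.00241). *Hist2h2aa1* had 4.24 in ESC (standard error 1.34, limma adjusted p = 0.0478). With the correction for GC content and gene length *Hist2h2aa1* had 2.09 in ESC and was not called (limma adjusted p = 0.365). With a fit per population neither *Hist2h2aa1* (0.148) nor *Junb* (0.0908) was called in ESC. *Hist1h2af* in ESC stayed called under every alternative (limma adjusted p at most 0.0259). The histone genes have near-identical copies between which the authors' counting could have split reads, so their single values are uncertain.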

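The 35 genes that the paper lists as sub-cluster 4.1 had a median log2 fold change in Sp1 ΔDBD/ΔDBD cells of -0.29 in ESC, -0.58 in Flk1+, -1.04 in HE1, -1.29 in HE2 and -1.19 in progenitor cells. In Sp3-/- cells the median was 0.06, 0.13, -0.20, -0.37 and -0.32 in the same populations. In Sp1 ΔDBD/ΔDBD HE1 cells 34 of the 35 genes were lower than in WT, in HE2 32 and in progenitor cells 31. By limma, 4 genes were lower in Sp1 ΔDBD/ΔDBD ESC, 7 in Flk1+, 15 in HE1, 18 in HE2 and 17 in progenitor cells, and over the list alone 5, 8, 22, 22 and 25. With the replicate number as a block, 6, 6, 19, 20 and 19 genes were called, where same-numbered WT and Sp1 ΔDBD/ΔDBD samples deviated together with correlations of 0.255 or more. The list was selected by the paper on these data. *Cd59a* was unchanged in Sp1 ΔDBD/ΔDBD ESC (log2 fold change -0.05, limma adjusted p = 0.987) and lower in HE2 (log2 fold change -2.95, standard error 0.337, limma adjusted p = 1.37e-05). *Stat6* was lower in progenitor cells (log2 fold change -2.05, standard error 0.362, limma adjusted p = 0.00142). *Id1* had a log2 fold change of -1.29 in HE2 (standard error 0.402, limma adjusted p = 0.0482), and its log2 fold change in Sp3-/- ESC was 1.28 (limma adjusted p = 0.0458). The calls of *Id1* in HE2 and *Stat6* in progenitor cells stood under the replicate block. With a fit per population neither was called (limma adjusted p = 0.302 and 0.0530). With the correction for GC content and gene length *Id1* in HE2 was not called (0.0708).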

Within cluster 4, 35 genes showed reduced expression in Sp1^ΔDBD/ΔDBD^ cells relative to both WT and Sp3^−/−^ cells (Additional file 1: Fig. S4e).

To examine the direction of cell type-specific gene expression changes in the different types of mutant ESC or Flk1+ cells in more detail, we grouped genes according to whether they were up- or down-regulated at least twofold in either E14 Sp1^ΔDBD/ΔDBD^ or E14 Sp3^−/−^ cells compared to E14 WT cells (Fig. 4c, d and Additional file 3: Dataset 2). Cells were separated into 8 different groups for each cell type. 

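In ESC the 8 groups held 827 genes. Group 1 (down-regulated in both mutants) held 73 genes and group 8 (up-regulated in both) 57. Groups 2 and 6 (down- and up-regulated only in Sp1 ΔDBD/ΔDBD cells) held 149 and 134 genes. Groups 3 and 7 (down- and up-regulated only in Sp3-/- cells) held 130 and 276 genes. Group 4 (up in Sp1 ΔDBD/ΔDBD and down in Sp3-/- cells) held 5 genes and group 5 (the reverse) 3 genes. In Flk1+ cells there were 909 genes, with 116, 158, 184, 2, 5, 100, 272 and 72 genes in groups 1 to 8. Each gene that the paper lists for groups 1 to 6 was in the same group here.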

Despite the large overlap in DNA-binding sites (Fig. 2), Sp1 and Sp3 mutant ESC showed mostly independent gene expression changes, with only a few shared up- and down-regulated genes (Fig. 4c, d, Groups 1 and 8). 

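In ESC 130 genes changed in the same direction in both mutants, 15.7% of the 827 genes, and 689 genes changed in a single mutant. In Flk1+ cells the shared changes were 188 genes, or 20.7%, and 714 genes changed in a single mutant. The number in both lists was above that of independent lists: 138 genes against 22.8 in ESC (odds ratio 11.1, among 10052 genes that met the minimum FPKM) and 195 against 29.5 in Flk1+ cells (odds ratio 15.1, among 10010 genes). Genes are not independent replicates, so no p is given for these. A gene just below a fold change of 2 in a mutant counts as changed in the other mutant alone. Across all genes tested, the log2 fold changes of the mutants had a correlation of 0.469 in ESC and 0.525 in Flk1+ cells, as in the scatter plot of the changes in both mutants. Both mutants were compared with the same WT samples, which by itself correlates their changes. When each mutant was compared with a different WT replicate, the correlation in ESC was 0.265 or 0.147, and in Flk1+ cells 0.343 or 0.417, depending on the replicates. By limma, 325 genes changed in the same direction in both mutants in ESC, 14.9% of the genes called in either, and 363 (16.0%) in Flk1+ cells. Of group 1, 9.59% in ESC and 13.8% in Flk1+ cells lay on chromosome 11, against 8.40% and 8.24% of the background.

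**Figure D1:**
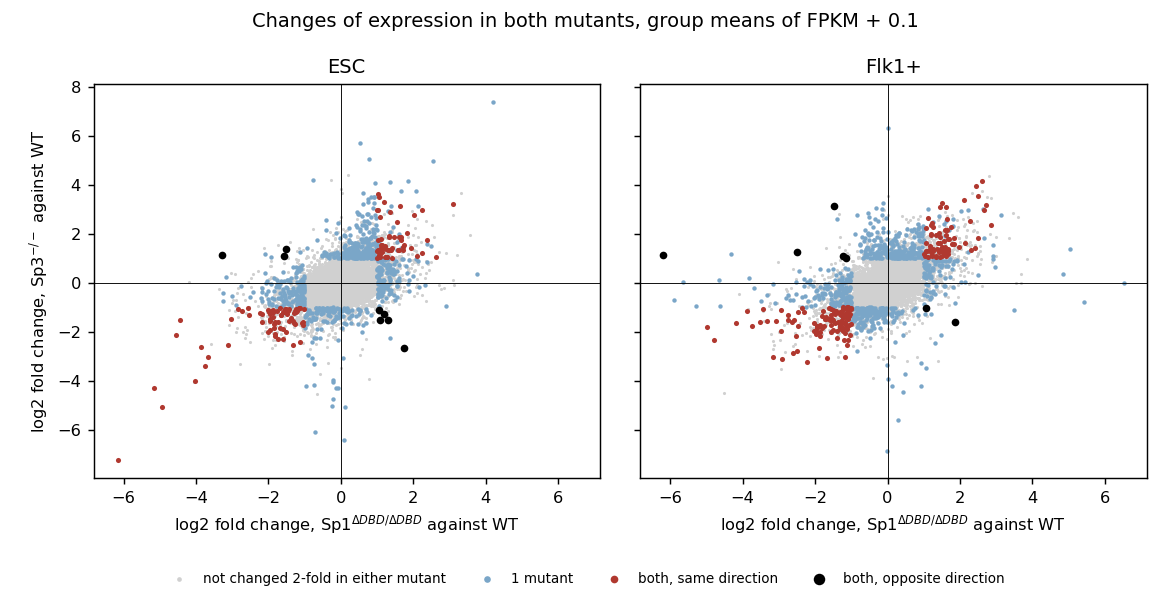
Log2 fold changes of each gene (points) in Sp1 ΔDBD/ΔDBD cells (x axis) and in Sp3-/- cells (y axis) against WT, from the means of 2 replicates of FPKM + 0.1, in ESC (left) and Flk1+ cells (right). Colours mark genes with a fold change above 2 in the same direction in both mutants (130 in ESC, 188 in Flk1+ cells), in opposite directions (8 and 7), and in a single mutant.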

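Group 4 held *Acss2*, *Chac1*, *Ripk2*, *Svip* and *Usp26* in ESC and *Mest* and *Selenop* in Flk1+ cells. Group 5 held *Arhgap45*, *Ly6a* and *Rplp2-ps1* in ESC and *Dppa5a*, *H2afj*, *Rprl2*, *Rps27* and *Tcfl5* in Flk1+ cells. These 8 genes were 0.967% of the genes changed in ESC, and the 7 genes 0.770% of those in Flk1+ cells. Only *Ripk2*, *Usp26* and *Mest* were called by limma in both mutants. *Ripk2* in ESC had a log2 fold change of 1.30 in Sp1 ΔDBD/ΔDBD (limma adjusted p = 0.00566) and -1.50 in Sp3-/- cells (0.00153), each with a standard error of 0.267. *Usp26*, on the X chromosome, had 1.76 (limma adjusted p = 0.0424) and -2.66 (0.00214), with a standard error of 0.498. *Mest* in Flk1+ cells had 1.83 (limma adjusted p = 0.000335) and -1.62 (0.00111), with a standard error of 0.272. Under the replicate block these 3 genes were called in both mutants as well, and so were *Svip* in ESC (limma adjusted p = 0.0326 in Sp1 ΔDBD/ΔDBD and 0.0183 in Sp3-/- cells) and *Tcfl5* in Flk1+ cells (0.000836 and 0.0336). For the other 10 genes at least 1 of the changes was not called with or without the block. With a fit per population *Ripk2*, *Usp26* and *Mest* lost their calls in Sp1 ΔDBD/ΔDBD cells (limma adjusted p = 0.0768, 0.0642 and 0.0640). *Mest* lost its call in Sp3-/- cells too (0.0504). With a pseudocount of 1, *Acss2*, *Arhgap45*, *Svip*, *Dppa5a* and *Tcfl5* were also called in both mutants. *Rps27* in Flk1+ WT cells had 7.77 and 1187 FPKM in the replicates, and *Rplp2-ps1* in WT ESC 31.7 and 0.527 FPKM. Both have near-identical copies elsewhere in the genome between which reads could have been split, so their changes are uncertain.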

Very few genes showed completely reciprocal changes in expression when compared with WT (Fig. 4c, d, Groups 4 and 5). The majority of deregulated genes were targets of both Sp1 and Sp3 with only a minority of genes being unique Sp1 or Sp3 targets (Additional file 1: Fig. S4f, S4g).

In summary, these results demonstrate that (1) the overall cell differentiation trajectory up to the progenitor stage is largely unaffected in Sp1^ΔDBD/ΔDBD^ and Sp3^−/−^ cells, and (2) the interplay of Sp1 and Sp3 at shared sites is context dependent with only a small proportion of genes changing expression the same direction in the absence of either Sp1 or Sp3.

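In the populations the paper does not group, the proportions were similar to those in Flk1+ cells. Among genes with a fold change above 2 in either mutant, 228 of 1101 genes (20.7%) changed in the same direction in both mutants in HE1, 205 of 1025 (20.0%) in HE2, and 202 of 978 (20.7%) in progenitor cells. Opposite changes were 11, 6 and 11 genes. The correlation across genes of the changes in the mutants was 0.453 in HE1, 0.444 in HE2 and 0.488 in progenitor cells. Both mutants were compared with the same WT samples here as well. With a different WT replicate for each mutant the correlation was 0.245 or 0.122 in HE1, 0.206 or 0.169 in HE2, and 0.121 or 0.199 in progenitor cells. From the similar expression patterns of the 3 genotypes across the populations, the paper concludes that the differentiation trajectory up to the progenitor stage is largely unaffected by either mutation. From the small share of genes that change in the same direction in both mutants, together with its data on binding sites, it concludes that the interplay of Sp1 and Sp3 at shared sites depends on context.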

### Single-cell RNA-seq analysis reveals  a deviation from normal differentiation patterns in Sp1^ΔDBD/ΔDBD^ blast culture cells

Our previous gene expression microarray analysis of the effect of the E14 Sp1^ΔDBD/ΔDBD^ mutation on gene expression showed that it was progressively deregulated compared to WT cells as differentiation progressed, with more and more genes displaying perturbed expression [3]. Interestingly, when we subjected these data to a principal component analysis, we noticed that the data from E14 Sp1^ΔDBD/ΔDBD^ cells showed the same differentiation trajectory up to progenitor cells, but were characterised by a third, unknown component. This was confirmed when we used RNA-seq and unbiased clustering analysis (Additional file 1: Fig. S5A, data not shown). 

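Principal components were computed on log2(FPKM + 0.1) of the 20 WT and Sp1 ΔDBD/ΔDBD samples. The first 3 components held 48.1%, 19.0% and 13.9% of the variance, and the cell populations accounted for 97.0% to 99.8% of the variation along each. Along these components the genotype accounted for 0.619% or less. Component 4, with 5.34% of the variance, separated the genotypes, which accounted for 80.8% of it. With the Sp3-/- samples added, the genotype accounted for 90.7% of component 4 (4.19% of the variance) and 80.2% of component 5 (3.26%). The plot of principal components shows component 4 but not component 5.

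**Figure D2:**
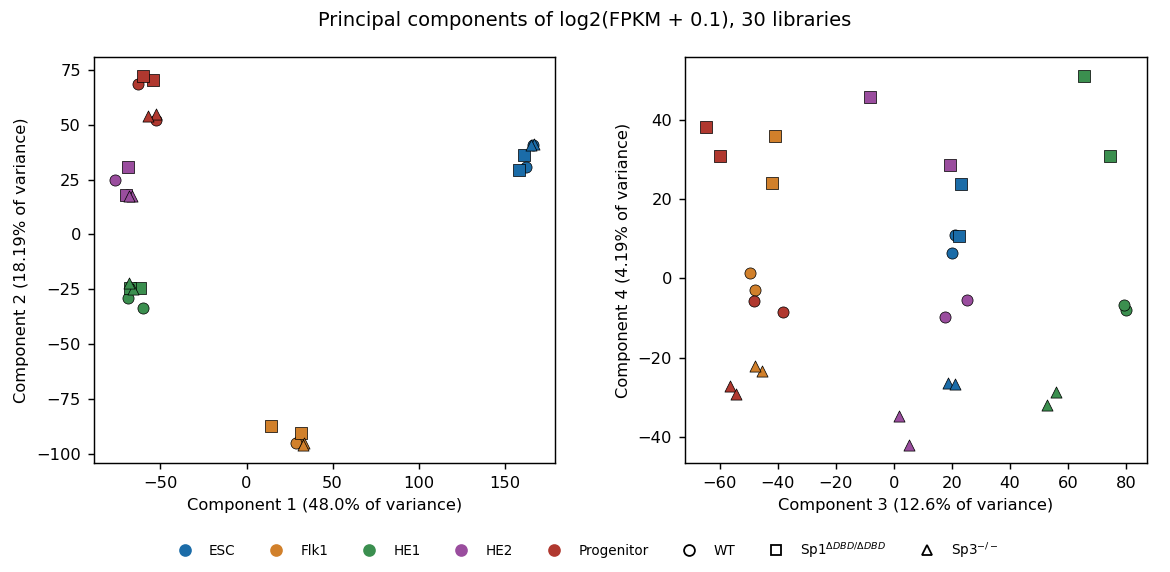
Scores of the 30 samples on the principal components of log2(FPKM + 0.1), each point a sample, coloured by cell population and shaped by genotype. Along components 1 and 2 (left, 48.0% and 18.2% of the variance) the samples lie by population. On the right, they lie by population along component 3 (12.6%) and by genotype along component 4 (4.19%).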

We next investigated the nature of this third component. However, a significant problem with the analysis of bulk cell populations is that it is possible to obtain trends in gene expression, but even with FACS-sorted populations there can be significant cellular heterogeneity. It was therefore unclear whether the progressive deviation in gene expression was a faithful reflection of the expression pattern within individual cells, or a consequence of increased cellular heterogeneity within the sorted populations.

To answer this question, we used the 10x  Genomics Chromium single-cell RNA-seq system to investigate the heterogeneity in gene expression in day 2 blast cultures obtained from E14 WT and E14 Sp1^ΔDBD/ΔDBD^ ESC. At this developmental stage, we can isolate cells representing multiple differentiation stages from the same culture. Cells were sorted for surface Kit expression prior to loading cells on the instrument (Additional file 1: Fig. S5b). Sequencing data from more than 2000 cells for each sample were used for downstream analysis (Additional file 1: Fig. S5c). We used t-distributed stochastic neighbour embedding (t-SNE) analysis to visualise clusters with similar gene expression profiles from E14 WT and E14 Sp1^ΔDBD/ΔDBD^ cells (Fig. 5a). Four distinct clusters were identified in both samples with the help of typical marker genes listed in Additional file 4: Dataset 3, resembling early progenitor cells (green), erythroid cells (red), endothelial cells (purple) and epithelial-like cells of unknown origin (blue). However, an additional megakaryocytic cluster was found in the E14 Sp1^ΔDBD/ΔDBD^ cell population (orange), and the other clusters displayed different shapes. A heat map showing the specificity of marker genes for each individual cluster is shown in Additional file 1: Fig. S5d. Gene expression for a selection of these markers was mapped onto the cell clusters (Fig. 5b). For example, *Cd34* was predominantly expressed in the cluster resembling stem and early precursor cells, whereas *Hba*-*X* was mainly expressed in erythroid cells and an increased number of E14 Sp1^ΔDBD/ΔDBD^ cells expressed the megakaryocyte marker *Gp1bb*  (Fig. 5b).

**Fig. 5:**
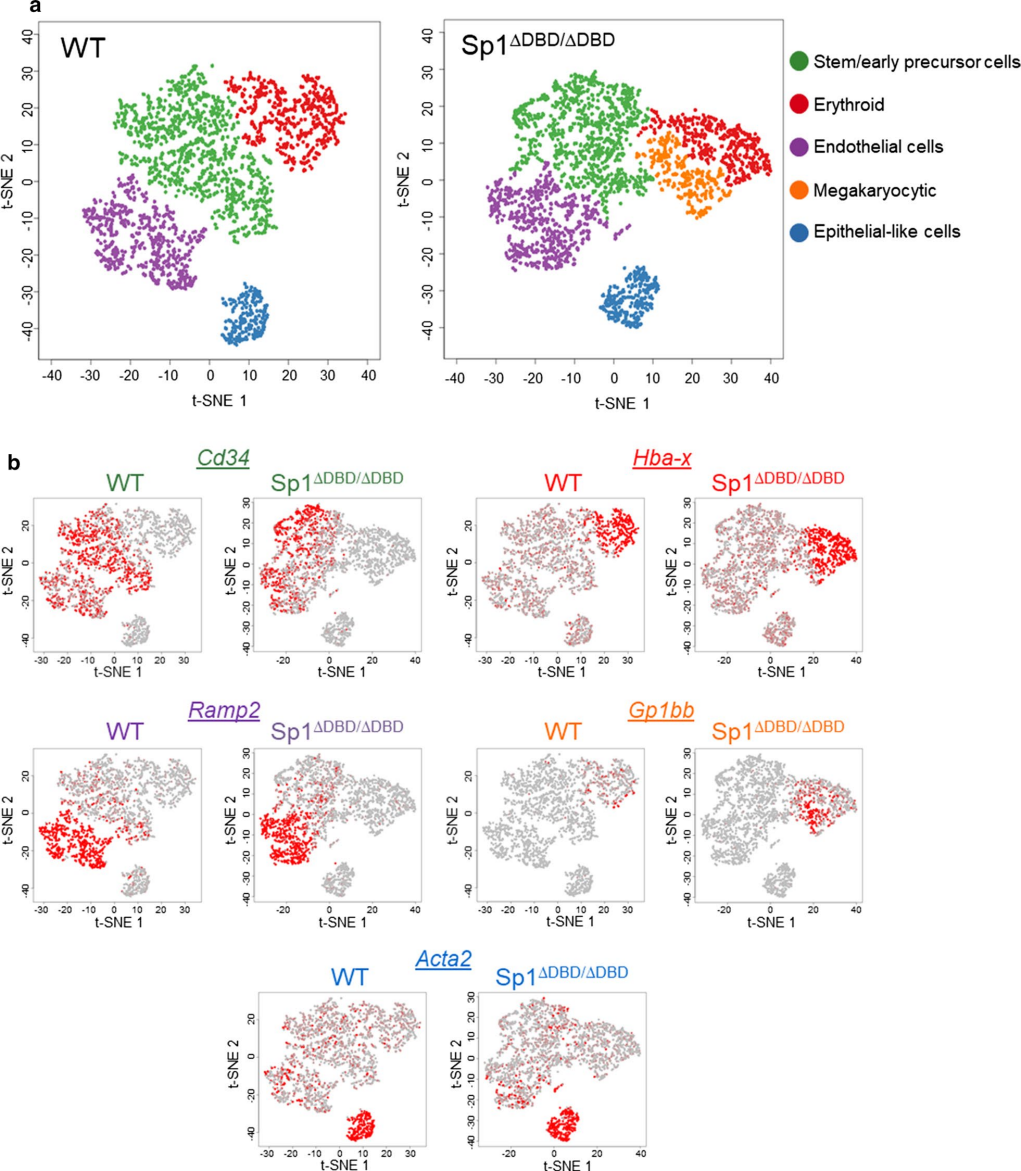
Identification of different cell populations in differentiating WT and Sp1^ΔDBD/ΔDBD^ cells. **a** t-SNE visualisation of the indicated cell populations within Sp1^ΔDBD/ΔDBD^ Kit+ sorted cells from day 2 of blast culture. The left panel shows WT cells; right panel shows Sp1^ΔDBD/ΔDBD^ cells. Each dot represents the transcriptome of a single cell, colour coded according to the assigned cellular identity as shown to the right of the panels. **b** Expression of selected marker genes superimposed onto the different clusters for WT and Sp1^ΔDBD/ΔDBD^ cells

We next performed differential gene expression analysis to explore in more detail the differences behind the deregulation of E14 Sp1^ΔDBD/ΔDBD^ differentiation. t-SNE plots showing both E14 WT and E14 Sp1^ΔDBD/ΔDBD^ cells were coloured according to the genotype of the cell line (Fig. 6a, left panel) or according to cell type cluster (Fig. 6a, right panel), illustrating the spread of the individual cells across the different clusters. These results also demonstrate that genes specific for particular cell types are expressed in the relevant cluster and that the same clusters are present in WT and mutant cells (Fig. 6b). We then overlaid the relative gene expression for selected differentially expressed genes onto these plots thus allowing us to visualise the extent of variation of an individual gene between the cell lines across the different clusters; several examples are shown in Fig. 6b and Additional file 1: Fig. S6b. One example is the growth factor Midkine (*Mdk*) which was found to be an Sp1 target in human glioma cells [27], and from our single cell data showed substantial down-regulation across all E14 Sp1^ΔDBD/ΔDBD^ cell clusters, although some individual cells retained strong expression particularly in epithelial cells. Normalised FPKM values from RNA-seq of the bulk populations demonstrated only a modest down-regulation of *Mdk* at all stages except ESC highlighting the importance of single-cell data to uncover such differences (Additional file 1: Fig. S6c). 

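*Mdk* (chromosome 2 of GRCm38, 91929805 to 91932297) had a mean of 61.2 ± 15.4 FPKM (SD, n = 2) in WT and 56.8 ± 21.6 FPKM in Sp1 ΔDBD/ΔDBD ESC. The means in WT and Sp1 ΔDBD/ΔDBD cells were 234 and 187 FPKM in Flk1+, 89.1 and 33.3 in HE1, 68.4 and 37.7 in HE2, and 63.5 and 26.9 in progenitor cells. The log2 fold change was -0.14 in ESC (limma adjusted p = 0.907) and -0.35 in Flk1+ cells (0.670), and in both the replicates of the genotypes overlapped. It was -1.48 in HE1 (0.00776), -0.92 in HE2 (0.0866) and -1.29 in progenitor cells (0.0198), each with a standard error of 0.332. In these 3 populations both mutant samples lay below both WT samples. With the replicate number as a block the adjusted p was 0.00219 in HE1, 0.0310 in HE2 and 0.00580 in progenitor cells. With a fit per population it was 0.100 in HE1, 0.198 in HE2 and 0.135 in progenitor cells.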

*Mdk* has been proposed as a regulator of the epithelial–mesenchymal transition (EMT) during mouse embryogenesis. Furthermore, it has been implicated in Notch signalling pathways and as an antagonist of vascular endothelial growth factor (VEGF) suggesting that it may play a role in development [28–30]. Cysteine-rich intestinal protein 1 (*Crip1*) was also proposed as a mediator of EMT, in this case in human cervical carcinoma via the Wnt signalling pathway [31]. We found that expression of *Crip1* was strongly down-regulated in E14 Sp1^ΔDBD/ΔDBD^ cells, particularly in endothelial and epithelial clusters (Fig. 6b). This finding correlated with changes seen in the bulk RNA-seq data, and interestingly, differences in *Crip1* gene expression were evident as early as the ESC stage of development (Additional file 1: Fig. S6c). 

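*Crip1* (chromosome 12 of GRCm38, 113146316 to 113153879) had 43.3 ± 6.98 FPKM (SD, n = 2) in WT and 22.2 ± 7.18 FPKM in Sp1 ΔDBD/ΔDBD ESC, a log2 fold change of -0.99. Both mutant samples lay below both WT samples in every population, ESC included, but the change in ESC was not called by limma (standard error 0.954, adjusted p = 0.669). That standard error is pooled over all populations, among them Sp1 ΔDBD/ΔDBD progenitor cells, whose replicates had 4.37 and 0.00816 FPKM. In Flk1+ cells the log2 fold change was -0.61 (limma adjusted p = 0.831). The later populations had larger differences: 120.2 against 8.05 FPKM in HE1 (log2 fold change -4.00, limma adjusted p = 0.0120), 50.5 against 1.81 FPKM in HE2 (-4.81, 0.00322) and 18.6 against 2.19 FPKM in progenitor cells (-4.73, 0.00379). With the replicate number as a block the adjusted p was 0.607 in ESC and at most 0.0121 in these later populations. With a fit per population, where no spread is shared between populations, *Crip1* was not called in ESC either, nor in progenitor cells (0.236). Over the alternatives the lowest limma adjusted p of *Crip1* in ESC was 0.134.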

*Klf2* is expressed in murine vascular endothelial cells during early embryogenesis, and mice lacking *Klf2* display compromised vascular integrity and die in utero as a result of haemorrhage [32]. E14 Sp1^ΔDBD/ΔDBD^ endothelial cells show reduced expression of *Klf2* suggesting a potential defect in the formation or function of the hemogenic endothelium (Fig. 6b). A comparison of genes deregulated in E14 Sp1^ΔDBD/ΔDBD^ in Kit + day 2 of blast culture cell populations with Sp1 target genes in ESC and Flk1+ cells indicates that a proportion of the genes were already Sp1 targets early in development (Fig. 6c). In summary, these results confirm that while differentiation can progress in E14 Sp1^ΔDBD/ΔDBD^ cells, normal Sp1 function is required to maintain the proper timing of lineage specification.

**Fig. 6:**
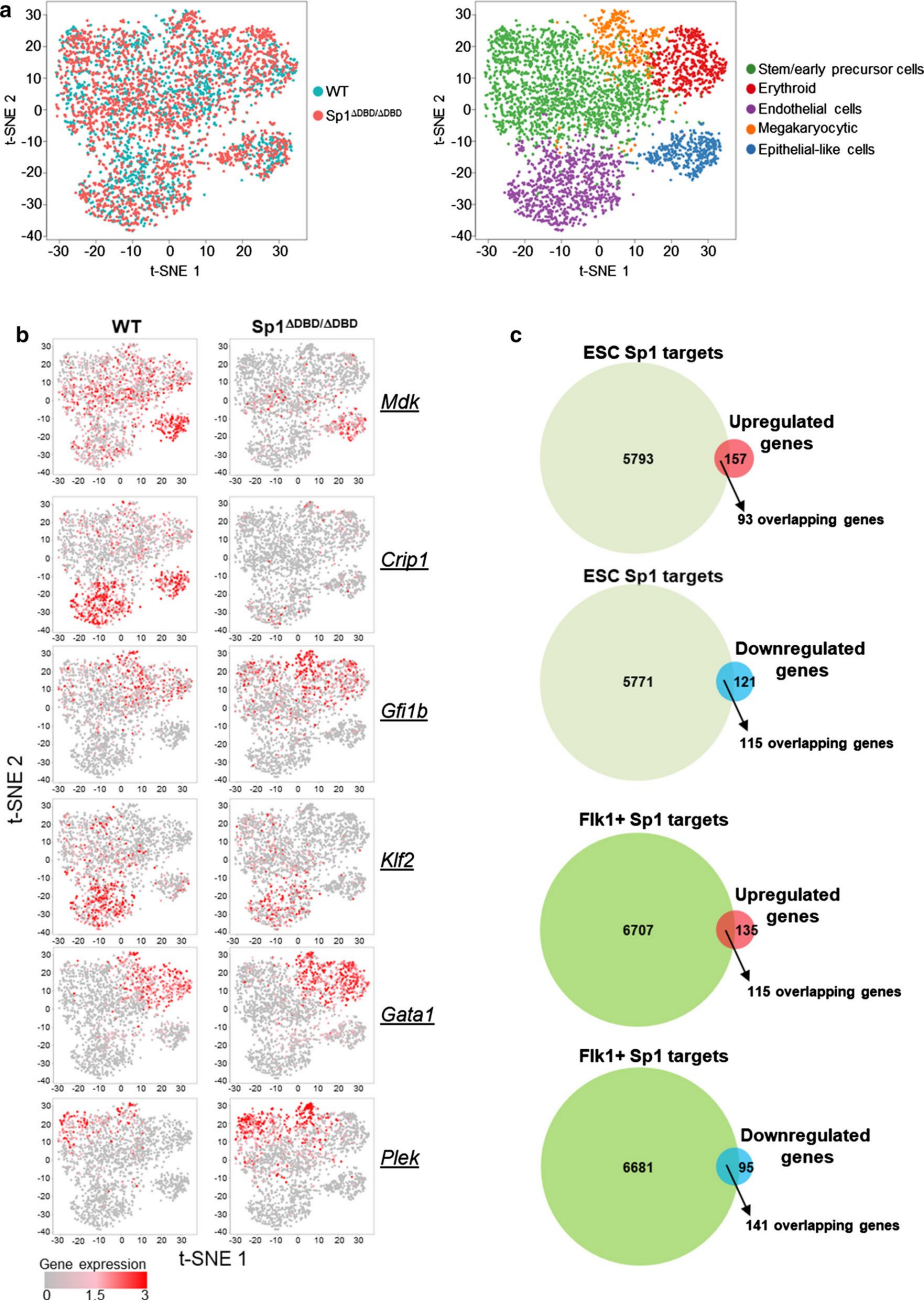
Sp1^ΔDBD/ΔDBD^ cells contain an additional megakaryocyte cluster as compared to WT cells. **a** t-SNE visualisation of combined WT and Sp1^ΔDBD/ΔDBD^ populations. Each dot represents a single cell. In the left panel, dots are coloured to represent the genotype as indicated. In the right panel, dots are coloured according to the cell identity as indicated. **b** The expression level of selected differentially expressed genes was superimposed onto the t-SNE plots shown in Fig. 6a. Gene names are indicated to the right of the panel. **c** Venn diagrams representing the overlap between Sp1 ChIP-seq targets in ESC (light green circles) or Flk1+ cells (dark green circles) with up-regulated genes (red circles) or down-regulated genes (blue circles) determined from single-cell differential gene expression analysis. The number of genes for each group is indicated

Our cell populations represent a dynamic differentiation system, and analysis of the single-cell transcriptome data allows inference of differentiation trajectories based on gene expression from individual cells. To this end, we performed pseudotime ordering to identify the trajectory of differentiation in E14 WT and E14 Sp1^ΔDBD/ΔDBD^ cells. Here, individual cells are displayed along these trajectories based on the cluster they represent (Fig. 7a). In E14 WT cells, cell clusters were associated with two distinct trajectories with cells following a hematopoietic and an endothelial differentiation trajectory which is expected for the mixed population of cells developing at this stage of differentiation [19]. In contrast, differentiation trajectories in Sp1^ΔDBD/ΔDBD^ cells were strongly disordered with the direction of the trajectory for each cell fate decision being preserved, but with more branch points, indicating that the timing of differentiation was disturbed, thus explaining the third PCA component. In addition, we see an enhanced development of megakaryocytes. This type of disordered differentiation was confirmed when we overlaid the expression patterns of individual genes along the projected trajectories (Fig. 7b, Additional file 1: Fig. S7a). For both cell lines, expression of *Tal1* was widespread throughout all lineages but absent from epithelial-like cells, consistent with its known role in hemangioblasts and in blood formation [33]. *Runx1* was expressed in committed hematopoietic cells, and so was the RUNX1 target *Spi1* in both E14 WT cells and E14 Sp1^ΔDBD/ΔDBD^ cells. The TGFβ receptor component Endoglin (*Eng*) showed highest expression within the endothelial cell cluster, consistent with its role in the formation of both blood cells and blood vessels [34]. In Sp1^ΔDBD/ΔDBD^ cells, *Eng* expression was spread across multiple branch points with hematopoietic cells branching off. Taken together, our data show that Sp1 is not involved in cell fate decisions, but strongly influences at which time point cell fate decisions are executed.

**Fig. 7:**
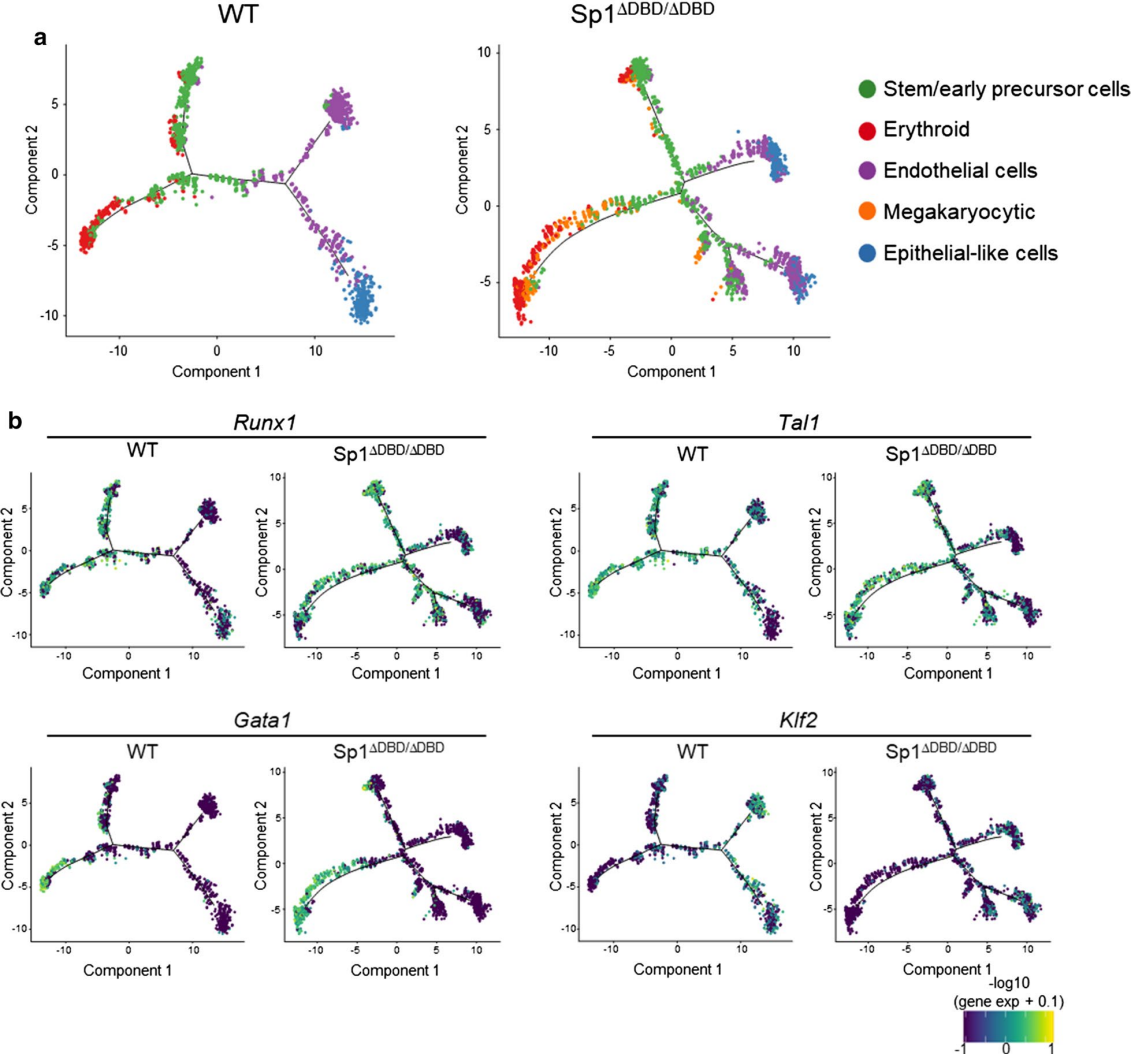
Absence of functional Sp1 results in highly disordered differentiation trajectories. **a** Pseudotime trajectory plots of WT and Sp1^ΔDBD/ΔDBD^ Kit + sorted cells from day 2 of blast culture. Each dot represents the transcriptome of a single cell, colour coded according to the assigned cellular identity as shown to the right of the panels. **b** Expression patterns of selected TFs projected on the trajectory plots for WT and Sp1^ΔDBD/ΔDBD^ from day 2 of blast culture

## Discussion

A large number of promoters and distal elements contain binding sites for two members of the Sp family of transcription factors, Sp1 and Sp3. These proteins have been studied for decades, and their important role in development has been established, but their precise function in regulating specific developmental pathways is still largely unknown. This study used systems-level analysis to address this issue and answer a number of fundamental questions of how Sp1 and Sp3 are involved in driving hematopoietic specification.

### Sp1 and Sp3 cooperate to generate blood cells

Our study finds that both Sp1 and Sp3 are important for correct hematopoietic specification whereby the complete lack of Sp1 is incompatible with differentiation. We show that the original Sp1 knockout [7] which introduced a truncated Sp1^ΔDBD/ΔDBD^ protein constitutes a hypomorphic version of this factor with residual activity. The complete Sp3 knockout (Sp3^−/−^) also has a blood differentiation phenotype and shares some features of the Sp1 hypomorphic phenotype including reduced Flk1 expression and reduced macrophage production from EBs. However, compared to Sp1^ΔDBD/ΔDBD^ cells the phenotype is weaker which is in agreement with the observations in mice [8]. While the simultaneous mutation of both *Sp1* and *Sp3* is incompatible with ESC maintenance, either is dispensable for the establishment of a correct, cell type-specific chromatin accessibility pattern. This result demonstrates that cell fate decisions are not driven by Sp1 and Sp3 but by tissue-specific factors. The majority of Sp1 and Sp3 sites overlap, and with some exceptions, Sp3 binding is not dependent on the presence of Sp1. However, both proteins need to cooperate for normal development to occur, as shown by the ability of cells to differentiate up to a certain point when the Sp1^ΔDBD^ protein is present together with Sp3.

Previous studies provided some indications for such DBD-independent interactions between Sp-factors. The Sp family member Sp2 was found to bind to chromatin through association with NFY and independent of its DBD [35]. However, note that this protein differs from other Sp family members since it has only one glutamine-rich domain instead of the 2 found in Sp1 and Sp3, and it does not recognise the conventional Sp binding motif [36]. Sp1^ΔDBD/ΔDBD^ mice and ESC retain the N-terminal portion of the Sp1 protein [7]. Such Sp1 deletion mutants promote synergistic activation of promoter constructs when co-transfected with full-length Sp1 constructs or with Sp4 in Drosophila SL2 cells lacking endogenous Sp1 activity [25]. The DBD mutant has been described as a super-activator, and it was observed to contribute to multimeric Sp1 complexes in in vitro DNA-binding studies [37]. Note that many Sp1/3 binding sites occur in CG island promoters that contain multiple Sp binding motifs, providing a surface for multiple protein–protein interactions. We speculate that the activity of the Sp1^ΔDBD^ protein to rescue part of the hematopoietic differentiation program is due to a transient interaction with other factors in chromatin that impacts on gene expression. Such transient but functional interactions that leave their mark behind in chromatin have been observed previously at distal elements [38, 39]. However, additional experiments are required to address this issue.

### The full activity of Sp1 is required for robust and coordinated hematopoietic specification

Developmental pathways are regulated by the interplay of external signals and intracellular factors and are normally highly robust, with cells executing cell fate decisions in a highly coordinated fashion within the developing organism. Many tissue-specific TFs have been shown to be essential for the execution of specific cell fates. For example, erythroid and megakaryocyte development requires the presence of GATA1 [40] and SCL/TAL1 is essential to form all blood cells [41]. However, the mechanism by which such factors actually execute cell fate decisions is still under intensive investigation and debate. The recent development of techniques that determine the pattern of gene expression in single cells allowed the discovery of previously hidden cellular heterogeneity within populations as well as lineage infidelity of gene expression within individual cells and, most importantly, made it possible to follow differentiation trajectories (reviewed in [42]). For example, single-cell profiling of hematopoietic stem- and progenitor populations has revealed a continuum of hematopoietic differentiation rather than discrete stages of development [43] and highlighted how such decisions are perturbed in the absence of specific TFs [44].

In the studies published so far, the perturbation of tissue-specific factors generally led to a loss or defect of a specific differentiation trajectory such as the complete loss of cells undergoing blood development in *Tal1*-null embryos [45] or *Tal1*-null cells from chimaeric embryos [46] or the inability of cells from *Cebpa-*null embryos to enter myelopoiesis [44]. Our results point to an important difference between the role of Sp1/3 and tissue-specific factors since the absence of stable chromatin binding of the Sp1^ΔDBD^ protein makes differentiation inherently unstable without disturbing the general trajectories of early cell fate decisions. Such increased destabilisation manifests itself in an increased heterogeneity of gene expression within sorted cell populations [3]. Our single-cell analysis resolved this heterogeneity into a profound disturbance of the coordination of cell fate decisions within the developing population. This disturbance led to the existence of multiple branch points following a similar differentiation trajectory, i.e. the timing and coordination of a specific cell fate decision within the blood specification trajectory were disturbed. In addition, we observed an increase in onset of megakaryopoiesis at the expense of definitive erythropoiesis. The expression of genes encoding tissue-specific TFs such as *RUNX1*, *GFI1* or *GATA1*, capable of regulating such cell fate decisions, followed the path of the disturbed trajectory in Sp1^ΔDBD/ΔDBD^ cells. This behaviour indicates that while these genes are expressed in the correct cells and cell fate decisions are preserved, the robustness of this developmental pathway is diminished. This notion is also consistent with the absence of major differences in cell type-specific chromatin states of WT and Sp1^ΔDBD/ΔDBD^ cells, meaning that within the developing population the correct chromatin transitions between ESC and FLK1+ cells take place, and this holds true for both promoter and distal sites (data not shown). Since Sp1 sites are enriched in promoters, we therefore propose that Sp1 and Sp3 are involved in setting up a stable promoter structure that is capable of interacting with distal elements in a coordinated fashion. In Sp1^ΔDBD/ΔDBD^ cells, these interactions are destabilised, introducing a stochastic element into differentiation. As the cells approach the terminally differentiated state, the accumulation of deregulation events and further destabilisation prevent the execution of differentiation past a certain point.

## Conclusions

Our results explain why the phenotype of the original Sp1^ΔDBD/ΔDBD^ mouse is highly heterogeneous with development blocked at various early stages [7] and why the introduction of the same allele in late precursor cells such as myeloblast/monocytes has no effect on differentiation [3]. Sp1/Sp3 do not co-localise with a specific class of factors at distal elements but cooperate with distal elements bound by factors specific for each cell type. Consistent with this notion, the defect of Sp1 leads to multiple abnormalities in many tissues in the mouse. Our data are consistent with the idea that Sp1 and Sp3 are essential elements of coordinated and robust developmental processes. We propose that other general and ubiquitously expressed transcriptional regulators generate similar phenotypes with development becoming uncoordinated and unstable, thus setting the stage for further aberrations such as developmental defects and cancer.

## Methods

### Mouse ESC culture

WT, Sp1^ΔDBD/ΔDBD^ and Sp3^−/−^ cells [3, 7, 8] as well as A17 2Lox ESC (a gift from Michael Kyba) were maintained in ESC maintenance media: DMEM (Sigma D6546), supplemented with 15% FCS, 100 units/ml penicillin and 100 µg/ml streptomycin, 1 mM sodium pyruvate, 1 mM glutamine, 0.15 mM MTG, 25 mM HEPES buffer, 10^3^ U/ml ESGRO (Millipore), 1x non-essential amino acids (Sigma) on primary mouse embryonic fibroblast (MEF) feeder cells. ESC were grown in the absence of feeder cells for two passages prior to differentiation.

### In vitro differentiation of mouse ESC

In vitro differentiation of ESC was performed as previously described [3, 47, 48]. More information can be found in Additional file 1.

### Cell population sorting

HE1, HE2 and progenitor populations for RNA-seq and ATAC-seq were prepared at day 2 of blast culture by cell sorting according to surface marker expression. Floating and adherent cells were harvested and combined before staining with KIT-APC (BD Pharmingen 553356), CD41-PE-Cy7 (ebioscience 25-0411) and Tie2-PE (ebioscience 12-5987) antibodies in MACS buffer. After washing, cells were separated on a FACS Aria cell sorter (BD Biosciences) into HE1 (KIT+, CD41−, Tie2+); HE2 (KIT+, CD41+, Tie2+) and progenitor (KIT+, CD41+, Tie2−) cell populations according to surface marker expression as indicated.

### CRISPR deletion of Sp1 DBD in ESC

Guide RNA sequences targeting the Sp1 DNA-binding domain (Additional file 1: Fig. S1a) were designed using the CRISPR Design Tool by the Zhang laboratory [49, 50]. CRISPR guide 1: 5′-TATACTTTGCCGCATCCT; CRISPR guide 2: 5′-TTGCATCCCGGGCTTAGT. Annealed double-stranded oligos with compatible ends were cloned into plasmid pSpCas9(BB)-2A-GFP (PX458) (a gift from Feng Zhang—Addgene #48138) at the BbsI site [21, 51].

A17 2Lox murine ESC were transfected with two pX458 plasmids, expressing either CRISPR guide 1 or CRISPR guide 2 using the Amaxa P3 4D-Nucleofector kit (Lonza), according to manufacturer’s guidelines. Transfected cells were seeded onto gelatine-coated dishes. GFP expressing cells were purified by cell sorting, and single cells were seeded into 96-well plates coated with MEFs. GFP + single cell clones were expanded and tested for disruption of the Sp1 DBD by PCR of genomic DNA using the following primers: FW-5′-TGGCACACATACCTTTAATCCT and Rev-5′-ACCTGGGATGAGATAAATGCTG. The product obtained from WT DNA was 1564 bp, whereas successful deletion of the target region resulted in a product of 496 bp.

### Overexpression of Sp1 in ESC CRISPR clones

Sp1^ΔDBD/ΔDBD^ and Sp1^−/−^ ES cells were co-transfected with a PiggyBac (PB) transposase expression vector (PL623) [52] and a PiggyBac vector containing the coding sequence of human Sp1 (PB-PGK-SP1-2A-mCherry) using Amaxa nucleofection. Cells were sorted for mCherry expression 48 h after transfection. Sorted cells were grown on MEFs for approximately 5 days, after which individual clones were picked and expanded. Full-length Sp1 expression was then assayed by qPCR analysis and Western blotting. Once positive clones were identified, the capacity of clones to express Flk1 during in vitro differentiation of EBs was measured.

### Macrophage release assay

Macrophage release assays were performed essentially as previously described [3]. Briefly, ESC were trypsinised and allowed to form EB by plating in base methylcellulose (Stem Cell Technologies M3134) supplemented with 10% FCS, 100 units/ml penicillin and 100 µg/ml streptomycin, 1 mM glutamine, 0.15 mM MTG, 10 µg/ml insulin (Sigma), 5% IL-3 conditioned media, 100 units/ml IL-1 (Peprotech) and 25 ng/ml recombinant mouse M-CSF (R&D Systems), at a cell concentration previously determined to give similar numbers of EB. EB were counted after at least 14 days, and the number of EB surrounded by a halo of macrophages were determined.

### EryP assay

EryP assays were performed essentially as previously described [3], and further details can be found in Additional file 1.

### ChIP-seq

ChIP-seq libraries were prepared using the Kapa Hyper Prep kit according to manufacturer’s instruction and as previously described [53]. More information on ChIP and ChIP-seq can be found in Additional file 1.

### RNA-seq library preparation

RNA was isolated from cells at each stage of the differentiation protocol as described previously (ESC, Flk1+, HE1, HE2 and progenitor) [3]. RNA-seq libraries were prepared from two biological replicates for each sample as described previously [53]. The Tru-Seq Stranded Total RNA kit (Illumina) was used to prepare libraries according to manufacturer’s instructions. Libraries were sequenced in a pool of 12 indexed libraries using a NextSeq 500/550 High Output Kit v2 (150 cycles) for paired-end sequencing (Illumina) at the Genomics Birmingham sequencing facility.

### ATAC-seq

ATAC-seq was performed in duplicate, on 50,000 cells per sample isolated from each stage of the differentiation protocol (ESC, Flk1+ cells). ATAC-seq libraries were prepared essentially as described [54, 55], and more detail can be found in Additional file 1. Libraries were sequenced in a pool of 12 indexed libraries using a NextSeq 500/550 High Output Kit v2 (150 cycles) for paired-end sequencing (Illumina) at the Genomics Birmingham sequencing facility.

### Single-cell RNA-seq

Single-cell suspensions of E14 WT and E14 Sp1^ΔDBD/ΔDBD^ cells were sorted for Kit expression at day 2 of blast culture prior to loading 4000 single cells of each population on a Chromium Single Cell Instrument (10X Genomics). Library generation for single-cell RNA-seq was performed as a service by the Genomics Birmingham Sequencing Facility using the Chromium Single Cell 3′ Library and Gel Bead Kit v2 (10X Genomics). Libraries were subjected to paired-end sequencing on an Illumina NextSeq 500/550 sequencer according to 10X Genomics recommended cycle parameters.

### Protein gels and western blotting

Protein extracts in Laemmli buffer were separated on 4–20% gradient pre-cast gels (Bio-Rad) and transferred to nitrocellulose using either Turbo transfer packs (Bio-Rad) with a semi-dry blotter (Bio-Rad) or by using wet transfer to nitrocellulose in 0.1 mM CAPS/10% methanol transfer buffer. Blots were blocked with 4% milk powder in 0.1% TBS-Tween prior to antibody incubation. Antibodies used were: Sp1, Millipore 07-645; Sp3, Santa Cruz sc365220; GAPDH, Abcam ab8245; H3, Abcam ab1791.

### Bioinformatic analysis

Details about the bioinformatic analysis of genome-wide data sets are described in Additional files 1 and 5.

## Additional files

**Additional file 1.** Supplemental Methods and Figures.

**Additional file 2.** Dataset 1 - Covariance analysis of RNA-seq data.

**Additional file 3.** Dataset 2 - Grouping analysis of RNA-seq data and ChIP-seq data.

**Additional file 4.** Dataset 3 - scRNA-seq cell cluster markers

**Additional file 5.** Sequencing data list

## Data Availability

All datasets generated in this study have been deposited at the NCBI gene expression omnibus (https://www.ncbi.nlm.nih.gov/geo/) under accession numbers GSE126497 and GSE126501. A Reporting Summary for this article will be available as a Supplemental Information file. All other data supporting the findings of this study are available from the corresponding author upon request.

# Supplementary material for: Robust hematopoietic specification requires the ubiquitous Sp1 and Sp3 transcription factors
**Source:** Epigenetics Chromatin. 2019 Jun 4;12:33. doi: 10.1186/s13072-019-0282-9
**Supplement:** Supplementary file 1 — Additional file 1. Supplemental Methods and Figures.

**Robust hematopoietic specification requires the ubiquitous Sp1 and Sp3 transcription factors**

Jane Gilmour, Leigh O’Connor, Christopher P. Middleton, Peter Keane, Nynke Gillemans, Jean-Baptiste Cazier, Sjaak Philipsen, Constanze Bonifer.

**Supplemental Information**

**Table of Contents:**

**List of Supplemental Datasets**

**List of Supplemental Tables**

**Supplemental Figures**

**Supplemental Experimental Procedures**

**Supplemental References**

**Supplemental Datasets:**

Supplemental Dataset S1: Covariance analysis

File: Supplemental Dataset S1_Covariance_clusters.xlsx

Supplemental Dataset S2: RNA-seq Grouping analysis

File: Supplemental Dataset S2_Grouping analysis_ChIP targets.xlsx

Supplemental Dataset S3: scRNAseq Cell Cluster Markers - Gene Lists

File: Supplemental Dataset S3_scRNAseq_CellClusterMarkers_GeneLists.xlsx

Supplemental Dataset S4: Sequencing data

File: Supplemental Dataset S4_Sequencing data.ppt

**Supplemental Tables**

Supplemental Table 1: Public datasets

**Supplemental Figures**

**
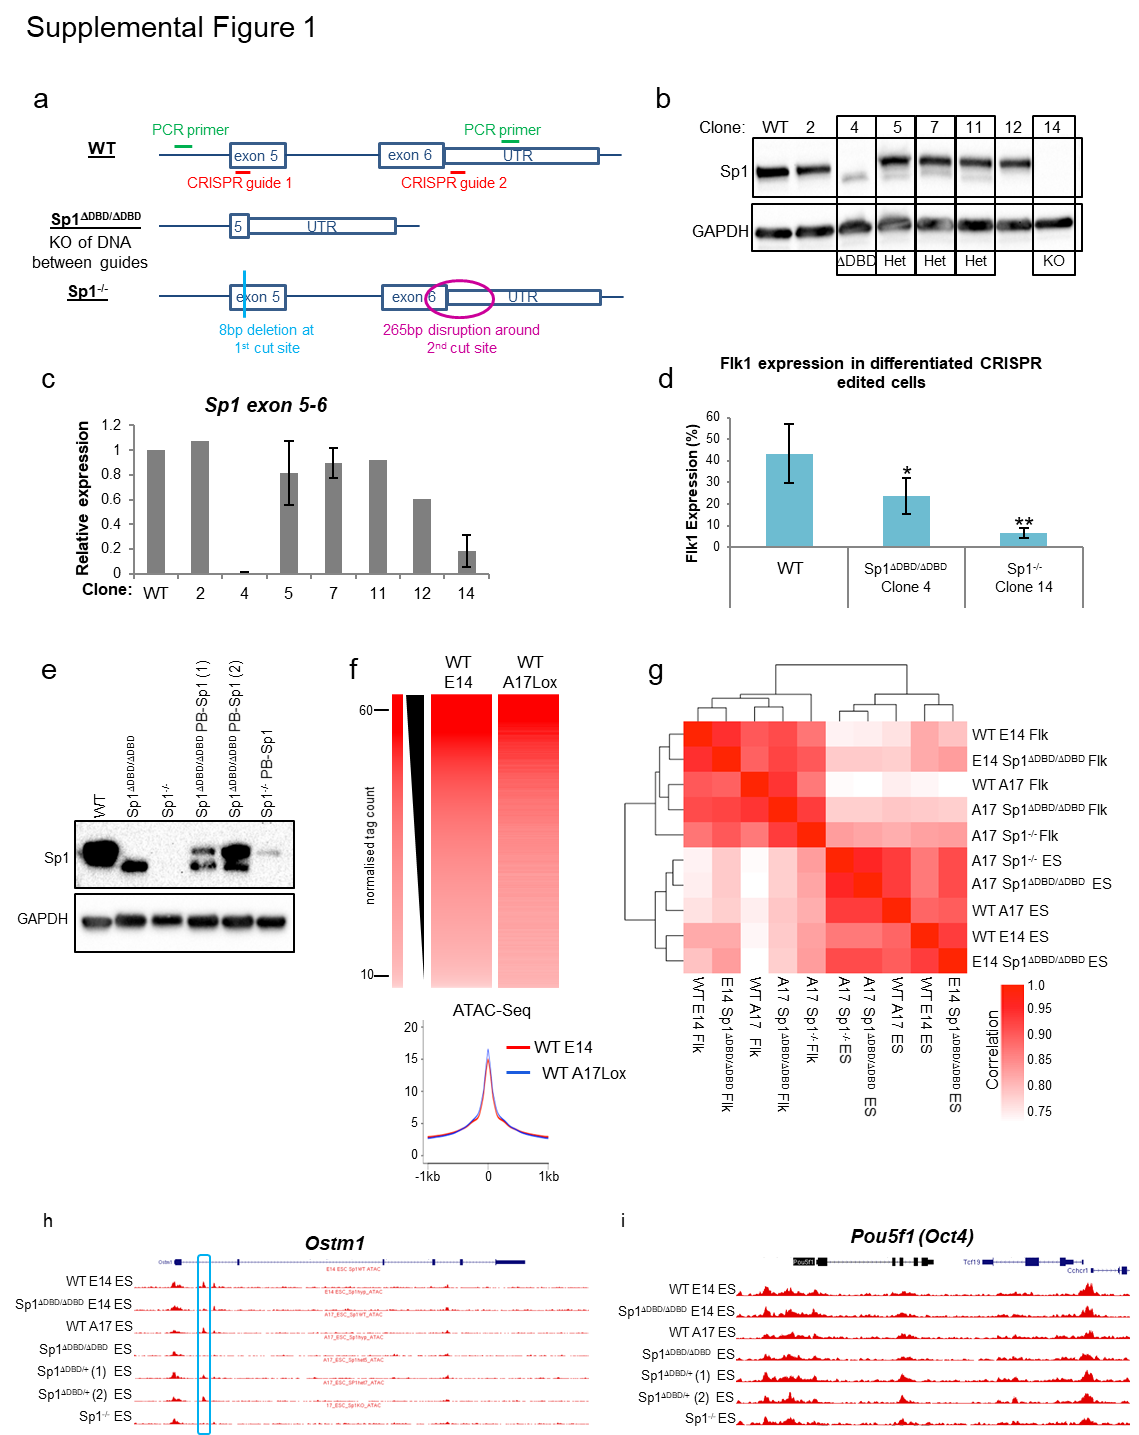
**

**Supplemental Figure 1: Generation of Sp1 mutated ESC lines. Related to Figure 1.**

1. CRISPR strategy for deletion of the Sp1 DBD in A17Lox WT cells and the resulting deletions.
2. Western blot of whole cell extracts from A17Lox WT ESC and CRISPR clones showing levels of Sp1 protein expression and the corresponding GAPDH loading control. Clone numbers are indicated above the blot and the type of deletion indicated below.
3. Sp1 gene expression levels in A17Lox WT cells and the different CRISPR clones using primers directed to exons 5 and 6 of the mouse Sp1 DNA sequence.
4. Flk1 expression in A17Lox WT, Sp1^ΔDBD/ΔDBD^ and Sp1^-/-^ cells as measured by FACS analysis of Flk1-PE staining (n=5, error bars represent standard deviation, * indicates p<0.05, ** indicates p<0.01).
5. Western blot showing rescue of Sp1 protein levels after re-introduction of WT Sp1 protein expression in Sp1^-/-^ and Sp1^ΔDBD/ΔDBD^ CRISPR clones. Sp1^-/-^ and Sp1^ΔDBD/ΔDBD^ ESC were transfected with a PiggyBac vector expressing WT human Sp1 (PB-Sp1).
6. Normalised tag count of accessible chromatin (ATAC) sites in E14 and A17Lox WT ESC lines. Associated average profiles are shown below.
7. Pearson correlation plot of ATAC sites for ESC and Flk1+ cells for WT, Sp1^ΔDBD/ΔDBD^ and Sp1^-/-^ in both E14 and A17Lox ESC backgrounds. Scale indicates the degree of correlation.
8. Screenshot showing the *Ostm1* locus as an example of a region where there is a loss of a hypersensitive site in the Sp1^ΔDBD/ΔDBD^ and Sp1^-/-^ cell lines – indicated by the blue box.
9. Screenshot showing the *Oct4* (*Pou5f1*) locus as an example of a region where hypersensitive sites are similar between the different cell lines.

**
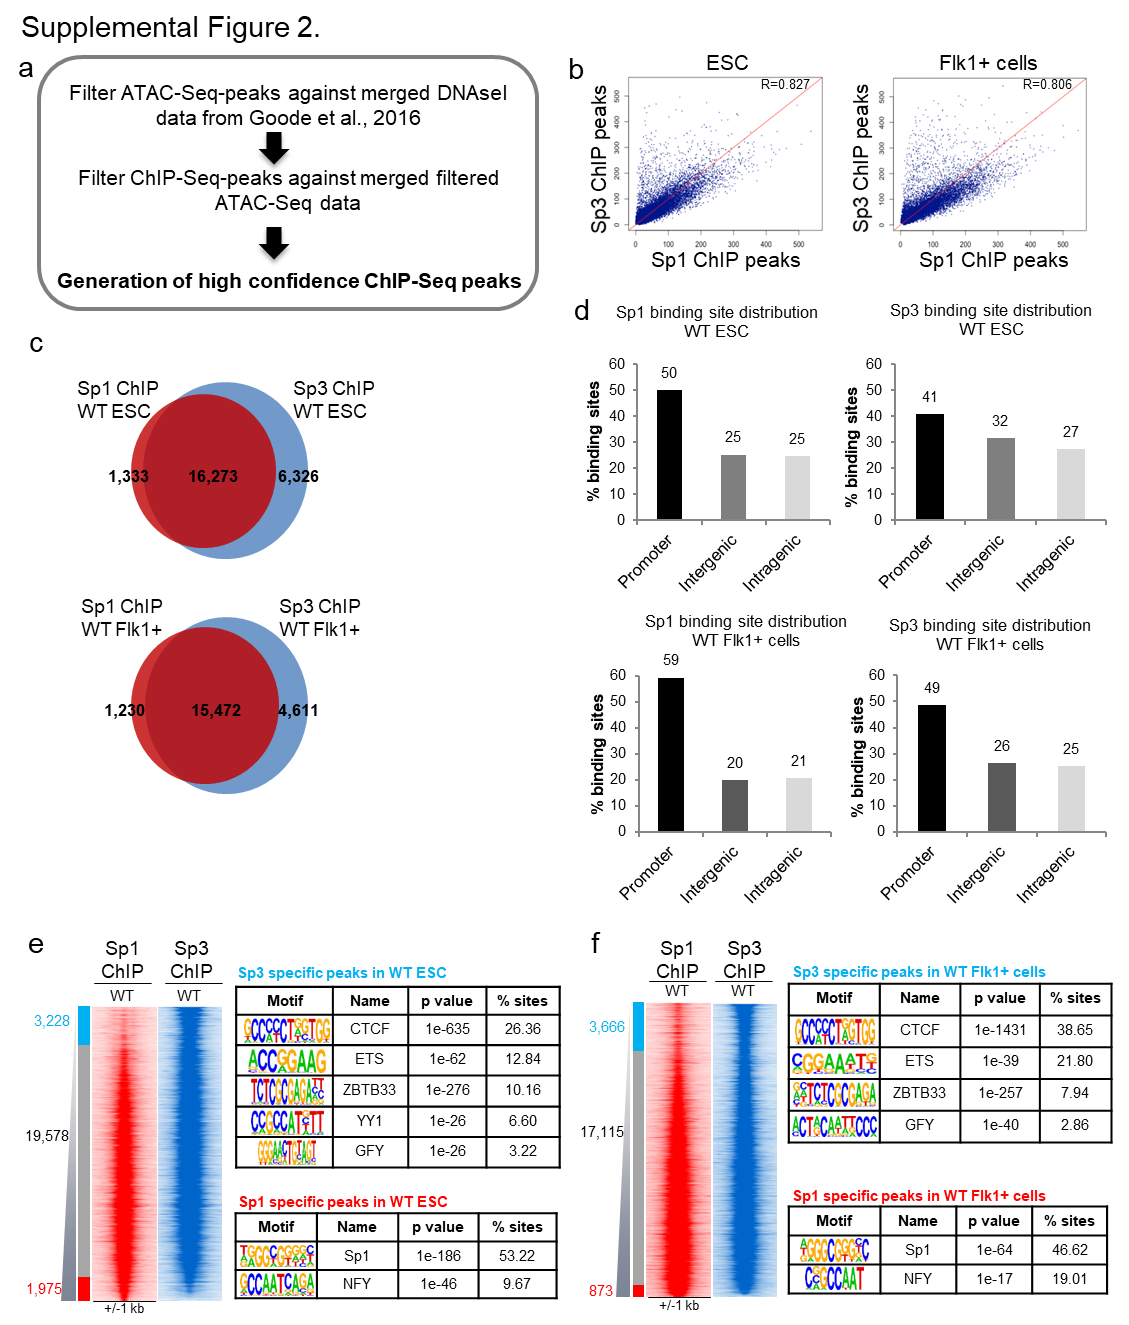
**

**
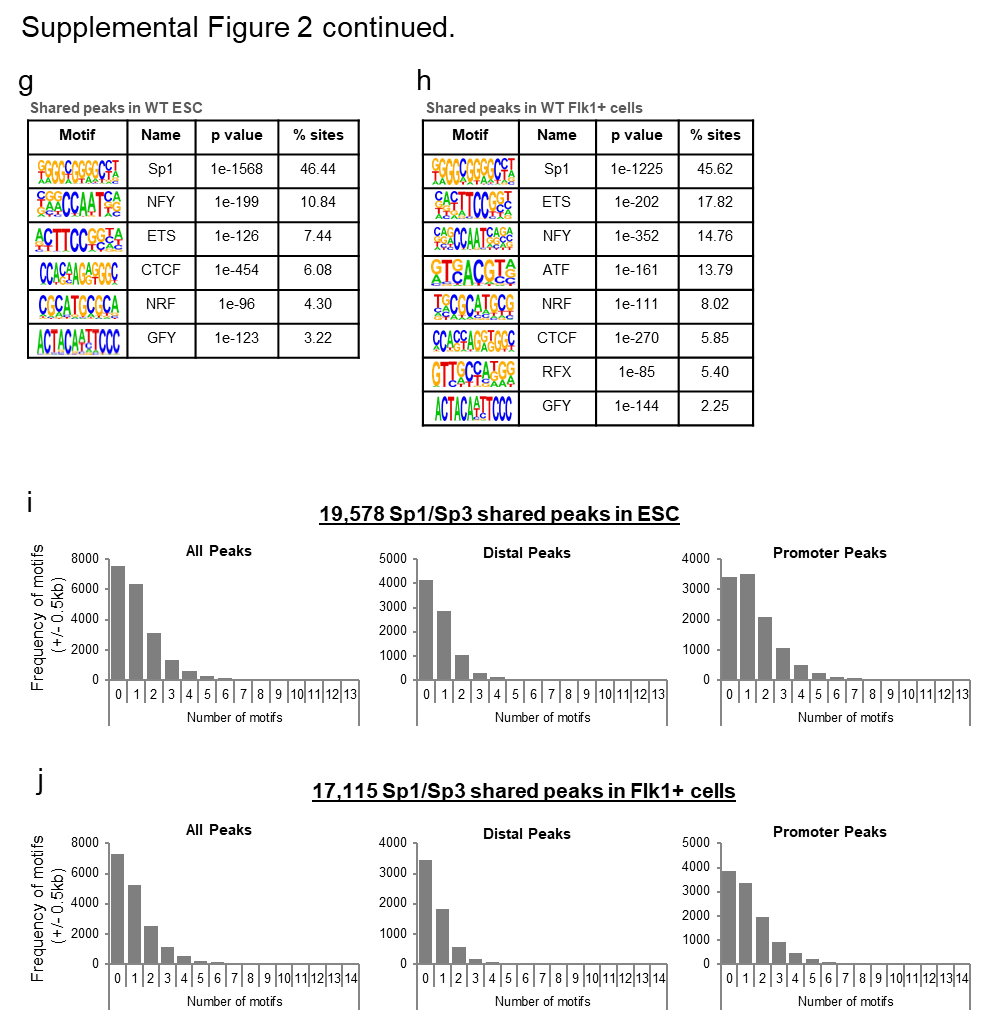
**

**Supplemental Figure 2: The majority of Sp1 and Sp3 binding sites overlap. Related to Figure 2.**

1. Schematic diagram illustrating the identification of high confidence ChIP-seq peaks.
2. Scatter plots of Sp1 vs Sp3 ChIP-seq peaks in A17Lox WT ESC and Flk1+ cells.
3. Venn diagram showing the intersect between Sp1 and Sp3 ChIP-seq peaks in A17Lox WT ESC (top panel) or Flk1+ cells (bottom panel).
4. Bar graphs showing peak distribution for Sp1 and Sp3 ChIP in A17Lox WT ESC and Flk1+ cells.
5. Density plot showing fold change of the peak unions between Sp1 and Sp3 ChIP-seq peaks in A17Lox WT ESC ranked according to the fold change in tag counts. Shown alongside are the highest ranking motifs present in the Sp1 and Sp3 specific peaks.
6. As in e, but for A17Lox WT Flk1+ cells. Shown alongside are the most enriched motifs present in the Sp1 and Sp3 specific peaks.
7. Table showing the most enriched motifs present in the Sp1 and Sp3 shared peaks in A17Lox WT ESC.
8. Table showing the most enriched motifs present in the Sp1 and Sp3 shared peaks in A17Lox WT Flk1+ cells.
9. Bar graphs indicating numbers of motifs within the 19,578 shared peaks in A17Lox WT ESC. Separate graphs show: All peaks, distal peaks and promoter peaks.
10. Bar graphs indicating numbers of motifs within the 17,115 shared peaks in A17Lox WT Flk1+ cells. Separate graphs show: All peaks, distal peaks and promoter peaks.

**
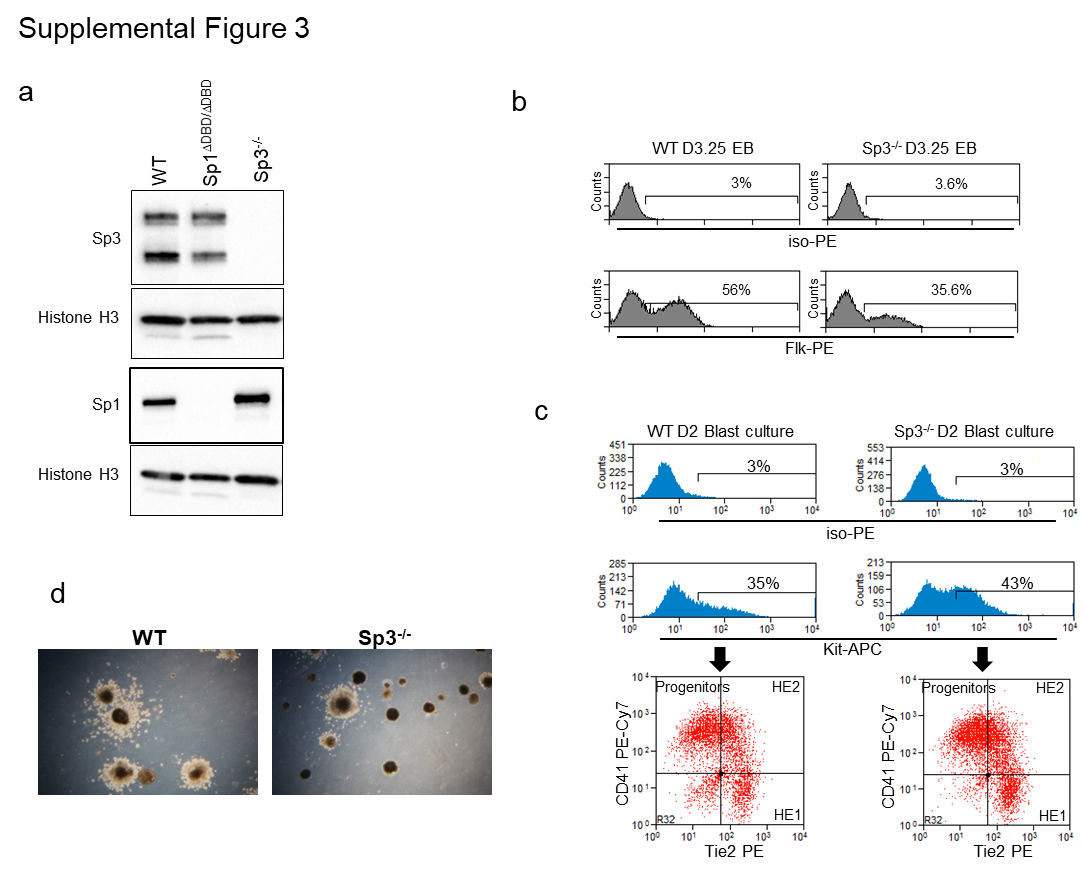
**

**SupplementalFigure 3: Sp3 null ESC also show a myeloid differentiation defect. Related to Figure 3.**

1. Western Blot of nuclear extracts from E14 WT, Sp1^ΔDBD/ΔDBD^ and Sp3^-/-^ ESC showing protein expression of full length Sp1, Sp3 and histone H3 as a loading control.
2. Representative FACS plots showing Flk1-PE staining in E14 WT and Sp3^-/-^ cells at Day 3.25 of EB differentiation.
3. Representative FACS plots showing Kit-APC/Tie2-PE/CD41-PE-Cy7 staining in E14 WT and Sp3^-/-^ Day 2 blast culture cells.
4. Representative images from macrophage release assays from E14 WT and Sp3^-/-^ cells.

**
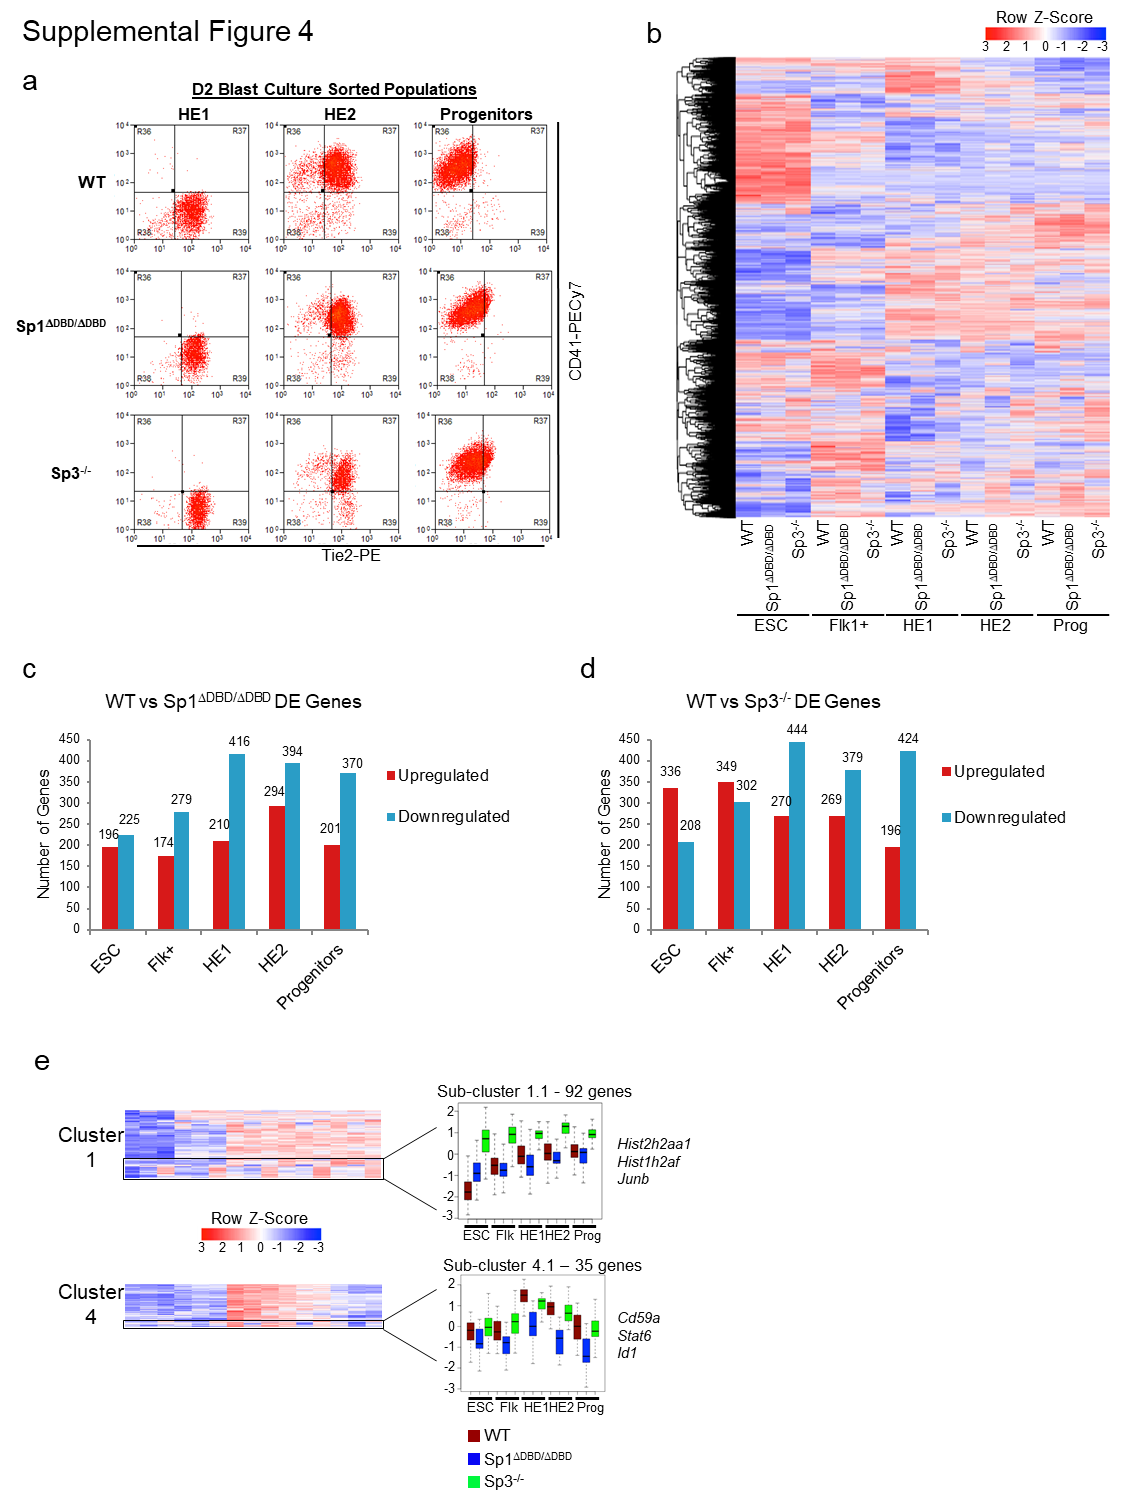
**

**
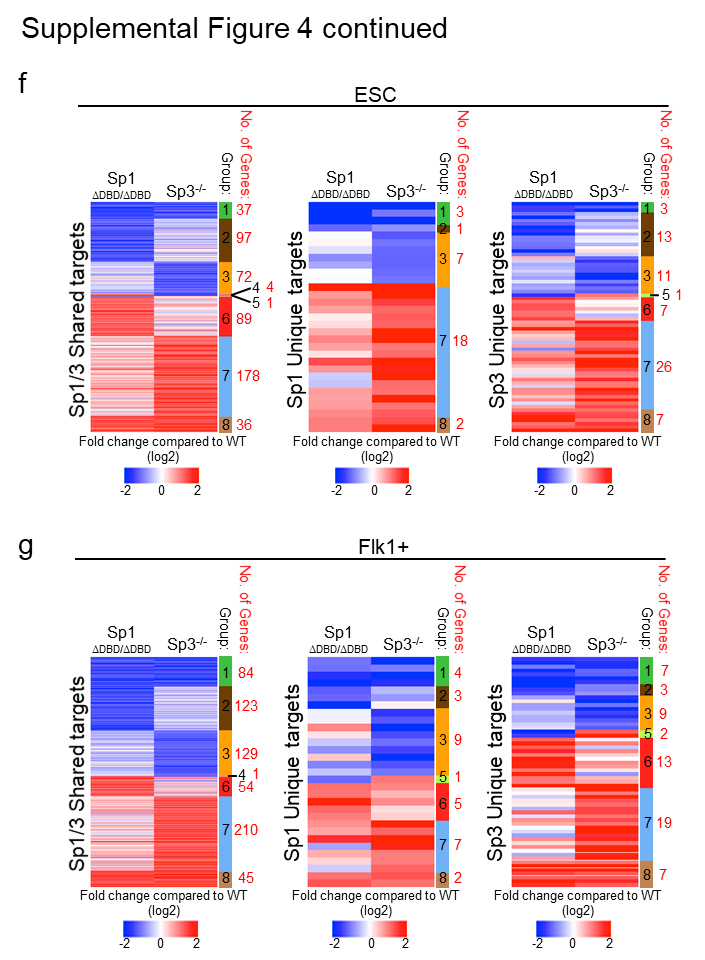
**

**Supplemental Figure 4: Comparison between the deregulation of gene expression in differentiating Sp1^ΔDBD/ΔDBD^ and SP3^-/-^ cells. Related to Figure 4.**

1. Representative FACS plots showing the sorted populations for Day 2 blast culture cells stained with Kit-APC/Tie2-PE/CD41-PE-Cy7 antibodies.
2. Hierarchical clustering of RNA-seq data for all expressed genes for the five populations of E14 WT, Sp1^ΔDBD/ΔDBD^ and Sp3^-/-^ cell lines (ESC, Flk1+, HE1, HE2 and Progenitors).
3. Graph indicating the numbers of up and downregulated genes in Sp1^ΔDBD/ΔDBD^ cell populations compared to E14 WT cells.

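Among the genes called by limma in Sp1 ΔDBD/ΔDBD cells, with a mean above 3 FPKM in the higher group and both mutant samples beyond both WT samples, the largest falls and rises of each population were examined. *Mgmt* had 11.4 and 14.4 FPKM in the WT replicates and 0.203 and 0.0324 FPKM in the mutant replicates of Flk1+ cells (log2 fold change -6.01, standard error 0.352, limma adjusted p = 4.28e-09), and was among the largest falls in HE1 and HE2 as well. *Got1l1* had 4.97 and 4.85 FPKM in WT Flk1+ cells and was listed at 0 in both mutant replicates. *Tmem159* had 4.17 and 6.83 FPKM in WT and 0.00595 and 0.00816 FPKM in mutant progenitor cells. *Rhox5*, on the X chromosome, rose in Flk1+ cells from 0.851 and 0.643 to 32.8 and 22.4 FPKM (log2 fold change 5.02, standard error 0.290, limma adjusted p = 4.28e-09). *Trap1a*, also on the X chromosome, rose in progenitor cells from 0.345 and 0.273 to 38.3 and 12.1 FPKM. *Rhox5* was among the largest rises in progenitor cells, *Trap1a* in HE1 and *Usp26* in Flk1+ cells. *Kctd12* in HE1 was near or at 0 in the WT replicates and had 4.28 and 5.97 FPKM in the mutant. In ESC the largest rises were *Myl3* and *Serpina3m* and the largest falls *Gm21293* and *Platr5*. With a fit per population none of these ESC genes was called (limma adjusted p = 0.292, 0.123, 0.110 and 0.0625). The genes named for the later populations kept their calls in that fit. In HE2 the largest changes included *Eif3j2*, a paralog of *Eif3j1*, and the processed pseudogene *Atp6v0c-ps2*, and in progenitor cells the processed pseudogene *Gm12070*. Reads of such copies could have been split by the counting, so they are reported as uncertain. The same holds for *Gm5148*, a large fall in HE2, which had 0.00089 and 52.3 FPKM in the replicates of WT HE1 cells.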

4. 

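In Sp3-/- cells the same selection gave *Lefty2* and *Gsc* as the largest rises in Flk1+ cells. *Lefty2* had 1.81 and 0.778 FPKM in the WT and 23.0 and 27.0 FPKM in the mutant replicates (log2 fold change 4.27, standard error 0.527, limma adjusted p = 8.94e-05). *Gsc* had 1.19 and 0.823 FPKM in WT and 20.9 and 13.5 FPKM in the mutant. In ESC *Snord55* was listed at 0 in both WT replicates and had 13.7 and 20.1 FPKM in the mutant, and *Scand1* rose from 0.00704 and 0.0573 to 7.33 and 6.46 FPKM. *Snora44* rose in HE1 from 3.00 and 10.8 to 67.6 and 89.8 FPKM. In ESC *AF357426* had 9.61 and 6.96 FPKM in WT and 0 and 0.0435 FPKM in the mutant, and in HE2 *Gstm5* had 9.72 and 4.67 FPKM in WT and 0.00647 and 1.56 FPKM in the mutant. Among the other large falls, *AF357359* appeared in Flk1+, HE1 and HE2, *Meg3* in Flk1+ and *Rian* in HE1 cells. In progenitor cells *Hbb-bs*, which encodes a beta-globin, had 96.9 and 79.4 FPKM in WT and 0.658 and 0.00572 FPKM in the mutant (log2 fold change -8.28, standard error 1.84, limma adjusted p = 0.00875), and *Hbb-bs* has close paralogs. With a fit per population *Hbb-bs* (limma adjusted p = 0.242), *Lefty2* (0.0547), *Gsc* (0.0726), *Snora44* (0.0757), *Gstm5* (0.172) and *Rian* (0.0591) were not called. *AF357359* lost its calls in HE1 and HE2. *Snord55*, *Scand1* and *AF357426* in ESC, and *AF357359* and *Meg3* in Flk1+ cells, kept theirs. *Hist1h4m*, *Hist1h2ap*, *Rps27rt*, *Eif3j1*, *Eif3j2*, *Dynlt1f* and *Gm5424*, also among the largest changes, belong to families of near-identical copies and are uncertain.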

Graph indicating the numbers of up and downregulated genes in Sp3^-/-^ cell populations compared to E14 WT cells.
5. Highlighted sub-clusters relating to Fig 4A. Left panel shows the relevant cluster and highlighted sub-cluster surrounded by a black box. Right panel shows a box plot representing the gene expression for the indicated sub-cluster. Top panel represents cluster 1: sub-cluster 1.1, bottom panel represents cluster 4: sub-cluster 4.1. Example genes are shown to the right of the box plot.
6. Grouping analysis of differentially regulated genes in ESC that are Sp1/Sp3 targets. Left panel shows Sp1/Sp3 shared target genes. Middle panel shows Sp1 unique targets. Right panel shows Sp3 unique targets. The coloured sidebar indicates the clusters present. The number of genes within each cluster is shown in red beside the sidebar.
7. Grouping analysis of differentially regulated genes in Flk1+ cells that are Sp1/Sp3 targets. Left panel shows Sp1/Sp3 shared target genes. Middle panel shows Sp1 unique targets. Right panel shows Sp3 unique targets. The coloured sidebar indicates the clusters present. The number of genes within each cluster is shown in red beside the sidebar.

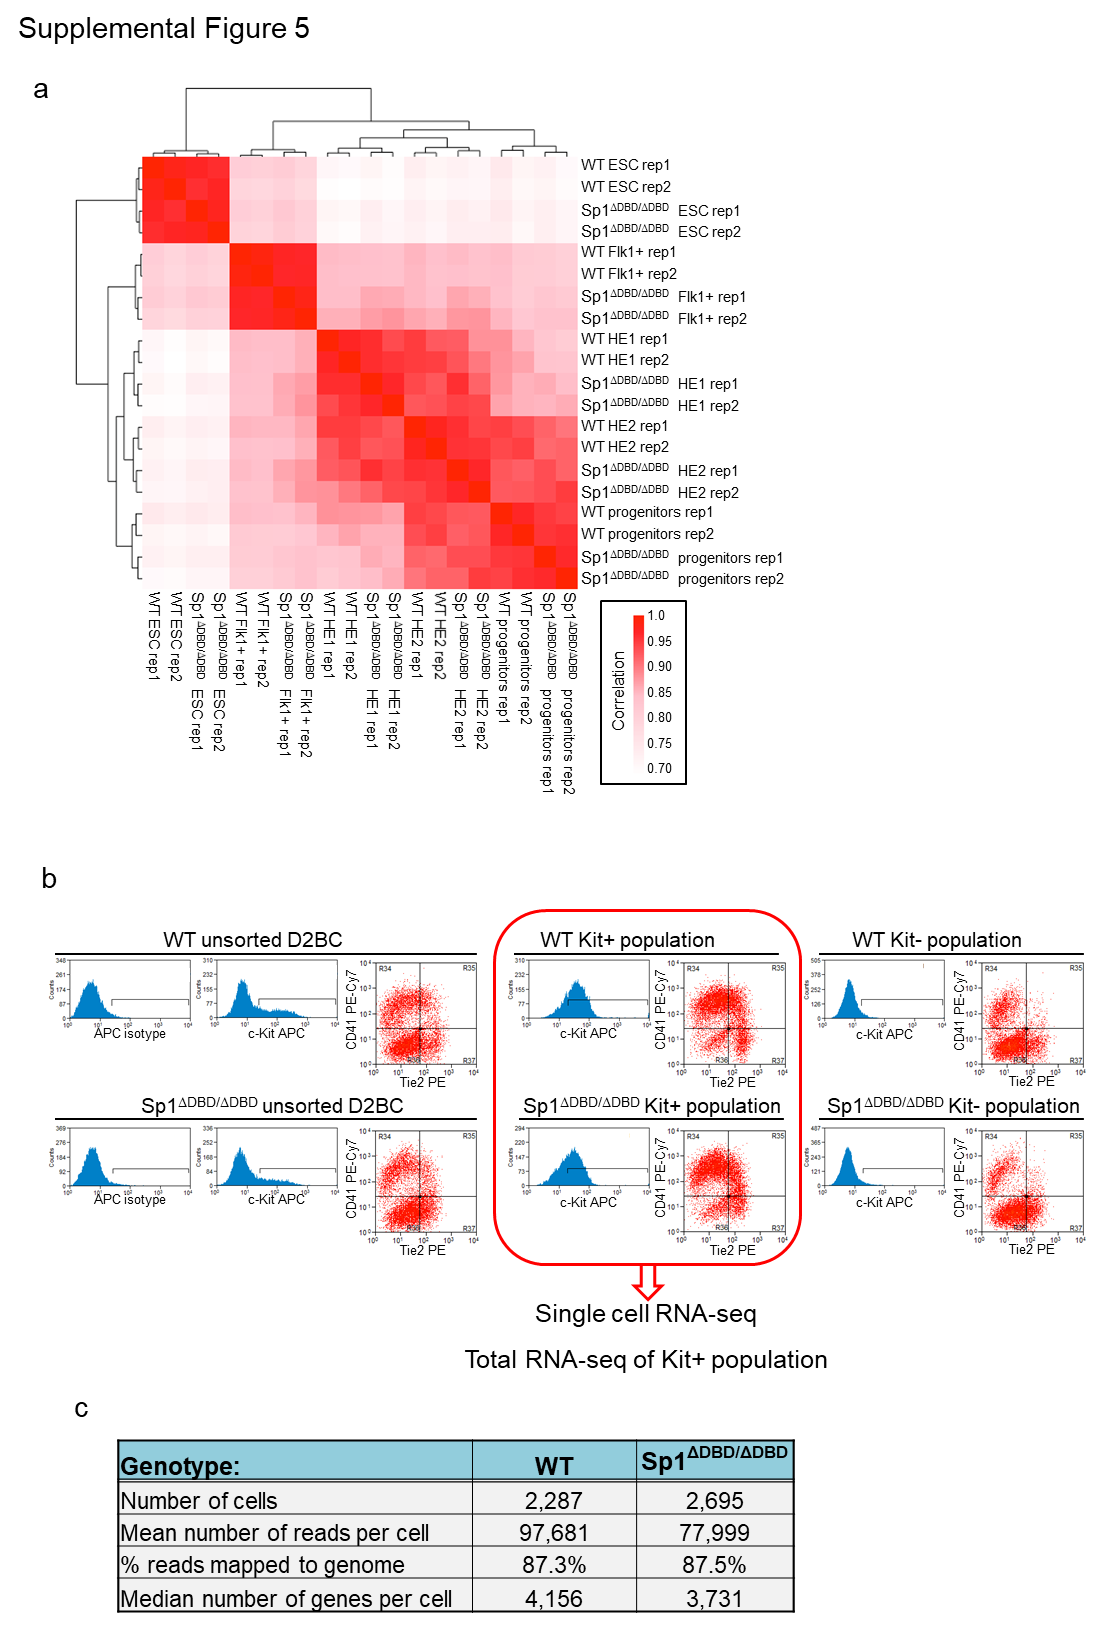

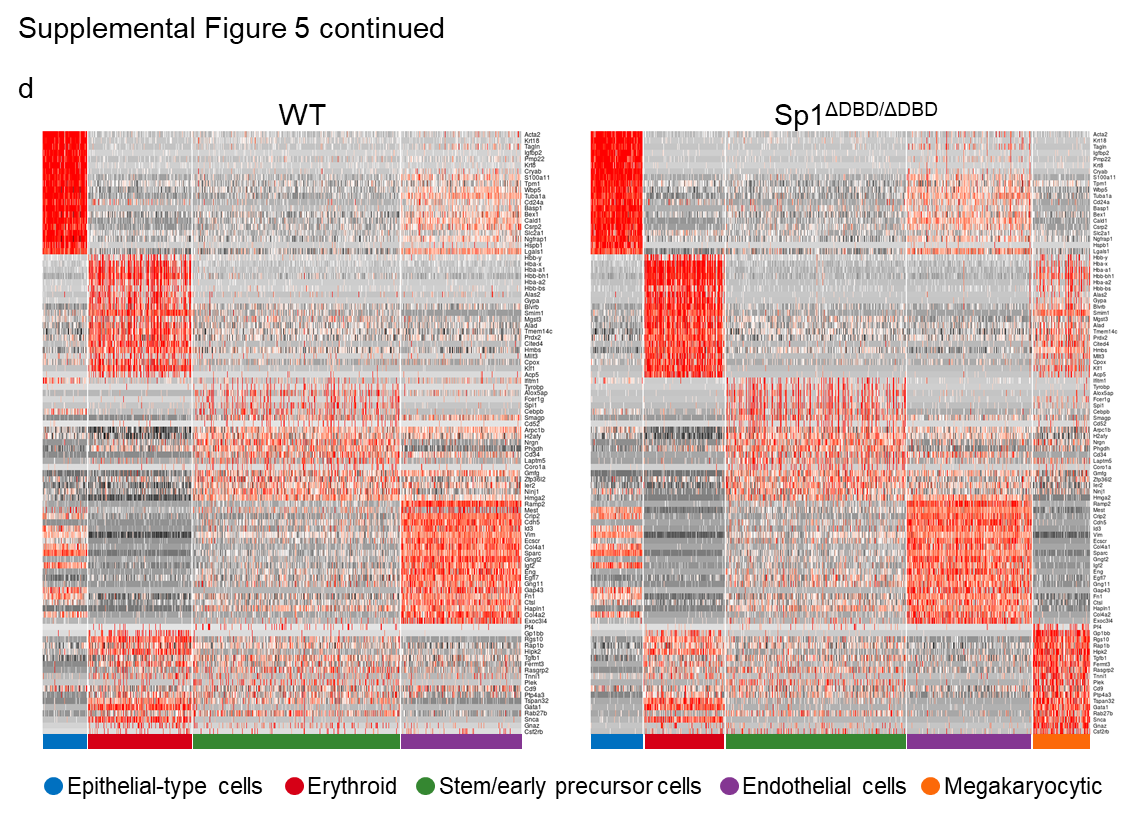

**Supplemental Figure 5: Analysis of gene expression patterns in differentiating Sp1^ΔDBD/ΔDBD^ cells by single cell RNA-seq. Related to Figure 5.**

1. Pearson correlation of RNA-seq data for the five populations of E14 WT and Sp1^ΔDBD/ΔDBD^ cell lines (ESC, Flk1+, HE1, HE2 and Progenitors).

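The correlations of each WT sample with each Sp1 ΔDBD/ΔDBD sample of the same population had a mean of 0.968 in ESC, 0.969 in Flk1+, 0.956 in HE1, 0.955 in HE2 and 0.955 in progenitor cells. Between replicates of a genotype, the mean over all 3 genotypes was 0.982, 0.986, 0.975, 0.974 and 0.972 in the same populations. This mean includes Sp3-/- replicates, which differed less than those of WT and Sp1 ΔDBD/ΔDBD cells in every population but Flk1+. The lowest correlation between replicates of any genotype was 0.977, 0.982, 0.969, 0.968 and 0.967. These are correlations across genes, which are not independent replicates.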

2. Representative FACS plots showing the cell purification strategy of Kit+ sorted cells used for single cell RNA-seq.
3. Table showing sequencing statistics for the Chromium single cell RNA-seq for E14 WT and Sp1^ΔDBD/ΔDBD^.
4. Hierarchical clustering of gene expression from single cell RNA-seq data. The heatmaps show differentially expressed marker genes listed on the right for the different clusters as determined in Fig 5A. Left panel shows E14 WT cells, right panel shows Sp1^ΔDBD/ΔDBD^. The colour code for the cell cluster identity is shown below the heatmaps.

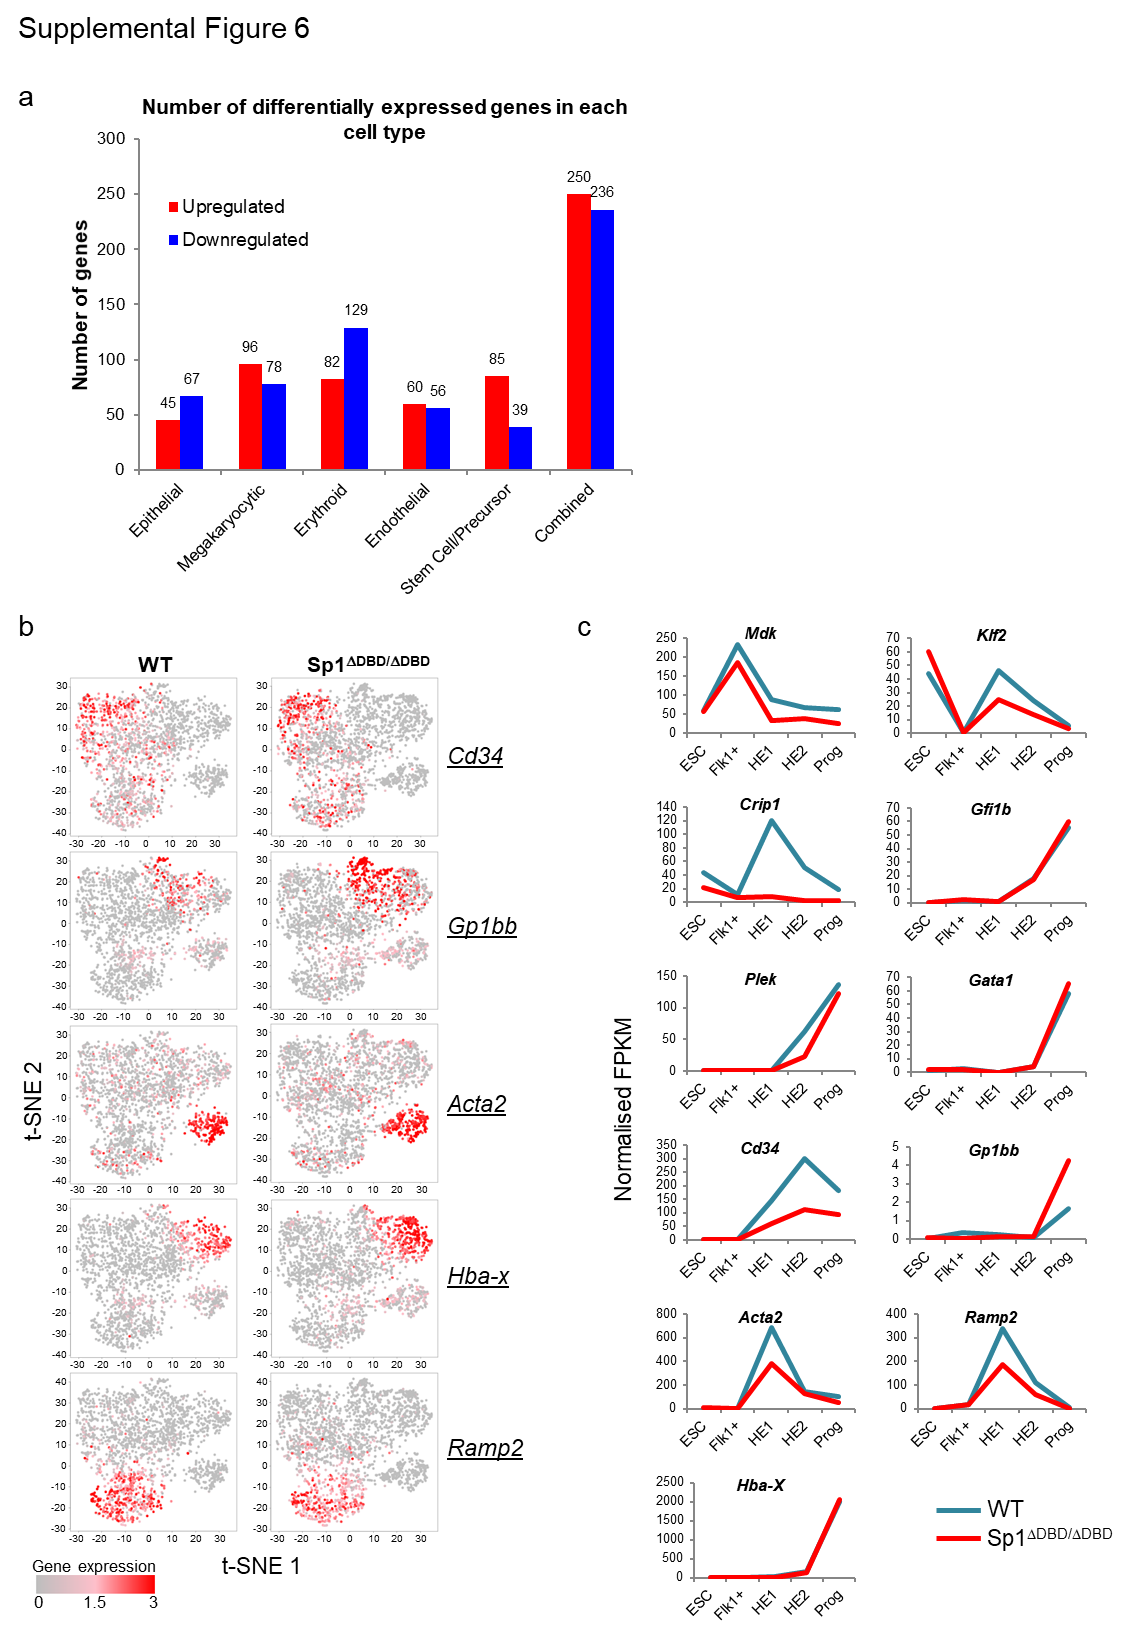

**Supplemental Figure 6: Cluster-specific differential gene expression in differentiating Sp1^ΔDBD/ΔDBD^ cells as measured by single cell RNA-Seq. Related to Figure 6.**

a. Graph depicting the number of differentially expressed genes in Sp1^ΔDBD/ΔDBD^ cells relative to E14 WT cells. Upregulated (red) and downregulated (blue) genes are shown for each cluster and for the combined total.

b. t-distributed stochastic neighbor embedding (t-SNE) visualisation of combined E14 WT and Sp1^ΔDBD/ΔDBD^ populations with each dot representing a single cell. Dots are coloured according to the gene expression values for selected genes as indicated.

c. 

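Beside *Mdk* and *Crip1*, the panels of Fig. S6c show *Cd34*, *Plek*, *Hba-x*, *Klf2*, *Gfi1b*, *Gata1*, *Gp1bb*, *Acta2* and *Ramp2*. *Cd34* had a mean of 2.19 FPKM in WT and 0.266 FPKM in Sp1 ΔDBD/ΔDBD ESC (log2 fold change -2.62, standard error 0.464, limma adjusted p = 0.00163). In Flk1+ cells it was higher in the mutant (log2 fold change 1.80, limma adjusted p = 0.0255), and in HE1 lower (-1.48, 0.0487). *Cd34* changed the same way in Sp3-/- cells, by -2.20 in ESC (limma adjusted p = 0.00493) and 1.82 in Flk1+ cells (0.0145), against the same WT samples. *Plek* was lower in Sp1 ΔDBD/ΔDBD HE1 (log2 fold change -1.27, limma adjusted p = 0.0431) and HE2 cells (-1.46, 0.0204). *Hba-x* was listed at 0 in every ESC and Flk1+ sample of WT and Sp1 ΔDBD/ΔDBD cells. In HE1 it was lower in the mutant (log2 fold change -2.36, limma adjusted p = 0.0328). *Plek*, *Hba-x* and *Ramp2* lie on chromosome 11, whose genes had lower values in both mutants. Under the replicate block the calls of *Cd34*, *Plek* and *Hba-x* stood, and *Cd34* in HE2 had an adjusted p of 0.0478 in place of 0.0585. When the pseudocount was 1, *Cd34* was not called in ESC (adjusted p = 0.0501) or Flk1+ cells (0.250), nor *Plek* in HE1 (0.238). With a fit per population, *Cd34* in Flk1+, ESC (0.0614) and HE1 (0.198), *Plek* in HE1 (0.135) and HE2 (0.123) and *Hba-x* in HE1 (0.245) were not called, whereas *Cd34* in HE2 was called with either (0.0278 and 0.0438). *Klf2*, *Gfi1b*, *Gata1*, *Gp1bb*, *Acta2* and *Ramp2* were not called by limma in any population of Sp1 ΔDBD/ΔDBD cells. *Klf2* in HE1 had a log2 fold change of -0.86 (limma adjusted p = 0.300). *Gp1bb* in progenitor cells had a mean of 1.65 FPKM in WT and 4.26 FPKM in Sp1 ΔDBD/ΔDBD cells (higher in the mutant, limma adjusted p = 0.0894). *Gp1bb* was called there with a pseudocount of 1 (log2 fold change 1.06, adjusted p = 0.00247) and with the correction for GC content and gene length (1.73, 0.0359), but not under the replicate block (0.0908). The single samples are in the plot of FPKM by population.

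**Figure D3:**
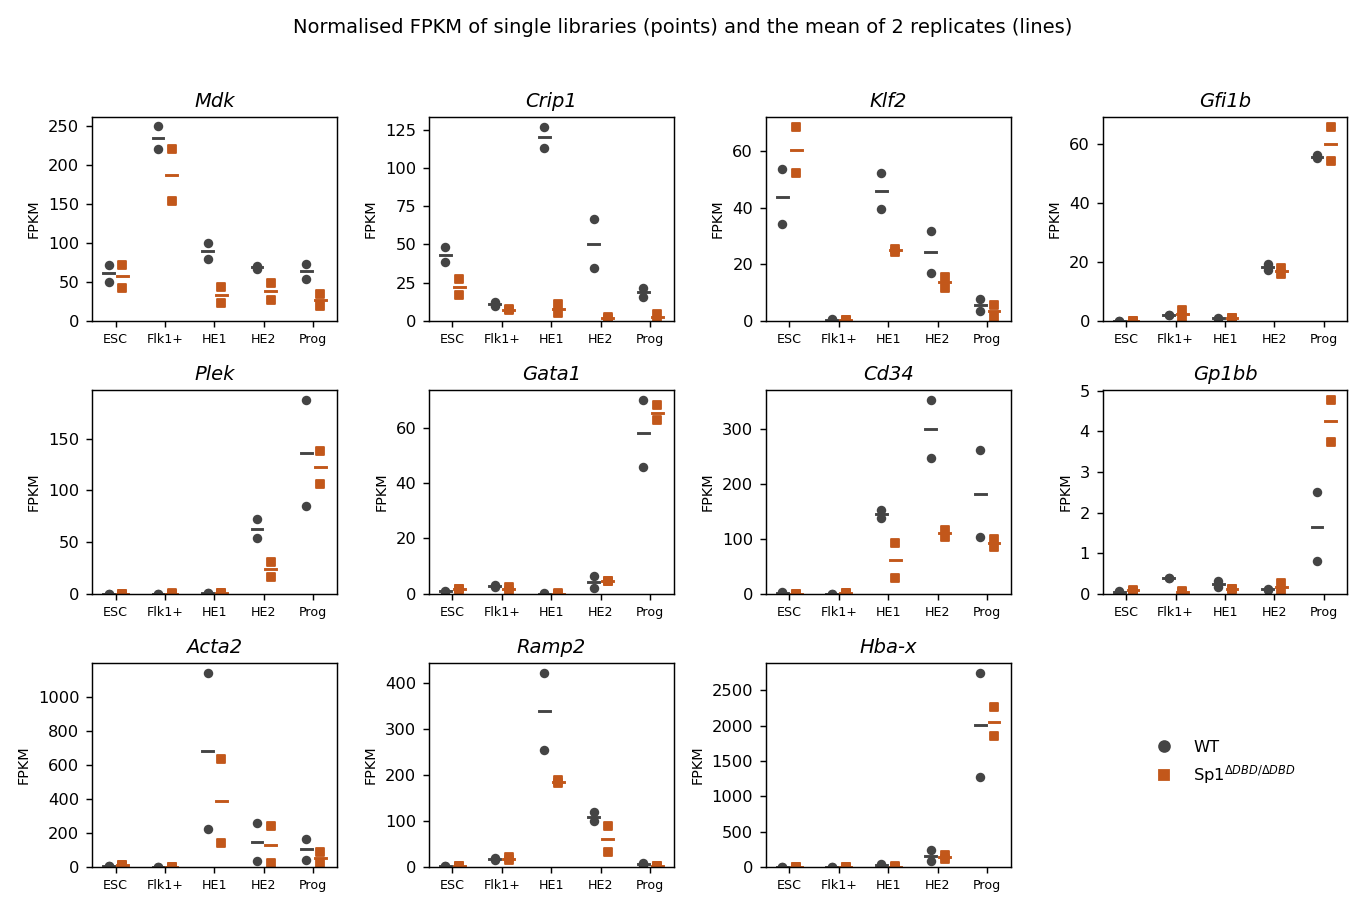
Normalised FPKM (y axis) of the 11 genes of Fig. S6c in WT and Sp1 ΔDBD/ΔDBD cells of the 5 populations (x axis). Each point is a sample and each short line the mean of 2 replicates. Both mutant samples of *Crip1* lie below both WT samples in each population.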

Normalised FPKM values for selected genes from total RNA-seq performed on the five cell populations as shown in Fig. 4.

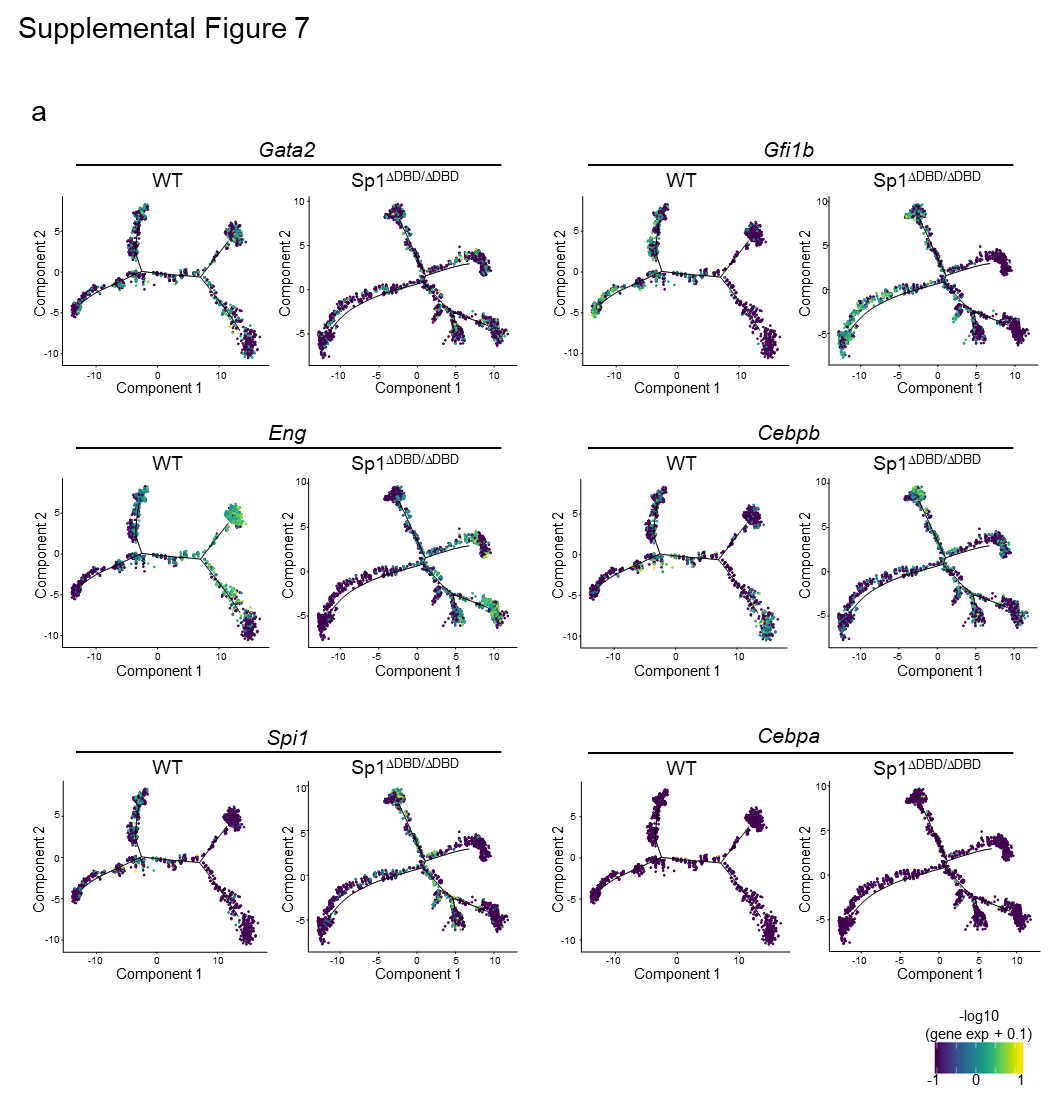

**Supplemental Figure 7: Sp1^ΔDBD/ΔDBD^** **cells show distorted differentiation trajectories. Related to Figure 7.**

1. Expression patterns of selected TFs overlaid on the trajectory plots for E14 WT and Sp1^ΔDBD/ΔDBD^ Day 2 blast culture cell populations. Trajectory plots relate to those shown in Fig. 7a.

**Supplemental Experimental Procedures**

**In vitro differentiation of mouse embryonic stem cells (ESC)**

In vitro differentiation of ESC was performed essentially as described previously (Gilmour et al., 2014; Lancrin et al., 2010; Obier et al., 2016; Regha et al., 2015). Prior to differentiation, the ESC were cultured on gelatin in the absence of feeder cells for two passages. Cells were then differentiated as embryoid bodies (EB) in 15 cm bacterial-grade dishes (Sterilin) at a concentration of 1.25 x10^6^ cells per 50 ml media for between 3 and 3.75 days (depending on the cell line) in Iscove’s Modified Dulbecco’s Medium (IMDM) differentiation medium without Leukemia Inhibitory Factor (LIF) (IMDM supplemented with 15% Foetal Calf Serum (FCS), 100 units/ml Penicillin and 100 μg/ml Streptomycin, 1 mM glutamine, 0.15 mM MTG, 0.18 mg/ml human transferrin (R&D Systems) and 50 μg/ml Ascorbic Acid. TrypLE Express (Gibco, Thermo Fisher) was used to disperse EB to single cells and Flk1+ cells were subsequently purified by magnetic cell sorting using a biotin-conjugated anti-Flk1 antibody (ebioscience), anti-biotin microbeads (Miltenyi Biotec) and MACS columns (Miltenyi Biotec). Purified Flk1+ cells were cultured in gelatinized T150 flasks at 1.6–3 x 10^6^ cells per flask in blast culture medium (IMDM supplemented with 10% FCS, 20% D4T conditioned media, 100 units per ml penicillin and 100 μg per ml streptomycin, 1 mM glutamine, 0.45 mM 1-thioglycerol (MTG), 25 μg per ml ascorbic acid, 0.18 mg per ml human transferrin, 5 ng per ml murine Vascular Endothelial Growth Factor [mVEGF] [Peprotech], 10 ng per ml murine Interleukin 6 [mIL-6] [Peprotech]) for 2 days.

**Primitive Erythrocyte (EryP) assay**

EryP assays were modified from Sturgeon et al., and performed essentially as described previously (Gilmour et al., 2014; Sturgeon et al., 2012). ESC were trypsinised and seeded into base methylcellulose (Stem Cell Technologies M3134) supplemented with 10% FCS, 100 units/ml Penicillin and 100 µg/ml Streptomycin, 1 mM glutamine, 0.15 mM MTG, 10 µg/ml insulin (Sigma), 5% Interleukin 3 (IL-3) conditioned media, 10% Macrophage Colony Stimulating Factor (M-CSF) conditioned media, 100 units/ml Interleukin 1 (IL-1) (Peprotech) to allow formation of EB. EB were harvested and dispersed after 5–10 days and seeded into base methylcellulose supplemented with 10% Plasma Derived Serum (First Link), 5% PFHM (Invitrogen), 100 units per ml Penicillin and 100 μg per ml Streptomycin, 2 mM glutamine, 0.18mg per ml Transferrin, 50 μg per ml ascorbic acid, 0.45 mM MTG and 2 units per ml Erythropoietin (R&D Systems) at 5x10^4^ cells/ml in duplicate 3 cm bacteriological grade dishes. Ery-P colonies were counted on Day 5 after plating.

**qPCR validation of CRISPR clones**

RNA was isolated as for the RNA-seq libraries and cDNA was synthesised using Superscript II and Oligo dT (Thermo Fisher) according to the manufacturer’s instructions. qRT-PCR was performed using SYBR Green PCR Master Mix (Thermo Fisher) and PCR primers directed against exons 5 and 6 of the mouse Sp1 sequence or GAPDH as a normalisation control.

Sp1 exon 5/6 Forward primer: 5’- TCATATTGTGGGAAGCGCTTT

Sp1 exon 5/6 Reverse primer: 5’- CAGGGCAGGCAAATTTCTTCT

GAPDH Forward primer: 5’- ACCTGCCAAGTATGATGACATCA

GAPDH Reverse primer: 5’- GGTCCTCAGTGTAGCCCAAGAT

**Assay for Transposase Accessible Chromatin using sequencing (ATAC-seq) and library generation**

ATAC-seq was performed in ESC and Flk1+ cells essentially as described in Corces et al. 2016 (Corces et al., 2016). Briefly, cells were harvested and 50,000 cells pelleted prior to resuspension in 50 µl ATAC transposition reaction mix containing 2x Tagment DNA Buffer (Illumina), Tn5 transposase (Illumina) and 0.5 µl 1% Digitonin (Promega). DNA was purified using a Minelute Reaction Clean up kit (Qiagen). DNA was PCR amplified using Nextera custom primers and saturation of the PCR reaction avoided by monitoring the reaction to prevent overamplification as described in Buenrostro et al. (Buenrostro et al., 2013)^,^(Buenrostro et al., 2015). Amplified DNA was subsequently purified using Minelute columns or Ampure Beads (Beckman Coulter) prior to validation. Libraries were sequenced in a pool of 12 indexed libraries using a NextSeq 500/550 High Output Kit v2 (150 cycles) for paired end sequencing (Illumina) at the Genomics Birmingham sequencing facility.

**Chromatin Immunoprecipitation (ChIP) and ChIP-seq**

ChIP was performed as described previously (Gilmour et al., 2014; Obier et al., 2016; Regha et al., 2015). For double crosslinking, cells were harvested and washed with PBS prior to a 2-step crosslinking procedure. Cells were incubated for 45 min at room temperature in PBS supplemented with 0.83 mg/ml Di(N-succinimidyl) glutarate (DSG, Sigma). Cells were then washed 4 times with PBS, prior to formaldehyde crosslinking of proteins and DNA for 10 min at RT using 1% formaldehyde (Pierce) in IMDM with 10% FCS. Formaldehyde was quenched by adding 1/10^th^ volume 2 M glycine and crosslinked cells were washed twice in ice-cold PBS. Nuclei were prepared as described in Lefevre et al., 2003(Lefevre et al., 2003), sonicated using a Bioruptor water bath in immunoprecipitation buffer I (25 mM Tris 1 M pH 8.0, 150 mM NaCl, 2 mM EDTA pH 8.0, 1% TritonX-100 and 0.25% SDS). After centrifugation the sheared 0.5–2 kb chromatin fragments (2 x 10^6^ cells) were diluted with 2 volumes immunoprecipitation buffer II (25 mM Tris pH 8.0, 150mM NaCl, 2 mM EDTA pH 8.0, 1% TritonX-100, 7.5% glycerol). Immunoprecipitation was carried out for 2–4 hours at 4°C using 2 μg antibody coupled to 15 μl Protein-G dynabeads (Invitrogen). Following immunoprecipitation, the beads were washed with low salt, high salt, LiCl and TE/NaCl buffers and crosslinks were reversed overnight. DNA was extracted using Ampure beads (Beckman Coulter) and qPCRs were performed to validate ChIP quality. Antibodies used for ChIP: Sp1, Millipore 17-601; Sp3, Santa Cruz sc644X.

Public ChIP-seq and DNase I Hypersensitive Site (DHS) datasets used are described in Supplemental Table 1 below.

**Supplemental Table 1.**

| **ChIP** | **Accession number** | **Author/Ref** |
| --- | --- | --- |
| YY1 | GSE31786 | Vella et al., 2012 (Vella et al., 2012) |
| NFY | GSE56840 | Oldfield et al., 2014 (Oldfield et al., 2014) |
| CTCF | GSM2418860 | Hansen et al., 2017 (Hansen et al., 2017) |
| Esrrb | GSM288355 | Chen et al., 2008 (Chen et al., 2008) |
| Nanog | GSM288345 | Chen et al., 2008 (Chen et al., 2008) |
| Pou5f1 | GSM288346 | Chen et al., 2008 (Chen et al., 2008) |
| Sox2 | GSM288347 | Chen et al., 2008 (Chen et al., 2008) |
| H3K9ac | GSM1000123 | Encode Consortium (Stamatoyannopoulos et al., 2012) |
| H3K27me3 | GSM1000089 | Encode Consortium (Stamatoyannopoulos et al., 2012) |
| H3K4me3 | GSM1003756 | Encode Consortium (Stamatoyannopoulos et al., 2012) |
| H3K27ac | GSM1000126 | Encode Consortium (Stamatoyannopoulos et al., 2012) |
| **DHS** | **Accession number** | **Author/Ref** |
| ESC DHS | GSM1014159 | Encode Consortium (Stamatoyannopoulos et al., 2012) |
| HB DHS | GSM1692782 | Goode et al., 2016 (Goode et al., 2016) |
| HE DHS | GSM1692783 | Goode et al., 2016 (Goode et al., 2016) |
| HP DHS | GSM1692784 | Goode et al., 2016 (Goode et al., 2016) |

**Bioinformatic Analysis**

**ATAC-Seq data processing**

Raw sequencing reads were assessed for sequencing quality using FastQC (available from https://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Nextera sequencing adapters were then removed with Cutadapt version 1.13 (Martin, 2011). Sequences were aligned to the mouse genome (mm10) with Bowtie version 2.3.1 (Langmead and Salzberg, 2012) with the parameter --very-sensitive-local. Only reads that could be uniquely aligned to the genome were retained for further analysis. Further information on numbers of reads, peaks and alignment can be found in Supplemental Data-set 4.

Open chromatin regions (peaks) were identified using MACS 1.4.2 (Zhang et al., 2008), with the options ‑‑keep‑dup=all -w -S. These peaks were then compared against a previously generated DNaseI dataset consisting of open chromatin regions across various stages of hematopoietic differentiation (Goode et al., 2016). Only ATAC peaks that could be aligned to these DNaseI hypersensitive sites were retained for further analysis. Peaks from ATAC-seq replicates were combined using the merge function in Bedtools (Quinlan and Hall, 2010) and were used in all further analyses.

**Chip-Seq data processing**

Sequencing reads from ChIP-Seq experiments were processed and aligned to the genome in the same way as the ATAC-Seq data, with the exception of the peak calling step in which MACS was used with the parameter --keep-dup=auto. Only ChIP-Seq peaks that were found within open chromatin, as determined by the ATAC-Seq data, were retained for further analysis. Further information on numbers of reads, peaks and alignment can be found in Supplemental Data-set 4.

**ATAC-Seq and ChIP-Seq data analysis**

Peaks from both ATAC and ChIP-seq experiments were annotated to their closest gene using the annotatePeaks.pl function in the homer software package version 4.9.1 (Heinz et al., 2010). Peaks were classified as within the promoter if they were within 2 kb of the transcription start site (TSS), and as distal peaks otherwise. A de-novo motif search was carried out within these peaks using the findMotifsGenome.pl function in homer. Only motifs that had a p-value <0.01, and that were found in more than 2% of sites were retained for further analysis. The chromosomal coordinates of motifs that occurred within ChIP-Seq peaks were determined using the annotatePeaks.pl function in homer, using the -m -mbed options. The distances between pairs of motifs were measured using the closest function in bedtools, using the centre position of each motif to represent its chromosomal position.

ATAC peak unions were constructed by merging peaks that had summit positions within 200 bp of each other. In these cases a new open chromatin region was defined with a summit position at the mid-point between the summits of the original peaks. These positions were then used in all further analyses.

To identify differentially accessible ATAC peaks, a peak union was first created between the pair of samples being considered in the analysis. The average read density in these peaks was then retrieved from the wiggle files created by MACS using the annotatePeaks.pl function in homer. Read counts were normalized by total read count in R version 3.5.1. A chromatin region was deemed to be differentially accessible if the fold-difference between the normalized read counts was >2 fold. To create density plots, peaks were first ordered according to fold-difference and the read density in a 2 kb region centred on the peak was calculated using the annotatePeaks.pl function in homer, with the options ‑size 2000 -hist 10 ‑ghist. These were then plotted as a heatmap using Java TreeView (Saldanha, 2004).

Hierarchical clustering of ATAC-Seq data was carried out on the union of all peaks across all of the differentiation stages. The average read count across a 400bp window centred on the peaks was retrieved from the wiggle files produced by MACS using the annotatePeaks.pl function in homer. These were then normalized by total read count across all datasets, and further log2-transformed. Pearson correlations were calculated between all pairs of samples, and clustered using complete linkage clustering of the Euclidean distances. The results of this clustering was plotted as a heatmap in R.

**RNA-Seq data analysis**

Sequencing reads from RNA-Seq experiments were assessed for quality using the FastQC software. Sequencing adapters and low quality bases were trimmed from the raw reads using trimmomatic version 0.32 (Bolger et al., 2014). These processed reads were then aligned to the mouse genome (mm10) with Hisat2 version 2.1.0 (Kim et al., 2015) using default parameters. Gene expression was measured as Fragments Per Kilobase per Million mapped reads (FPKM) using stringtie (Pertea et al., 2015) with default parameters. 

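Of the 14685 genes in the deposited values, 14525 were above 1 FPKM in at least 1 of the 30 samples and were tested. The smallest maximum of any gene was 0.765 FPKM, and 9054 values were exactly 0. A value of 0 carries no fold change here beyond what the pseudocount of 0.1 gives.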

Only genes that had an FPKM value > 1 in at least one sample were retained for further analysis. Raw FPKM values were normalized using quantile normalization using the preprocessCore package in R. These FPKM values were then log2-transformed, with a pseudo-count of 0.1 being added to the FPKM values prior to transformation. Pairwise Pearson correlation values were calculated in R, and hierarchically clustered using complete linkage clustering of the Euclidean distances, and finally plotted as a heatmap.

Differentially expressed genes were identified by comparing either the Sp1^ΔDBD/ΔDBD^ or Sp3^-/-^ against the E14 WT cells at each differentiation stage. A gene was considered to be differentially expressed if it had a fold-change >2. Gene Ontology (GO) term analysis was carried out for each of the differentially expressed gene sets using the ClueGO plugin for Cytoscape (Bindea et al., 2009; Shannon et al., 2003). GO terms with a Benjamini-Hochberg corrected p-value <0.05 was considered to be significantly enriched.

Covariance analysis was conducted only on genes that were found to be differentially expressed between E14 WT and Sp1^ΔDBD/ΔDBD^ or Sp3^-/-^ at any of the differentiation stages. FPKM values were transformed to a Z-scale using the scale function in R, and then hierarchically clustered using complete linkage clustering of the Euclidean distances. Clusters that correspond to groups of genes that show a similar pattern of gene expression across differentiation were then extracted from the dendrogram using the DynamicTreeCut package in R using the hybrid method (Langfelder et al., 2008).

**Single-cell RNA-Seq analysis**

Illumina base call (BCL) files were de-multiplexed and converted to fastq format using the mkfastq function in the CellRanger software from 10x genomics (version 2.1.1). These files were then aligned to the mouse genome (mm10) and transcripts were quantified using the count function in CellRanger. Unique Molecular Identifier (UMI) counts were normalized using Monocle version 2.8.0 in R (Qiu et al., 2017; Trapnell et al., 2014). Only cells that had at least 2000 detectable genes were retained for further analysis. Cells were clustered using t-distributed stochastic neighbor embedding (t-SNE), and cell populations were identified using the clusterCells function in Monocle. Cell trajectory (pseudotime) analysis was carried out by first reducing the dimensions of the data using the Discriminative Dimensionality Reduction with Trees (DDRTree) method, and ordered along a pseudotime trajectory using the orderCells function in Monocle. The resulting trajectories were then plotted using the plot_cell_trajectory function.

To identify cell population marker genes, the CellDataSet object from Monocle was first exported to the Seurat package (version 2.3.4) in R (Butler et al., 2018) using the exportCDS function in Monocle. The FindMarkers function in Seurat was then used to identify marker genes, which correspond to genes that are significantly up-regulated (adj. p-value <0.05) in each cell population compared to the others. From the marker genes identified, the top 20 most highly up-regulated genes were chosen from each cell population and the expression of these genes across all cells were plotted as a heatmap using the DoHeatmap function in Seurat.

Differential gene expression analysis comparing the E14 WT and Sp1^ΔDBD/ΔDBD^ single cell datasets was conducted by first merging the two datasets using the MergeSeurat function in Seurat. Canonical correlation analysis (CCA) was then used to identify common sources of variation between the two datasets (Butler et al., 2018). These CCA subspaces were then aligned using the AlignSubspace function in Seurat, and clustered using t-SNE. Cell clusters were identified using the FindClusters function in Seurat. Importantly, the cell populations found by Seurat showed good correspondence to those that were previously found by Monocle, as shown by the presence of key marker genes in each of these cell populations. Finally, differentially expressed genes were identified in each of the cell populations using the FindMarkers function in Seurat. Genes with an adjusted p-value <0.05 were considered to be significantly differentially expressed.

**Supplemental References**

Bindea, G., Mlecnik, B., Hackl, H., Charoentong, P., Tosolini, M., Kirilovsky, A., Fridman, W.H., Pages, F., Trajanoski, Z., and Galon, J. (2009). ClueGO: a Cytoscape plug-in to decipher functionally grouped gene ontology and pathway annotation networks. Bioinformatics *25*, 1091-1093.

Bolger, A.M., Lohse, M., and Usadel, B. (2014). Trimmomatic: a flexible trimmer for Illumina sequence data. Bioinformatics *30*, 2114-2120.

Buenrostro, J.D., Giresi, P.G., Zaba, L.C., Chang, H.Y., and Greenleaf, W.J. (2013). Transposition of native chromatin for fast and sensitive epigenomic profiling of open chromatin, DNA-binding proteins and nucleosome position. Nat Methods *10*, 1213-1218.

Buenrostro, J.D., Wu, B., Chang, H.Y., and Greenleaf, W.J. (2015). ATAC-seq: A Method for Assaying Chromatin Accessibility Genome-Wide. Curr Protoc Mol Biol *109*, 21 29 21-29.

Butler, A., Hoffman, P., Smibert, P., Papalexi, E., and Satija, R. (2018). Integrating single-cell transcriptomic data across different conditions, technologies, and species. Nat Biotechnol *36*, 411-420.

Chen, X., Xu, H., Yuan, P., Fang, F., Huss, M., Vega, V.B., Wong, E., Orlov, Y.L., Zhang, W., Jiang, J.*, et al.* (2008). Integration of external signaling pathways with the core transcriptional network in embryonic stem cells. Cell *133*, 1106-1117.

Corces, M.R., Buenrostro, J.D., Wu, B., Greenside, P.G., Chan, S.M., Koenig, J.L., Snyder, M.P., Pritchard, J.K., Kundaje, A., Greenleaf, W.J.*, et al.* (2016). Lineage-specific and single-cell chromatin accessibility charts human hematopoiesis and leukemia evolution. Nat Genet *48*, 1193-1203.

Gilmour, J., Assi, S.A., Jaegle, U., Kulu, D., van de Werken, H., Clarke, D., Westhead, D.R., Philipsen, S., and Bonifer, C. (2014). A crucial role for the ubiquitously expressed transcription factor Sp1 at early stages of hematopoietic specification. Development *141*, 2391-2401.

Goode, D.K., Obier, N., Vijayabaskar, M.S., Lie, A.L.M., Lilly, A.J., Hannah, R., Lichtinger, M., Batta, K., Florkowska, M., Patel, R.*, et al.* (2016). Dynamic Gene Regulatory Networks Drive Hematopoietic Specification and Differentiation. Dev Cell *36*, 572-587.

Hansen, A.S., Pustova, I., Cattoglio, C., Tjian, R., and Darzacq, X. (2017). CTCF and cohesin regulate chromatin loop stability with distinct dynamics. Elife *6*.

Heinz, S., Benner, C., Spann, N., Bertolino, E., Lin, Y.C., Laslo, P., Cheng, J.X., Murre, C., Singh, H., and Glass, C.K. (2010). Simple combinations of lineage-determining transcription factors prime cis-regulatory elements required for macrophage and B cell identities. Mol Cell *38*, 576-589.

Kim, D., Langmead, B., and Salzberg, S.L. (2015). HISAT: a fast spliced aligner with low memory requirements. Nat Methods *12*, 357-360.

Lancrin, C., Sroczynska, P., Serrano, A.G., Gandillet, A., Ferreras, C., Kouskoff, V., and Lacaud, G. (2010). Blood cell generation from the hemangioblast. J Mol Med (Berl) *88*, 167-172.

Langfelder, P., Zhang, B., and Horvath, S. (2008). Defining clusters from a hierarchical cluster tree: the Dynamic Tree Cut package for R. Bioinformatics *24*, 719-720.

Langmead, B., and Salzberg, S.L. (2012). Fast gapped-read alignment with Bowtie 2. Nat Methods *9*, 357-359.

Lefevre, P., Melnik, S., Wilson, N., Riggs, A.D., and Bonifer, C. (2003). Developmentally regulated recruitment of transcription factors and chromatin modification activities to chicken lysozyme cis-regulatory elements in vivo. Mol Cell Biol *23*, 4386-4400.

Martin, M. (2011). Cutadapt removes adapter sequences from high-throughputsequencing reads. EMBnet Journal *17*, 10-12.

Obier, N., Cauchy, P., Assi, S.A., Gilmour, J., Lie, A.L.M., Lichtinger, M., Hoogenkamp, M., Noailles, L., Cockerill, P.N., Lacaud, G.*, et al.* (2016). Cooperative binding of AP-1 and TEAD4 modulates the balance between vascular smooth muscle and hemogenic cell fate. Development *143*, 4324-4340.

Oldfield, A.J., Yang, P., Conway, A.E., Cinghu, S., Freudenberg, J.M., Yellaboina, S., and Jothi, R. (2014). Histone-fold domain protein NF-Y promotes chromatin accessibility for cell type-specific master transcription factors. Mol Cell *55*, 708-722.

Pertea, M., Pertea, G.M., Antonescu, C.M., Chang, T.C., Mendell, J.T., and Salzberg, S.L. (2015). StringTie enables improved reconstruction of a transcriptome from RNA-seq reads. Nat Biotechnol *33*, 290-295.

Qiu, X., Mao, Q., Tang, Y., Wang, L., Chawla, R., Pliner, H.A., and Trapnell, C. (2017). Reversed graph embedding resolves complex single-cell trajectories. Nat Methods *14*, 979-982.

Quinlan, A.R., and Hall, I.M. (2010). BEDTools: a flexible suite of utilities for comparing genomic features. Bioinformatics *26*, 841-842.

Regha, K., Assi, S.A., Tsoulaki, O., Gilmour, J., Lacaud, G., and Bonifer, C. (2015). Developmental-stage-dependent transcriptional response to leukaemic oncogene expression. Nat Commun *6*, 7203.

Saldanha, A.J. (2004). Java Treeview--extensible visualization of microarray data. Bioinformatics *20*, 3246-3248.

Shannon, P., Markiel, A., Ozier, O., Baliga, N.S., Wang, J.T., Ramage, D., Amin, N., Schwikowski, B., and Ideker, T. (2003). Cytoscape: a software environment for integrated models of biomolecular interaction networks. Genome Res *13*, 2498-2504.

Stamatoyannopoulos, J.A., Snyder, M., Hardison, R., Ren, B., Gingeras, T., Gilbert, D.M., Groudine, M., Bender, M., Kaul, R., Canfield, T.*, et al.* (2012). An encyclopedia of mouse DNA elements (Mouse ENCODE). Genome Biol *13*, 418.

Sturgeon, C.M., Chicha, L., Ditadi, A., Zhou, Q., McGrath, K.E., Palis, J., Hammond, S.M., Wang, S., Olson, E.N., and Keller, G. (2012). Primitive erythropoiesis is regulated by miR-126 via nonhematopoietic Vcam-1+ cells. Dev Cell *23*, 45-57.

Trapnell, C., Cacchiarelli, D., Grimsby, J., Pokharel, P., Li, S., Morse, M., Lennon, N.J., Livak, K.J., Mikkelsen, T.S., and Rinn, J.L. (2014). The dynamics and regulators of cell fate decisions are revealed by pseudotemporal ordering of single cells. Nat Biotechnol *32*, 381-386.

Vella, P., Barozzi, I., Cuomo, A., Bonaldi, T., and Pasini, D. (2012). Yin Yang 1 extends the Myc-related transcription factors network in embryonic stem cells. Nucleic Acids Res *40*, 3403-3418.

Zhang, Y., Liu, T., Meyer, C.A., Eeckhoute, J., Johnson, D.S., Bernstein, B.E., Nusbaum, C., Myers, R.M., Brown, M., Li, W.*, et al.* (2008). Model-based analysis of ChIP-Seq (MACS). Genome Biol *9*, R137.

# Supplementary material for: Robust hematopoietic specification requires the ubiquitous Sp1 and Sp3 transcription factors
**Source:** Epigenetics Chromatin. 2019 Jun 4;12:33. doi: 10.1186/s13072-019-0282-9
**Supplement:** Supplementary file 5 — Additional file 5. Sequencing data list

Supplementary Dataset 4: Sequencing data

| ESC-ATAC-Seq                                                                    | No. Reads | mapped reads | alignment % | peaks | DHS filtered peaks    |
|---------------------------------------------------------------------------------|-----------|--------------|-------------|-------|-----------------------|
| Merged filtered peaks                                                           |           |              |             |       | 37834                 |
| A17Lox WT                                                                       | 119220592 | 116246038    | 97.51       | 36603 | 24671                 |
| E14 WT                                                                          | 241328968 | 233172049    | 96.62       | 52187 | 32017                 |
| A17Lox Sp1 <sup>+/<math>\Delta</math>DBD</sup> (1)                              | 126086922 | 123224749    | 97.73       | 43303 | 27953                 |
| A17Lox Sp1 <sup>+/<math>\Delta</math>DBD</sup> (2)                              | 120502300 | 117170411    | 97.24       | 53672 | 32025                 |
| A17Lox Sp1 <sup>-/-</sup>                                                       | 142343688 | 138464823    | 97.28       | 40998 | 26507                 |
| A17Lox Sp1 <sup><math>\Delta</math>DBD/<math>\Delta</math>DBD</sup>             | 110603648 | 103016238    | 93.14       | 36966 | 24437                 |
| E14 Sp1 <sup><math>\Delta</math>DBD/<math>\Delta</math>DBD</sup>                | 197196262 | 190767664    | 96.74       | 50030 | 30522                 |
| Sp1 ChIP data in ESC                                                            | No. Reads | mapped reads | alignment % | peaks | high confidence peaks |
| A17Lox WT                                                                       | 22763937  | 20588794     | 90.44       | 33021 | 17606                 |
| A17Lox Sp1 <sup>+/<math>\Delta</math>DBD</sup> (1)                              | 29910896  | 27026859     | 90.36       | 42283 | 17652                 |
| A17Lox Sp1 <sup>+/<math>\Delta</math>DBD</sup> (2)                              | 33050437  | 29069050     | 87.95       | 23848 | 15654                 |
| A17Lox Sp1 <sup><math>\Delta</math>DBD/<math>\Delta</math>DBD</sup>             |           |              |             |       |                       |
| Sp3 ChIP data in ESC                                                            | No. Reads | mapped reads | alignment % | peaks | high confidence peaks |
| A17Lox WT                                                                       | 22332095  | 21634384     | 96.88       | 37652 | 22381                 |
| A17Lox Sp3 ChIP in Sp1 <sup><math>\Delta</math>DBD/<math>\Delta</math>DBD</sup> | 27599919  | 26695646     | 96.72       | 31257 | 19519                 |
| A17Lox Sp3 ChIP in Sp1 <sup>+/<math>\Delta</math>DBD</sup> (1)                  | 23478817  | 22839127     | 97.28       | 41100 | 23526                 |
| A17Lox Sp3 ChIP in Sp1 <sup>+/<math>\Delta</math>DBD</sup> (2)                  | 28238633  | 27542242     | 97.53       | 31614 | 20438                 |
| A17Lox Sp3 ChIP in Sp1 <sup>-/-</sup>                                           | 32364500  | 31712735     | 97.99       | 41052 | 23224                 |
| Flk1 ATAC-Seq                                                                   | No. Reads | mapped reads | alignment % | peaks | DHS filtered peaks    |
| Merged filtered peaks                                                           |           |              |             |       | 32759                 |
| A17Lox WT                                                                       | 89251922  | 86712705     | 97.16       | 38324 | 30188                 |
| A17Lox Sp1 <sup>+/<math>\Delta</math>DBD</sup> 1                                | 113505040 | 110820646    | 97.64       | 33763 | 27487                 |
| A17Lox Sp1 <sup>+/<math>\Delta</math>DBD</sup> 2                                | 86405570  | 83994855     | 97.21       | 28902 | 24424                 |
| A17Lox Sp1 <sup><math>\Delta</math>DBD/<math>\Delta</math>DBD</sup>             | 95677704  | 93089622     | 97.3        | 31808 | 26249                 |
| A17Lox Sp1 <sup>-/-</sup>                                                       | 115788284 | 106884165    | 92.31       | 22587 | 18530                 |
| E14 WT                                                                          | 82811374  | 80062036     | 96.68       | 37504 | 31120                 |
| E14 Sp1 <sup><math>\Delta</math>DBD/<math>\Delta</math>DBD</sup>                | 82732522  | 79944436     | 96.63       | 32234 | 27042                 |
| Sp1 ChIP data in Flk1 cells                                                     | No. Reads | mapped reads | alignment % | peaks | high confidence peaks |
| A17Lox WT Sp1 ChIP                                                              | 31967487  | 30474010     | 95.33       | 20055 | 16702                 |
| A17Lox Sp1 <sup>+/<math>\Delta</math>DBD</sup> (1) Sp1 ChIP                     | 36766368  | 35422322     | 96.34       | 9688  | 9252                  |
| A17Lox Sp1 <sup>+/<math>\Delta</math>DBD</sup> (2) Sp1 ChIP                     | 39894821  | 38378452     | 96.2        | 8851  | 8485                  |
| Sp3 ChIP data in Flk1 cells                                                     | No. Reads | mapped reads | alignment % | peaks | high confidence peaks |
| A17Lox WT Sp3 ChIP                                                              | 41922325  | 39713976     | 94.73       | 31505 | 20053                 |
| A17Lox Sp1 <sup><math>\Delta</math>DBD/<math>\Delta</math>DBD</sup> Sp3 ChIP    | 31759643  | 30975632     | 97.53       | 22132 | 17288                 |
| A17Lox Sp1 <sup>+/<math>\Delta</math>DBD</sup> (1) Sp3 ChIP                     | 41492766  | 39874282     | 96.1        | 36877 | 21541                 |
| A17Lox Sp1 <sup>+/<math>\Delta</math>DBD</sup> (2) Sp3 ChIP                     | 44082985  | 42606458     | 96.65       | 28461 | 19477                 |

How the deposited data were processed for this re-analysis (not part of the article)

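RNA sequencing of 30 samples was examined: 5 cell populations (ESC and sorted Flk1+, HE1, HE2 and progenitor cells), each in E14 WT, Sp1 ΔDBD/ΔDBD and Sp3-/- cells with 2 replicates. The authors trimmed paired-end reads of total RNA libraries, aligned them to mm10 with HISAT2 2.1.0, and calculated a FPKM value per gene with StringTie. They kept genes above 1 FPKM in at least 1 sample and quantile normalised the values across all samples. The deposited table holds the FPKM values after these steps. This was checked on the values themselves: 12742 of the 14685 ranks held the same value in all 30 samples, and the largest difference between samples at any rank was 0.192. The values were not on a log scale (largest value 12779), and no pair of samples was identical.

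The depth of each sample is unknown. A FPKM value does not show how many reads stand behind it, so the precision of low values could not be calculated, and the spread between replicates is the measure of error used. Of the genes in the table, 14525 were above 1 FPKM in at least 1 sample and were tested. The smallest maximum of any gene was 0.765 FPKM.

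Genes with a fold change above 2, the authors' threshold, were counted. For these counts, and for the correlations between the changes of the mutants, the fold change was that of the group means of FPKM, with the authors' pseudocount of 0.1 added. The paper does not say whether the authors took group means or means of log2 values. The log2 fold changes given for single genes with a standard error or a limma adjusted p, and the medians over the paper's sub-clusters, are differences between mean log2 values, so they can differ from the ratio of the mean FPKM values printed beside them. A mean above 3 FPKM in the higher group was required as well, since each gene in the paper's supplementary lists met it. This rule has no test. Tests were made with limma 3.58.1 (R 4.3.3) on log2(FPKM + 0.1), as a linear model of the 15 group means over all 30 samples with empirical Bayes moderation and an intensity trend. It had 15 residual and 3.92 prior degrees of freedom. This fit treats the samples as independent. However, same-numbered HE1, HE2 and progenitor samples of a genotype deviated together from their group means, with correlations across genes of 0.382 to 0.458 in WT, 0.451 to 0.649 in Sp1 ΔDBD/ΔDBD and 0.0264 to 0.161 in Sp3-/- cells. The block described below lies within a population and does not remove this dependence, so the residual degrees of freedom are overstated to an unknown extent. Each mutant was compared with WT in each population (10 comparisons), and the effect of each mutation in a later population with its effect in ESC (8 comparisons). The p-values are two-sided and were adjusted after Benjamini and Hochberg within each comparison, with a threshold of 0.05. Exact permutation of 2 against 2 samples cannot give a p below 0.333. Samples were grouped by the population, genotype and replicate number in their deposited labels. Replicates of different genotypes carry the same numbers, so the replicate number within each population was used as a block in an alternative. The deviations of same-numbered samples from their group means had correlations across genes between 0.255 and 0.481 for WT and Sp1 ΔDBD/ΔDBD samples, and between 0.00318 and 0.194 for WT and Sp3-/- samples.

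Principal components and correlations used log2(FPKM + 0.1) of the genes tested. Clustering used the matrix of Pearson correlations between samples, with Euclidean distances and complete linkage. Medians of the paper's gene lists were set against 10000 random lists matched on mean expression. Gene positions, GC content and lengths came from GENCODE M21 (GRCm38). Of the gene symbols, 14532 were matched, 189 of these by an older symbol, and 153 were not. The calculations were done in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and the figures drawn with matplotlib 3.10.9. Named in the text are the genes that the paper names with bulk RNA values, the genes changed in opposite directions in ESC and Flk1+ cells, and, for each mutant and population, the 2 genes with the largest rise and the 2 with the largest fall among those called by limma with a mean above 3 FPKM in the higher group and both mutant samples beyond both WT samples. Any other gene is named with the remark that it was chosen after its values were seen.

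The methods were tested on simulated data. Among 14525 simulated genes, limma called 96% of 200 genes changed by 2 on the log2 scale, 2.54% of its calls were unchanged genes, and it made 0 calls in the 9 comparisons without changes. With the replicate block it called 95.5% of the changed genes. The fold change rule, on 14685 simulated genes, found 200 of 200 changed genes and 100 of 100 shared changes, and made 0 calls of opposite changes where none had been simulated. Both simulations drew the noise of each sample independently, with the same spread in every group. They therefore cannot show what the dependence between real samples does to the calls. For the fold change rule, the simulated changes were larger than its threshold, in well expressed genes, with a single spread for all genes. Neither simulation gives the rate of false calls in the real samples.

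Alternatives tried were a pseudocount of 1, no minimum mean FPKM, the mean of the log2 values, a fold change above 2 in all 4 pairs of samples, leaving out each replicate in turn, no filter or a filter of 3 FPKM in at least 2 samples, a fit per population, the replicate block, no intensity trend, array weights (0.449 to 2.78), rank correlation, the 2000 most variable genes, and comparing each mutant with a different WT replicate. Chosen after the data had been seen were median-of-ratios scaling (factors of 0.914 to 1.06), a correction for GC content and gene length within each sample (20 bins of GC content and 10 of length, 14375 genes tested), this correction with the replicate block, and leaving out genes on chromosome 11 (13322 genes tested). Sequencing reads and data other than the table of FPKM values were not used here, so binding, accessibility, single-cell and flow cytometry conclusions of the paper were not analysed here.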

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

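The tests of single samples and of windows along chromosome 11, of the genes around *Sp4*, of the imprinted region, of the Y chromosome and of the stage differences after correction were chosen only after the results they address were seen.

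The effect of a mutation differed between populations when the difference itself was tested with limma. Between Flk1+ cells and ESC the change differed for 253 genes in Sp1 ΔDBD/ΔDBD and 215 in Sp3-/- cells, between HE1 and ESC for 579 and 314, between HE2 and ESC for 380 and 79, and between progenitor cells and ESC for 458 and 195. If bias from GC content and gene length between libraries were the cause, the numbers would fall to a few genes after correcting for it. The smallest of the 8 numbers after the correction was 148, in Sp3-/- HE2 cells, where it had been 79. Among the genes called before, the correction kept 200 of 253 in Sp1 ΔDBD/ΔDBD Flk1+, 393 of 579 in HE1, 302 of 380 in HE2 and 257 of 458 in progenitor cells, and 192 of 215, 193 of 314, 73 of 79 and 125 of 195 in the same populations of Sp3-/- cells. The bias therefore does not account for all of the differences, and part of the calls depends on the correction. A different mixture of cells within a sorted population of a mutant was not tested, so these differences cannot be told apart from one in the composition of the sorted cells.

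Among the genes the paper names, *Cd34* and *Cd59a* had such a difference in Sp1 ΔDBD/ΔDBD cells. For *Cd34* it was 4.42 between Flk1+ cells and ESC (log2, standard error 0.656, limma adjusted p = 0.00220). Both mutant samples were below both WT samples in ESC (0.326 and 0.206 against 1.63 and 2.76 FPKM), and both were above them in Flk1+ cells (0.723 and 2.14 against 0.319 and 0.261 FPKM). These are low values whose depth is unknown. With a pseudocount of 1 the change was -1.31 in ESC and 0.85 in Flk1+ cells and neither was called (limma adjusted p = 0.0501 and 0.250). Over the alternatives the adjusted p went from 0.00197 to 0.0614 in ESC and from 0.0234 to 0.250 in Flk1+ cells. The change of *Cd34* in Sp3-/- cells was -2.20 in ESC and 1.82 in Flk1+ cells against the same WT samples, so the pattern cannot be told apart from a deviation of the WT samples. For *Cd59a* the difference from ESC was -1.98 in HE1 (limma adjusted p = 0.0244), -2.90 in HE2 (0.0026) and -2.39 in progenitor cells (0.0106), with a standard error of 0.476. In each of these populations both mutant samples were below both WT samples. In Sp3-/- cells the same difference was 0.23 in HE1 and 0.49 in HE2, with limma adjusted p = 0.864 and 0.738. No cause was tested for *Cd59a*.

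Genes on chromosome 11, a set the paper does not examine, were lower in both mutants. Over the 10 comparisons the mean log2 change of its 757 genes with a mean above 5 FPKM, among 8519 autosomal genes, had a median of -0.26. In each of the 10 comparisons its median was the lowest of the 19 autosomes: from -0.38 to -0.13 in Sp1 ΔDBD/ΔDBD and from -0.31 to -0.13 in Sp3-/- cells, where the other autosomes lay between -0.14 and 0.15. The expression level, GC content or length of the genes does not account for this, since 0 of 10000 random lists matched on all 3 were as low. The 265 genes of chromosome 11 without a call by limma had a median of -0.14, against 0.02 on the other autosomes, but the change itself decides which genes are in this set, so it rules out no explanation. A single aberrant library does not account for the shift: the chromosome was lower in 40 of 40 pairs of a mutant and a WT sample of the same population, with shifts of -0.47 to -0.11, whereas between replicates it moved by -0.08 to 0.03. After the correction for GC content and length the median was -0.29. Of the 10 Mb windows of the chromosome, 13 of 13 had a median below 0 in both mutants, against 20 of 209 windows of other autosomes.

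A candidate explanation for chromosome 11 is a difference in copy number between the WT cells and both mutant lines, which fits the sign of the 13 of 13 windows. The size of the shift was uneven along the chromosome. Window medians lay between -0.51 and -0.07 in Sp3-/- and between -0.40 and -0.14 in Sp1 ΔDBD/ΔDBD cells. Whether an even change of the whole chromosome would give such a spread was not tested. A change from 3 copies to 2 in every cell would give -0.58, more than the median of -0.26, so such a difference would have to be in part of the cells or be compensated in part. The data do not show whether WT cells would have gained or both mutants lost copies, and RNA alone does not measure copy number. A shared effect of both mutations on the chromosome was not tested separately.

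*Sp4*, a gene chosen after its values were seen and on which the paper reports no RNA values, was higher in Sp1 ΔDBD/ΔDBD cells. Its log2 change was 1.87 in ESC, 2.12 in Flk1+, 3.05 in HE1, 2.55 in HE2 and 2.13 in progenitor cells (limma adjusted p at most 6.66e-05), and both mutant samples were above both WT samples in each population. After correction for GC content and length the smallest change was 1.79. The 4 neighbouring genes tested, all on the same side of *Sp4*, had a median change of -0.33, from -0.49 to 0.17, so that side did not rise with it. No gene on its other side was tested, so a change of *Sp4* alone or of the region beyond it is not ruled out. A response of *Sp4* to the loss of Sp1 binding, reads shared with paralogs and differences between the cell lines other than the mutation were not tested and cannot be told apart.

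*H19*, also chosen after its values were seen, was lower in Sp1 ΔDBD/ΔDBD cells from the Flk1+ stage on. Its log2 change was 0.42 in ESC (limma adjusted p = 0.808), -2.96 in Flk1+ (0.00517), -4.22 in HE1 (0.000146), -4.43 in HE2 (8.61e-05) and -4.65 in progenitor cells (7.50e-05). Both mutant samples were below both WT samples in each of the later populations. After correction for GC content and length the smallest of these falls was -2.87. Its imprinted neighbour *Igf2*, looked at for this reason, was not called in any population. The largest log2 changes of *Igf2* were 1.44 in ESC (limma adjusted p = 0.0691) and -1.12 in progenitor cells (0.145). A difference in imprinting between the cell lines was not tested and cannot be told apart from an effect of the mutation.

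*Meg3* and *Rian*, which are among the genes with the largest falls in Sp3-/- cells, lie in another imprinted region. In HE1 their log2 changes were -5.29 (limma adjusted p = 0.000399) and -5.33 (0.000518), and both mutant samples were below both WT samples in every population. After correction for GC content and length the smallest fall among the populations with a call was -3.19. The fall of *Meg3* was already -5.16 in ESC, before any differentiation. A loss of expression from the region in the cell line, whatever Sp3 does, would give this, and so would an effect of Sp3 itself, so these cannot be told apart. *AF357359* and *AF357426*, also among the largest falls in these cells, had no matched gene position. Whether they lie in this region was not tested, so they may not be separate changes.

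Genes of the Y chromosome, chosen after their values were seen, were lower in Sp3-/- cells. The 3 genes were *Ddx3y*, *Eif2s3y* and *Uty*. Their largest falls were -1.97 for *Ddx3y* in HE1, -1.53 for *Eif2s3y* in progenitor and -2.12 for *Uty* in Flk1+ cells. Over the 5 populations the log2 changes of the 3 genes lay between -2.12 and -1.13, with limma adjusted p at most 0.00288, and both mutant samples were below both WT samples in each. After correction for GC content and length they lay between -1.79 and -0.78. *Ddx3y* was also lower in both Sp1 ΔDBD/ΔDBD samples than in both WT samples of every population (5.51 and 7.21 against 11.0 and 9.99 FPKM in ESC), whereas the means of *Eif2s3y* and *Uty* were not lower in Sp1 ΔDBD/ΔDBD cells. A candidate explanation is a loss of the Y chromosome in part of the Sp3-/- cells, which would lower the 3 genes by similar amounts. In HE1, however, *Ddx3y* fell by 1.97 (standard error 0.184) and *Eif2s3y* by 1.13 (standard error 0.127), a difference of 0.838 and the largest between the 3 genes within a population. No limit for how similar the falls had to be was fixed beforehand, so a loss of the chromosome cannot be told apart from separate changes of the genes. *Xist* in these cells was not called by limma in any population. Its largest fall was -1.48 in Flk1+ cells (limma adjusted p = 0.0930) and its largest rise 0.94 in HE1 (0.311). A direct effect of Sp3 on the 3 genes was not tested separately.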

How the results depend on the processing

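The results and the alternatives to each choice were written down before the data were examined, apart from median-of-ratios scaling, the correction for GC content and length, this correction with the replicate block, and leaving out chromosome 11, which were chosen after seeing the data. Scaling each sample to the same median, written down at first, leaves quantile-normalised values as they are and was replaced by median-of-ratios scaling, which moved the median change of all genes by -0.06 at most. A fit without a replicate leaves 1 sample in a group, so no calls were made there. Numbers of genes not given below stayed within 1.5 times of those reported, except for the separate numbers of up- and down-regulated genes. Some of these moved further. Sp1 ΔDBD/ΔDBD ESC had 110 up-regulated genes with a pseudocount of 1 and 537 without the minimum mean FPKM, against 196. Leaving out a replicate also moved some of them further. Where a value below changed, the cause was not tested.

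The number of genes with a fold change above 2 moved by more than 1.5 times in 23 of 90 recounts under an alternative. Without the minimum mean FPKM it was 1095 in ESC, 1194 in Flk1+, 1450 in HE1, 1403 in HE2 and 1503 in progenitor cells of Sp1 ΔDBD/ΔDBD, against 421, 453, 626, 588 and 571, and 1265, 1400, 1573, 1615 and 1628 in Sp3-/- cells, against 544, 651, 714, 648 and 620. With a fold change above 2 required in all 4 pairs, the numbers were 165, 248, 261, 256 and 227 in Sp1 ΔDBD/ΔDBD, and 260, 377, 305, 303 and 256 in Sp3-/- cells. In Sp1 ΔDBD/ΔDBD ESC 34.5% of these 165 genes were higher, against 46.6% of the 421. With a pseudocount of 1, Sp1 ΔDBD/ΔDBD ESC had 268. Across the 4 counts that each left out a replicate, the number went from 549 to 1010 in Sp1 ΔDBD/ΔDBD HE1 and from 577 to 978 in Sp1 ΔDBD/ΔDBD HE2.

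The number of genes called by limma moved that far in 18 of 110 recounts. With array weights it was 501 in Sp1 ΔDBD/ΔDBD ESC, 1985 in Flk1+, 757 in HE1, 510 in HE2 and 360 in progenitor cells, against 880, 804, 1458, 1405 and 1276, and 2979 in Sp3-/- ESC, 5378 in Flk1+, 2394 in HE1, 1953 in HE2 and 1246 in progenitor cells, against 1644, 1835, 1583, 2006 and 1257. With a fit per population it was 2 in Sp1 ΔDBD/ΔDBD ESC (*Gatsl3* and *Gm3002*, chosen after their values were seen), 604 in Flk1+, 220 in HE1, 175 in HE2 and 86 in progenitor cells, and 611 in Sp3-/- ESC, 2089 in Flk1+, 1 in HE1 (*Sp3*), 13 in HE2 and 15 in progenitor cells. With the correction for GC content and length Sp3-/- ESC had 1072, and with the replicate block added Sp1 ΔDBD/ΔDBD Flk1+ cells had 1247. The share of called genes that were higher in Sp3-/- HE1 cells was 43.4% with median-of-ratios scaling, against 55.3%. With this scaling the larger direction also changed in Sp3-/- HE2 (43.7%, against 50.5%). It changed as well in Sp1 ΔDBD/ΔDBD Flk1+ (47.8%, against 52.7%) and HE1 cells (49.1%, against 56.7%). No direction is therefore given for the calls as a set. No filter, the filter of 3 FPKM, no trend, a pseudocount of 1, median-of-ratios scaling, the replicate block alone and leaving out chromosome 11 kept all numbers within 1.5 times.

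The number of genes whose change differed from that in ESC moved that far in 8 of 32 recounts. With a pseudocount of 1 it was 407 in Sp1 ΔDBD/ΔDBD Flk1+ and 577 in HE2, against 253 and 380, and 458 in Sp3-/- Flk1+, 579 in HE1, 304 in HE2 and 485 in progenitor cells, against 215, 314, 79 and 195. With the replicate block it was 314 in Sp3-/- progenitor cells, and with the correction for GC content and length 148 in Sp3-/- HE2.

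Changes in the same direction in both mutants numbered 370 in ESC and 537 in Flk1+ cells without the minimum FPKM, and 71 and 121 with a pseudocount of 1, against 130 and 188. Opposite changes, 8 in ESC and 7 in Flk1+ cells, numbered 28 and 26 without the minimum. With a pseudocount of 1 there were 4 in ESC (*Ly6a*, *Ripk2*, *Rplp2-ps1* and *Usp26*). With each mutant set against a different WT replicate there were 19 or 32 in ESC and 19 or 9 in Flk1+ cells. From calls by limma with a fold change above 2 there were 4 in ESC (*Grin1*, *Pou2f3*, *Ripk2* and *Usp26*) and 3 in Flk1+ cells (*Izumo1*, *Mest* and *Wbp2nl*), where *Grin1*, *Pou2f3*, *Izumo1* and *Wbp2nl* were named after their values were seen.

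The correlation of the changes of both mutants across genes stayed above 0 in all 40 recalculations. With each mutant set against a different WT replicate it was 0.265 or 0.147 in ESC, 0.343 or 0.417 in Flk1+, 0.245 or 0.122 in HE1, 0.206 or 0.169 in HE2, and 0.121 or 0.199 in progenitor cells, against 0.469, 0.525, 0.453, 0.444 and 0.488. Spearman's rho was 0.435 in ESC, 0.409 in HE2 and 0.418 in progenitor cells. With the correction for GC content and length the correlation was 0.501 in HE2 and 0.514 in progenitor cells.

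Of the variance of all genes, 79.4% lay between populations and 6.91% between genotypes. With a pseudocount of 1 these were 79.6% and 8.01%, and the mean correlation of WT with Sp3-/- samples of a population was 0.970, against 0.962. With the filter of 3 FPKM 82.1% lay between populations. With the 2000 most variable genes the shares were 86.7% and 4.06%, and the mean correlations 0.943 between replicates, 0.896 between WT and Sp1 ΔDBD/ΔDBD, 0.908 between WT and Sp3-/-, and 0.320 between populations of a genotype.

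The median change of sub-cluster 1.1 in Sp3-/- cells stayed above 0, and that of sub-cluster 4.1 in Sp1 ΔDBD/ΔDBD cells below 0, in every alternative. The lists were chosen by the paper from these samples. For 1.1 the median was 1.14 in ESC, 0.90 in Flk1+ and 0.63 in HE1 with a pseudocount of 1. With the correction for GC content and length it was 1.05, 0.64, 0.43, 0.49 and 0.33 in the 5 populations, against 1.44, 1.04, 0.73, 0.94 and 0.55, and 18 of its genes were called by limma in HE2, against 34. With the replicate block 30 were called in HE1, against 15. Across the fits that each left out a replicate, the median of 1.1 went from 1.38 to 1.53 in ESC, 0.97 to 1.19 in Flk1+, 0.60 to 0.78 in HE1, 0.76 to 1.04 in HE2 and 0.45 to 0.71 in progenitor cells. The median of 4.1 went from -0.70 to -0.13 in ESC, where it was -0.29 with all samples. In the later populations it went from -0.73 to -0.36 in Flk1+, -1.46 to -1.09 in HE1, -1.81 to -1.03 in HE2 and -1.28 to -1.06 in progenitor cells. With a pseudocount of 1 the median of 4.1 was -0.88 in progenitor cells, against -1.19.

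Among 175 changes of single genes given above, the fit per population lost 45 calls by limma and gained 1. The replicate block lost 3 and gained 7, the pseudocount of 1 lost 4 and gained 9, and median-of-ratios scaling lost 1. The correction for GC content and length, possible for 169, lost 4 calls and gained 8, and 11 changes had another sign. These were *Sp1* in Sp3-/- ESC (-0.22 to 0.027) and HE2 (-0.06 to 0.21), *Sp3* in Sp1 ΔDBD/ΔDBD progenitor cells (0.15 to -0.065), *Gfi1b* in HE2 (-0.11 to 0.091), *Gata1* in HE1 (-0.06 to 0.12), *Gp1bb* in ESC (0.26 to -0.014), *Hba-x* in HE2 (-0.04 to 0.19), *Cd59a* in ESC (-0.05 to 0.0055) and *Id1* in Flk1+ cells (-0.02 to 0.0016) of Sp1 ΔDBD/ΔDBD, and *Hist2h2aa1* in HE2 (1.16 to -0.012) and *Junb* in HE1 (0.30 to -0.052) of Sp3-/-. None of the 11 had a call either way. Leaving out a replicate changed the sign of 33 of the 175 changes, and of 0 of the 83 with a call. The depth of the samples is unknown, which limits above all the genes near 0 FPKM, such as *Cd34* in ESC and *Hba-x*, whose fold changes rest on the pseudocount.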

Differences from the paper's values

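No test in this part was chosen after a result was seen. Of 512 values compared with the paper's (20 counts of genes read from figures, 12 sizes of groups and 480 FPKM values), with the counts in figures read to 2 significant digits, none met the criterion for a difference (more than 1.5 times and more than the error). The number of up-regulated genes in Sp1 ΔDBD/ΔDBD HE2 cells lies at the limit of this criterion, and a finer reading of the figure would pass it. The agreement is not an independent confirmation: the FPKM values are the authors' own values in 2 places, and the counts and sizes of groups were made with a minimum mean FPKM taken from the paper's lists. The ranking of the populations by the number of up-regulated genes in Sp1 ΔDBD/ΔDBD cells differed. The paper's count for HE2 in Fig. S4c, about 290 at 2 significant digits, is its highest of the 5 populations, whereas here HE2 had 194 and HE1, with 210, had the most. Of the alternatives set before the data were examined, leaving out a single replicate of HE2 brought the count to 254 (without WT replicate 1), 312 (without WT replicate 2), 277 (without Sp1 ΔDBD/ΔDBD replicate 1) or 214 (without Sp1 ΔDBD/ΔDBD replicate 2), each within 1.5 times of the paper's, against 241, 342, 333 and 206 in HE1 without the same replicate. HE2 was thus above HE1 without WT replicate 1 and without Sp1 ΔDBD/ΔDBD replicate 2. The other alternatives were more than 1.5 times from the paper's count and kept HE1 above HE2: 599 for HE2 and 620 for HE1 without the minimum mean FPKM, 126 and 133 with a pseudocount of 1, 192 and 218 with the mean of the log2 values, and 67 and 80 with a fold change above 2 in all 4 pairs.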

Other observations

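The tests of sub-cluster 1.1 in this part were chosen only after its values were seen.

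The paper's sub-cluster 1.1 was higher in Sp3-/- cells, in ESC by a median of 1.44. Its median was above 0 in 20 of 20 pairs of Sp3-/- and WT samples, from 0.46 to 1.56. The paper selected the list on these samples, so the sign in each pair is largely fixed and shows no independent stability. A single aberrant library would raise the list in its own population alone. Without any single sample the median stayed at 1.38 or more in ESC, 0.97 in Flk1+, 0.60 in HE1, 0.76 in HE2 and 0.45 in progenitor cells. For the list as a set these values argue against a single aberrant library. With the correction for GC content and length, possible for 91 of its 92 genes, the median in ESC was 1.05, so part of the change cannot be told apart from such a bias. A difference in the recovery of transcripts without a poly(A) tail was tested on 119 genes of small non-coding RNAs outside the list. Their median change in Sp3-/- cells was 0 in ESC and -0.05 in Flk1+, but 0.81 in HE1, 0.67 in HE2 and 0.87 in progenitor cells. Over the same populations the histone genes of the list had medians of 3.45, 2.07, 1.68, 1.73 and 1.00, and its other genes 1.20, 0.92, 0.60, 0.77 and 0.49. In ESC and Flk1+ cells the small RNAs did not move with the list, and in the later populations they did, so the change cannot be told apart from a difference in recovery there.

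The changes of both mutants were correlated across genes, with a mean correlation of 0.476 over the 5 populations. A hypothesis was that the WT samples used in both comparisons made this correlation. When each mutant was set against a different WT replicate the mean was 0.223, which is lower but not 0. This comparison also has more noise, with 1 WT sample in each, so how much the shared samples add cannot be told. A hypothesis that genes on chromosome 11 made the correlation was not borne out: without them its mean was 0.465.

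Among the genes down-regulated in both mutants, 9.59% lay on chromosome 11 in ESC, 13.8% in Flk1+, 16.3% in HE1, 17.5% in HE2 and 18.0% in progenitor cells, against 8.24% to 8.45% of the background. Of the genes up-regulated in both, 1.75% and 5.56% lay there in ESC and Flk1+ cells and 0% in the other populations.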
